# Transcriptome changes associated with apple (*Malus domestica*) root defense response after *Fusarium proliferatum* f. sp. *malus domestica* infection

**DOI:** 10.1186/s12864-022-08721-3

**Published:** 2022-07-02

**Authors:** Yanan Duan, Shurui Ma, Xuesen Chen, Xiang Shen, Chengmiao Yin, Zhiquan Mao

**Keywords:** Apple replant disease, *Fusarium proliferatum* f. sp. *malus domestica*, Root defense response, Secondary metabolism, Transcriptome analysis

## Abstract

**Background:**

Apple replant disease is a soilborne disease caused by *Fusarium proliferatum* f. sp. *malus domestica* strain MR5 (abbreviated hereafter as *Fpmd* MR5) in China. This pathogen causes root tissue rot and wilting leaves in apple seedlings, leading to plant death. A comparative transcriptome analysis was conducted using the Illumina Novaseq platform to identify the molecular defense mechanisms of the susceptible M.26 and the resistant M9T337 apple rootstocks to *Fpmd* MR5 infection.

**Results:**

Approximately 518.1 million high-quality reads were generated using RNA sequencing (RNA-seq). Comparative analysis between the mock-inoculated and *Fpmd* MR5 infected apple rootstocks revealed 28,196 significantly differentially expressed genes (DEGs), including 14,572 up-regulated and 13,624 down-regulated genes. Among them, the transcriptomes in the roots of the susceptible genotype M.26 were reflected by overrepresented DEGs. MapMan analysis indicated that a large number of DEGs were involved in the response of apple plants to *Fpmd* MR5 stress. The important functional groups identified via gene ontology (GO) and the Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment were responsible for fundamental biological regulation, secondary metabolism, plant-pathogen recognition, and plant hormone signal transduction (ethylene and jasmonate). Furthermore, the expression of 33 up-regulated candidate genes (12 related to WRKY DNA-binding proteins, one encoding endochitinase, two encoding beta-glucosidases, ten related to pathogenesis-related proteins, and eight encoding ethylene-responsive transcription factors) were validated by quantitative real-time PCR.

**Conclusion:**

RNA-seq profiling was performed for the first time to analyze response of apple root to *Fpmd* MR5 infection. We found that the production of antimicrobial compounds and antioxidants enhanced plant resistance to pathogens, and pathogenesis-related protein (PR10 homologs, chitinase, and beta-glucosidase) may play unique roles in the defense response. These results provide new insights into the mechanisms of the apple root response to *Fpmd* MR5 infection.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-022-08721-3.

## Background

Apple replant disease (ARD) is a major limitation to the establishment of economically viable orchards on replant sites. It is caused by the buildup and long-term survival of soilborne necrotrophic fungi (*Rhizoctonia* spp., *Fusarium* spp., and *Cylindrocarpon* spp.) and oomycetes (*Phytophthora* and *Pythium*) and can be aggravated by the lesion nematode *Pratylenchus penetrans* [1, 2]. *Fusarium* spp. is a major component of the ARD pathogen complex and has been identified in replanted orchard soils in China [3]. Plant infection is caused by *Fusarium* spp. penetrating the xylem vessels of the root system via wounds or cracks in the lateral roots. Colonization of the vascular tissues causes the infection to reach the stem or the entire plant, causing phloem blockage, internal stem discoloration, and plant wilt [4]. Infected plants are stunted, the tips and edges of the leaves turn yellow, and wilting, extensive chlorosis, and root tissue rot can occur, leading to plant death in severe cases [4].

The principal method to control ARD is pre-plan fumigation of orchard soils to eradicate ARD pathogens. However, this approach is limited due to environmental pollution, high cost, and short-lived effects [1, 2, 4]. Apple is a perennial woody plant, use of resistant rootstocks as a component for disease management might offer a durable and cost-effective benefit to tree performance than the standard practice of soil fumigation for control of ARD [2]. Although tolerance to individual components of the ARD pathogen complex has been detected in apple germplasm, such as M26, Malling-Merton (MM) 106, and MM111 rootstocks were more susceptible to the native populations of *Pythium* spp. resident to these orchard soils than Geneva series (G11, G16, G30) or Budagovsky 9 (Bud9) rootstock, and some rootstock genotypes are resistant (M.9) or susceptible (MM.106) to infection by *Phytophthora* [5, 6]. At present, the molecular defense response of apple root to ARD pathogens has not been carefully studied due to the complex etiology and the difficulty in phenotyping the disease resistance [2]. Therefore, understanding the molecular mechanisms of apple root resistance to ARD pathogens is necessary to implement a genetic-based breeding strategy for resistant apple rootstocks [7].

The root system is crucial for performing biological functions, such as absorbing water and nutrients, storing assimilates, and plant anchoring [8]. However, due to the lack of visual observation and standard phenotyping methods, investigating the molecular defense responses of roots interacting with soilborne necrotrophic pathogens is challenging [1, 3, 8, 9]. The current understanding of plant molecular defense responses is derived primarily from studies of foliar pathosystems [2, 10]. Due to advances in molecular techniques, RNA sequencing (RNAseq)-based transcriptome analyses have become a powerful tool for unraveling the global networks of transcriptional regulation and have been performed in numerous pathosystems [1–3, 10]. For example, Guo et al. [11] characterized the root transcriptome of *Gossypium barbadense* and provided gene resource (peroxidase (POD), GSH POD, aquaporin PIP, chitinase, L-ascorbate oxidase, and leucine rich-repeat (LRR) receptor genes) related to defense responses against *Verticillium dahliae*. Li et al. [12] found that * Fusarium oxysporum* f. sp. *cubense* infection induced the expression of many genes commonly responsive to infection by other pathogenic microorganisms, including PR genes (such as thaumatin-like genes), ethylene-responsive transcription factors (ERF), and genes involved in the synthesis of phytoalexins and phenolpropanoids (PAL) and cell wall strengthening (the gene encoding lignin-forming anionic peroxidase). Xiang et al. [3, 13] found that the synthesis of secondary metabolites and WRKY transcription factors (WRKY) had a unique role in the M9T337 apple rootstock resistance responses to *Fusarium solani*, and the *MdWRKY74* overexpression in apple callus significantly improved the resistance to *F. solani*. Shin et al. [14] used RNA-seq to identify transcriptomic changes associated with apple root defense responses to *P. ultimum* infection. It was found that these were principally associated with secondary metabolisms, cell wall fortification, and pathogenesis-related (PR) proteins, laccase, mandelonitrile lyase, and cyanogenic beta-glucosidase. All of these studies have shown that plant hormones (e.g., salicylic acid (SA), ethylene (ET), and jasmonic acid (JA)), oxidative burst, activation of secondary metabolism (e.g., phenylpropanoids), and many PR proteins are crucial for plant defense responses [1–4, 7, 11, 13]. Plant resistance to necrotrophic pathogens also involves the production of antimicrobial compounds and cell wall strengthening to limit pathogen progression and prevent cell death [10]. However, the specific defense activation mechanism in the roots of perennial tree crops like apple to soilborne pathogens has not been investigated by RNA-Seq [9].

In the early stage of this experiment, host-specific pathogenic fungi (*F. proliferatum* f. sp. *malus domestica* MR5) were isolated from the diseased roots of apple trees with ARD symptoms (weak growth or death) in replanted orchards in around the Bohai Gulf in China. These fungi were highly virulent to different apple seedlings [15]. The objectives of this research were to 1) analyze the transcriptional response of resistant and susceptible apple rootstock genotypes to *Fpmd* MR5 infection using RNA-Seq, 2) determine phenotype-related differentially expressed genes, and 3) study the molecular response of apple roots to *Fpmd* MR5 infection. The results will provide a deeper understanding of the mechanisms of apple root resistance to ARD-related pathogens.

## Materials and methods

### Culturing of *Fpmd* MR5

The *Fpmd* MR5 was isolated from the diseased root tissues of *Malus* × *robusta* (CarriŠre) Rehder apples grown in Shandong Province, China [16, 17]. *Fpmd* MR5 was cultured on potato dextrose agar (PDA) for 7 d at 28 °C. The cultured isolate was incubated in BVC medium (one vitamin b tablet, including VB1 3 mg, VB2 1.5 mg, VB6 0.2 mg, nicotinamide 10 mg, and calcium pantothenate 2 mg, vitamin C 0.1 g, KH_2_PO_4_ 1 g, KNO_3_ 1 g, sucrose 0.5 g, agar 20 g, and 1 L distilled water) for 7 d at 28 °C to obtain the conidia. The resulting spore suspension was diluted to approximately 1 × 10^6^ spores per mL with sterile distilled water prior to inoculation [12].

### Plant material and inoculation method

The replant tolerant rootstock Malling M9T337 (*Malus domestica* Borkh) [18] and the replant susceptible rootstock Malling 26 (M.26) [19] were purchased from Shandong Huinong Horticultural Technology Co., Ltd. (Shandong, China). The apple seedlings were propagated using a half-strength Murashige and Skoog (MS) medium containing 2% sucrose, 0.2 mg L^− 1^ of indole-3-acetic acid (IAA), 0.6 mg L^− 1^ of 6-benzyladenine, and 0.1 mg L^− 1^ of gibberellic acid (GA) (Solarbio, China). After the plants had rooted, they were grown in a mixture of soil and perlite (1:1). The plants were acclimatized for four weeks in a greenhouse and were grown in 12 h light/12 h dark conditions at 24 °C and 95% humidity [3].

The inoculation method described by Shin et al. [14] was used. The seedlings were inoculated with *Fpmd* MR5 by dipping the root system into the inoculum for 2 h and planting them in the aseptic soil/perlite mixture. The plants were watered thoroughly. The control plants were mock-inoculated with sterile distilled water, transplanted, and maintained under the same conditions as the pathogen-infected plants.

### Determination of the plant tissue collection time

We determined the appropriate time to collect the plant material after inoculation with *Fpmd* MR5 to obtain the apple root defense genes. The number of DEGs with double-digit fold changes were identified from *P. ultimum* inoculated apple root tissues at 48, 72, and 96 h because these periods have shown to be suitable to obtain defense-related genes [14]. We performed root tissue cultivation on different days post-inoculation (dpi) (1, 2, 3, 4, 5, 6, and 7 dpi) to observe the apple seedling response to *Fpmd* MR5. We used the fungal recovery assay described by Fradin et al. [20] with minor modifications and obtained root tissues from three inoculated plants at different dpis. The surface was sterilized with 70% ethanol for 15 min, followed by 15 min in 10% hypochlorite, rinsing three times with sterile water, and slicing. Ten slices of each plant were transferred onto PDA supplemented with streptomycin (50 mg L^− 1^) and incubated at 28 °C. *Fpmd* MR5 mycelia were most frequently observed on the cultured root tissues collected from M9T337 on 5, 6, and 7 dpi, while no mycelium was observed on 1, 2, 3, and 4 dpi. *Fpmd* MR5 mycelia were most frequently observed on the cultured root tissues collected from M.26 on 3, 4, 5, and 7 dpi, while no mycelium was observed on 1 and 2 dpi. As shown in Fig. 1, the M.26 plants began to show disease symptoms on the 3rd day, and the leaves gradually turned yellow, exhibiting chlorosis. The M9T337 plants began to develop disease symptoms on the 5th day, and the leaves turned yellowish-brown at the edge. These results indicated that the M9T337 roots and the M.26 roots could be collected after 4 d and 2 d, respectively, for obtaining apple root defense-related genes. The roots of the pathogen-infected and control seedlings were removed from the soil, washed with water, and flash-frozen in liquid nitrogen. The root tissue of twenty seedlings was collected, and the resulting data were pooled for each collection time per treatment. The experiment was repeated twice, and the pooled root tissues from the same collection time after inoculation were used for RNA isolation and RNA-seq analysis. The frozen root tissues were stored at − 80 °C. The subsequent transcriptome data were analyzed by two-way comparisons, i.e., comparisons within the tissue series (mock-inoculated and *Fpmd* MR5 infected) and between the two tissue series for the same treatment (Fig. S1, arrows).

**Fig. 1:**
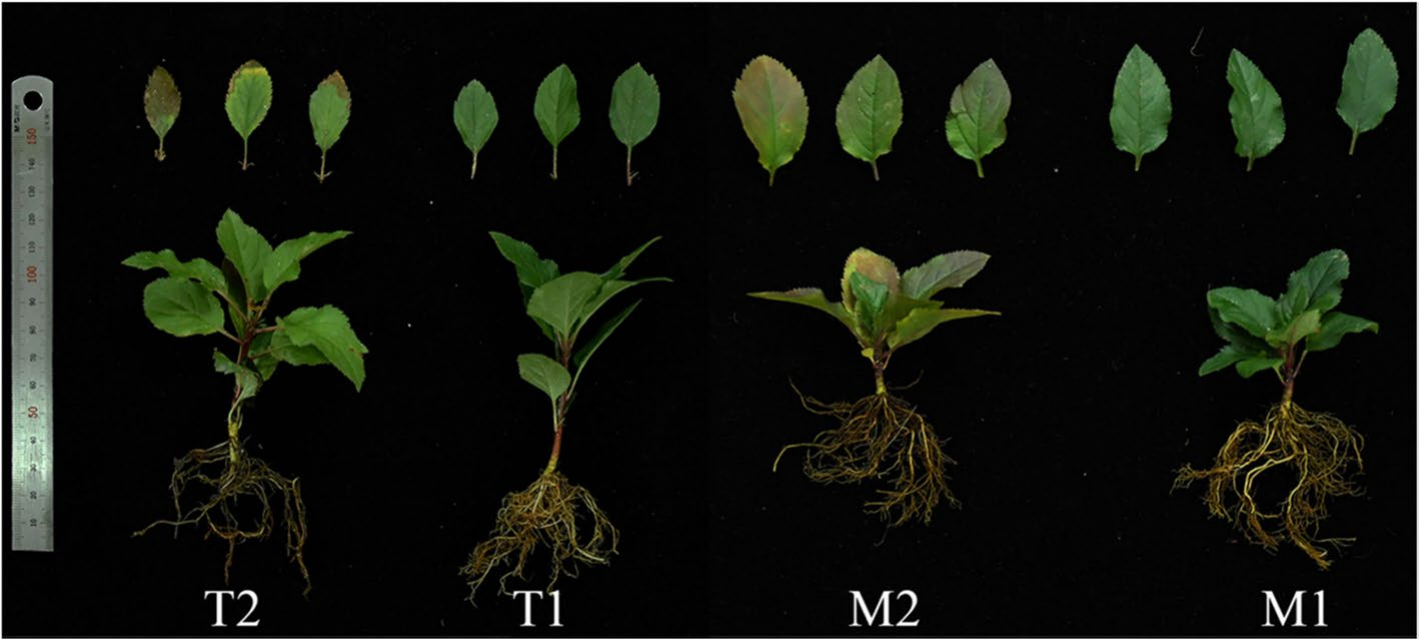
Response of M9T337 (T) and M.26 (M) plants with mock inoculated (T1 and M1) and *Fpmd* MR5 infected (T2 and M2)

### RNA-Seq library preparation and sequencing

Total RNA was extracted from each root sample using Trizol Reagent (Invitrogen, Life Technologies, Carlsbad, CA, USA) following the manufacturer’s protocol. The quantity and quality of the isolated root RNA were examined using a 2100 bioanalyzer (Agilent Technologies, Inc., Santa Clara, CA) [21]. A total of 3 μg RNA per sample was used as input material for the RNA sample preparations. Sequencing libraries were generated using an NEBNext^®^ Ultra™ RNA Library Prep Kit for Illumina^®^ (NEB, USA), following the manufacturer’s recommendations, and index codes were added to attribute sequences to each sample. The library fragments were purified with the AMPure XP system (Beckman Coulter, Beverly, USA) to select cDNA fragments with a length of 370-420 bp. Then polymerase chain reaction (PCR) was performed with Phusion high-fidelity DNA polymerase, universal PCR primers, and an index (X) primer. PCR products were purified (AMPure XP system), and library quality was assessed on the Agilent Bioanalyzer 2100 system [21]. Clustering of the index-coded samples was performed on a cBot Cluster Generation System using a TruSeq PE Cluster Kit v3-cBot-HS (Illumia) according to the manufacturer’s instructions [22]. After cluster generation, RNA library preparations were sequenced on an Illumina HiSeq PE150 platform, and 150 bp paired-end reads were generated at Novogene Bioinformatics Technology Co., Ltd., Beijing, China (www.novogene.cn).

### Sequence data and differentially expressed gene analysis

The clean reads were retrieved after trimming the adapter sequences and removing low-quality reads (containing > 50% bases with a Phred quality score < 20) and reads with unknown nucleotides (more than 1% ambiguous residues N) using the FastQC tool (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). A GC content distribution check was performed. All the downstream analyses were based on high-quality clean data [4]. The apple reference genome *Malus domestica* GDDH13 Whole Genome v1.1 was downloaded from the Genome Databases for Rosaceae (GDR, http://www.rosaceae.org) [1]. An index of the reference genome was established, and the paired-end clean reads were aligned to the reference genome using Hisat2 v2.0.5. The mapped reads of each sample were assembled by StringTie (v1.3.3b) using a reference-based approach. FeatureCounts v1.5.0-p3 was used to count the reads mapped to each gene [23]. The expected number of fragments per kilobase of transcripts per million mapped reads (FPKM) of each gene was calculated based on the length and mapped read count for that gene [3]. We used the transcription factor (TF) database (PlantTFDB) and protein domain database (Pfam/SUPERFAMILY) to predict the family based on the gene TF [24]. Differential expression analysis of the two groups was performed using the DESeq2 R package (v.1.20.0). The resulting *P* values were adjusted using Benjamini and Hochberg’s approach for controlling the false discovery rate [21].

### Functional annotation of candidate genes

Blast2go software was used with an E-value ≤1e-5, to annotate the DEGs’ major gene ontology (GO) categories, including molecular functions, biological processes, and cellular components. In addition, we performed KEGG (Kyoto Encyclopedia of Genes and Genomes) enrichment analysis on DEGs using the online KEGG Automatic Annotation Server (www.kegg.jp/kegg/kegg1.html) [7, 25].

### Quantitative RT-PCR analysis

The primers were designed using the National Center for Biotechnology Information (NCBI) primer blast, an online primer design tool (https://www.ncbi.nlm.nih.gov/tools/primer-blast/) [26] (Table S1). The frozen tissue samples were ground to a fine powder in liquid nitrogen, and the total RNA was extracted using the FastPure^®^ Plant Total RNA Isolation Kit (Vazyme, Nanjing, China). We used the HiScript^®^ III RT SuperMix for qPCR (+gDNA wiper) (Vazyme, Nanjing, China) to remove the genomic DNA from the total RNA (1000 ng RNAs of each sample) and synthesized cDNA. The PCR mixture contained 10.0 μL 2 × Taq Pro Universal SYBR qPCR Master Mix (Vazyme, Nanjing, China), 7.2 μL ddH_2_O, 0.4 μL of each gene-specific primer (10 μM), and 2 μL cDNA template. The qRT-PCR assays were performed using the CFX96 Touch™ RT-PCR Detection System (Bio-RAD, USA) with the following program: 95 °C for 30 s; 40 cycles of 95 °C for 10 s, 60 °C for 30 s, and 72 °C for 30 s. A commonly used reference gene, glyceraldehyde-3-phosphate dehydrogenase (GAPDH), was used to normalize the expression levels of the target genes [27]. The relative expression levels of the target genes were calculated with the 2^−∆∆CT^ method [3, 14]. Three biological replicates and three technical replicates were used for each of the selected genes.

### Data analysis

Principal component analysis (PCA) and KEGG pathway analysis were performed, and a correlation heatmap was created in R software (www.r-project.org). TBtools software was used for cluster analysis. The similarities and differences between the treatments were illustrated using a color gradient where the color intensity is directly proportional to the numerical value. The DEGs were annotated using the MapMan software.

## Results

### Sequencing data and transcriptome mapping

RNA-seq of the 12 root samples produced 518.1 million raw reads or an average of 43.2 million 150 bp paired-end reads per sample with Q30 bases (those with a base quality greater than 30) greater than 91% and Q20 bases (those with a base quality greater than 20) greater than 96%. 

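Root RNA was sequenced in 12 libraries, 3 from each of 4 groups. The groups were mock-inoculated M.26 (M1), M.26 inoculated with Fpmd MR5 (M2), mock-inoculated M9T337 (T1) and inoculated M9T337 (T2). Fpmd MR5 is the strain of Fusarium proliferatum used as the root pathogen, M.26 is the replant susceptible rootstock and M9T337 the replant tolerant one. According to the paper, roots of 20 seedlings were pooled per treatment and collection time, the experiment was repeated 2 times and each treatment had 3 biological replicates. How the pools relate to the 3 libraries of a group is not stated. M.26 roots were collected at 2 d and M9T337 roots at 4 d, so the rootstock and the day of collection cannot be separated. The authors mapped the reads to the apple genome GDDH13 v1.1 with Hisat2 2.0.5, assembled them with StringTie 1.3.3b, counted them on genes with featureCounts 1.5.0-p3 and deposited the FPKM of each gene in each library. The table analysed here holds 520 genes in falling order of their mean FPKM over the 12 libraries, from 6551 to 208. Genes of lower mean were not analysed here, and the 520 genes are 1.12% of the 46558 transcripts the paper states. Counts of DEGs given for these genes and those of the paper are therefore over different populations. The FPKM and the gene lengths gave back whole fragments for 100% of the values, within 0.001 of a fragment. The fragments on the 520 genes in a library were 2549801 to 2894821 in M1, 5618804 to 6241932 in M2, 3403201 to 4030534 in T1 and 5701363 to 6332851 in T2. The gene with the fewest fragments in any library had 15. The groups were compared with limma (eBayes with trend) on log2(FPKM + 1), 2 groups at a time, with Benjamini-Hochberg (BH) adjustment over the 520 genes. A gene was called a DEG at an adjusted p of at most 0.05 and an absolute log2 fold change over 1, the cutoff of the paper, which used DESeq2 on counts. The pseudocount of 1 understates the change of low values, and the lowest FPKM of any gene in any library was 1.90. Log2 fold changes (log2FC) are given as M2vs.M1 or T2vs.T1, positive when higher after inoculation.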

An average ‘G + C’ content of above 46% was obtained (Table S3). After quality control, the reads were mapped to the apple genome sequence (*Malus domestica* GDDH13 Whole Genome v1.1). Overall, 84.62% of the reads were mapped to the draft apple genome sequences (Table S2). Among the selected reads, 79.93% of the control sample and 89.24% of the treatment sample were aligned to the apple reference genome, providing either unique matches or multiple matches to the genomic locations.

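The shares of mapped reads that the paper lists in Table S2 average 76.3% ± 3.98 (SD, n = 3) in M1, 88.2% ± 2.41 in M2, 83.7% ± 3.26 in T1 and 90.3% ± 1.26 in T2. The uniquely mapped read pairs of Table S2 were 15019290 to 16088232 in M1, 17206176 to 18426856 in M2, 16557448 to 17579743 in T1 and 17995239 to 18417624 in T2. The library size behind the FPKM, recovered from the values and the gene lengths, was 18834714 to 19860085 fragments in M1, 10601056 to 15168471 in M2, 18707677 to 19294255 in T1 and 11590676 to 14739886 in T2. It was therefore 1.23 to 1.25 times the uniquely mapped pairs in M1 and 1.08 to 1.16 times in T1, but 0.616 to 0.823 times in M2 and 0.629 to 0.802 times in T2. The ranges of the mock and the inoculated libraries did not overlap in either rootstock. The text of the paper does not name an adjustment of library sizes. Its listed log2 fold changes go with the sizes behind the FPKM (77 of 80 within 0.02 of the log2 ratio of group means). Dividing the fragments by the pairs of Table S2, a scaling chosen after the values were seen (Table S2 scaling), moved the mean log2 ratio of M2 to M1 by -0.81 and that of T2 to T1 by -0.69. It moved M1 over T1 by 0.15 and M2 over T2 by 0.04. The 520 genes held 16.8 to 18.0% of the uniquely mapped pairs in M1, 30.5 to 35.8% in M2, 20.5 to 22.9% in T1 and 31.0 to 34.6% in T2.

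**Figure D1:**
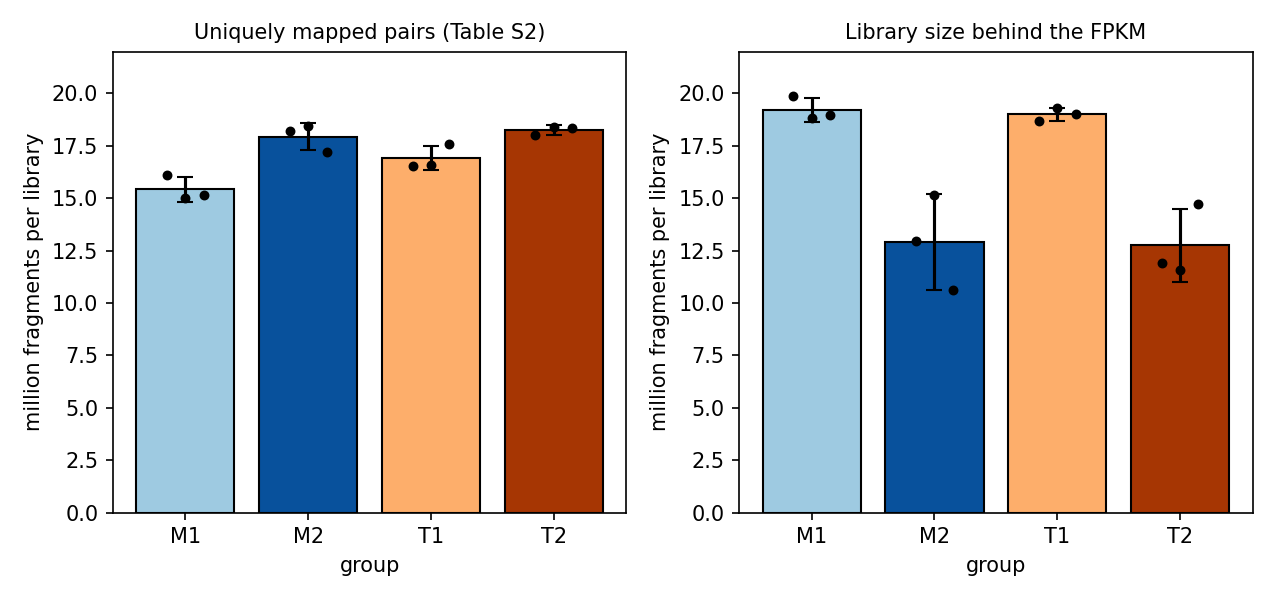
Uniquely mapped pairs of Table S2 (left) and the library size behind the FPKM (right), per library in M1, M2, T1 and T2. Bars are means, error bars SD and points the 3 libraries of each group. The inoculated groups have more pairs than the mock groups on the left and a smaller library size on the right.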

### Identification of DEGs responding to *Fpmd* MR5 infection

After calculating the expression value (FPKM) of the genes in each sample, we plotted the gene expression levels using box plots, violin plots, and probability density distribution diagrams. 

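Over the 520 genes, the median FPKM of a library was 165.2 to 170.5 in M1, 372 to 577 in M2, 218 to 253 in T1 and 402 to 533 in T2. Every inoculated library therefore had a higher median than every mock library of its rootstock, and the ranges of M2 and T2 overlapped. Of the averages per group, the genes from the lower to the upper quartile lay between 88.0 and 269.7 in M1 and between 306 and 754 in M2. They lay between 153 and 349 in T1 and between 326 and 816 in T2. These medians carry the library sizes behind the FPKM, which were smaller in the inoculated libraries.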

We found differences in gene expression levels between the treatment group and the control group and similarities between the treatment groups (Fig. S2). 

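Pearson's r between libraries of a group, over log2(FPKM + 1) of the 520 genes, was 0.945 to 0.969 in M1, 0.898 to 0.959 in T1, 0.824 to 0.884 in M2 and 0.852 to 0.887 in T2. The lowest R2 within a group was 0.679, in M2, and it was 0.653 on untransformed FPKM. Genes within a library are not independent replicates, and no test was made of r. The 520 genes are those of highest mean, and their narrow range of values can lower r. Both r and the shares of variance in the PCA hold for these genes only. In the PCA, PC1 held 86.3% of the variance and PC2 4.90%. On untransformed values they held 80.4% and 12.3%, and with the library sizes of Table S2 80.0% and 7.26%. PC1 placed the mock libraries at -33.2 to -30.7 (M1) and -20.1 to -9.40 (T1) and the inoculated libraries at 18.4 to 31.2 (M2) and 18.0 to 28.6 (T2). The distance on PC1 between the mock and the inoculated libraries was thus larger than the spread within any group. On PC2, M1 lay at 5.33 to 6.21, T1 at -9.85 to -7.58, M2 at 1.67 to 9.20 and T2 at -2.99 to 0.165.

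**Figure D2:**
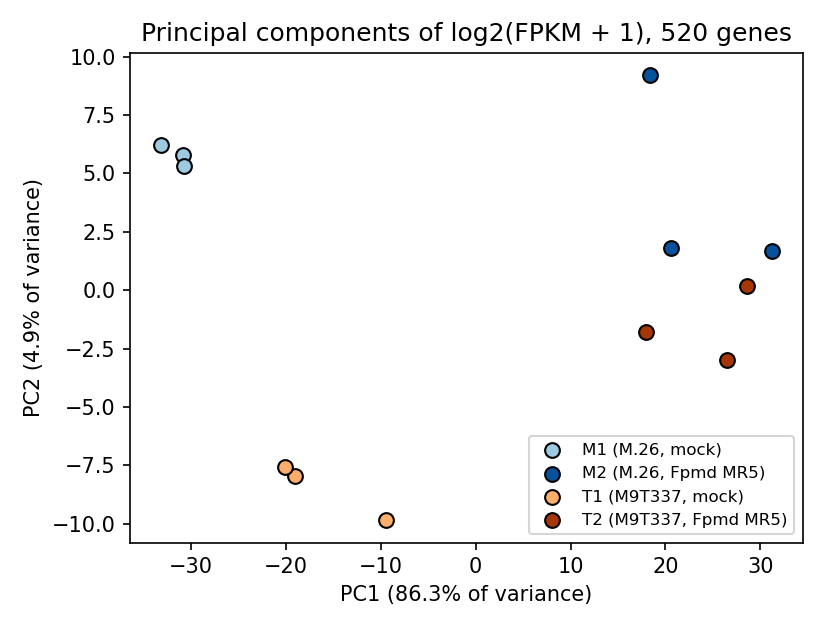
Scores of the 12 libraries on PC1 (x axis, 86.3% of the variance) and PC2 (y axis, 4.9%) of log2(FPKM + 1) over 520 genes, coloured by group. The 6 mock libraries lie at or below -9.40 and the 6 inoculated libraries at or above 18.0 on PC1.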

The PCA results and correlation heat maps showed that the biological repeatability of the samples within the group was high (R^2^ > 0.88), and differences occurred between the samples (M1 and M2, T1 and T2) and between the groups. The results indicate that the sample selection is reasonable and can be used for the subsequent differential gene analysis (Fig. 2). Among 46,558 discovered transcripts from the root samples, 7.34% were identified as DEGs (using a cutoff value of |log2 (fold change)| > 1 & padj <= 0.05). 

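Of the 520 genes, 366 were DEGs in M2vs.M1, 329 in T2vs.T1, 126 in M1vs.T1 and 1 in M2vs.T2. At an unadjusted p under 0.05 the counts were 408, 400, 267 and 37. Scaling each library to the same median ratio to the mean library, the alternative that moved the first 3 counts most when the fold change cutoff was kept, gave 303, 215 and 72 DEGs. Without the fold change cutoff the counts were 404, 388, 225 and 1. The values of the 3 libraries of one group did not overlap those of the other in 433 genes (83.3%) in M2vs.M1 and in 417 genes (80.2%) in T2vs.T1, where chance gives 10%. They did not overlap in 301 genes (57.9%) in M1vs.T1 and in 51 genes (9.81%) in M2vs.T2. The median SE of a log2FC was 0.29 in M2vs.M1, 0.28 in T2vs.T1, 0.38 in M2vs.T2 and 0.21 in M1vs.T1. Leaving out each library in turn gave 357 to 378 DEGs in M2vs.M1 and 313 to 348 in T2vs.T1.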

Two-way data analysis was performed for the cross-examination of the transcriptomic changes associated with *Fpmd* MR5 infection in apple root tissue (Fig. S3A). Significantly different expression levels were observed between the mock-inoculated and the *Fpmd* MR5 inoculated samples in 28,196 genes. Among those genes, 14,572 genes were up-regulated, and 13,624 genes were down-regulated in the *Fpmd* MR5 inoculation samples. It is worth noting that the number of DEGs in the replant susceptible rootstock M.26 treatment group was significantly higher than those in the replant tolerant rootstock M9T337. 

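Among the 366 DEGs of M2vs.M1, 92.1% were up-regulated and 29 genes were down-regulated. Among the 329 DEGs of T2vs.T1, 298 were up-regulated and 31 down-regulated (90.6%). The paper's counts over all its genes are split more evenly, so these shares describe only the 520 genes of highest mean. The split moved with the scaling of the libraries. With the uniquely mapped pairs of Table S2, 253 genes were up-regulated and 62 down-regulated in M2vs.M1 (80.3%), and 186 and 53 in T2vs.T1 (77.8%). With median ratio scaling, which centres the libraries on these 520 genes, the numbers were 154 and 149 (50.8%) in M2vs.M1, and 115 and 100 (53.5%) in T2vs.T1. Of the DEGs first given, 282 in M2vs.M1 and 217 in T2vs.T1 were called in the same direction with Table S2, and 183 and 146 with median ratio scaling. The median log2FC over the 520 genes was 1.75 in M2vs.M1 and 1.24 in T2vs.T1. It moved by -0.80 and -0.69 with Table S2 and by -1.65 and -1.18 with median ratio scaling, and every log2FC given for single genes in these comparisons is on the scale of the FPKM.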

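The largest rises in M2vs.M1 among genes without overlap between the groups were in MD01G1144300, MD15G1012500 and MD15G1397400. MD01G1144300 (class I heat shock protein, chromosome 1 from 25446300 to 25465449 of GDDH13 v1.1) had an FPKM of 14.2 ± 5.62 (SD, n = 3) in M1 and 1478 ± 712 in M2. Its log2FC was 6.52 (SE 0.48, adjusted p = 6.11e-06) by limma with BH adjustment. MD15G1012500 (Gibberellin-regulated protein 1, chromosome 15 from 699132 to 700074) rose from 49.2 ± 22.4 to 3336 ± 1482, a log2FC of 6.06 (SE 0.44, adjusted p = 6.11e-06) from the same limma test with BH adjustment. MD15G1397400 (Ethylene-responsive transcription factor ERF019, chromosome 15 from 49759895 to 49760425) rose from 3.95 ± 1.87 to 382 ± 259.7, a log2FC of 6.05 (SE 1.69, adjusted p = 0.00751) in limma with BH adjustment. The largest falls were in MD15G1086000 (Patatin-like protein 2, chromosome 15 from 5963082 to 5965502), MD13G1208400 (no annotated match, chromosome 13 from 19147665 to 19148254) and MD17G1130000 (proline-rich protein, chromosome 17 from 11443839 to 11444380). Their log2FC values were -5.84, -5.20 and -4.82, with SE of 1.04, 0.98 and 0.55 and adjusted p of 0.000458, 0.000675 and 2.86e-05 by limma with BH adjustment. MD15G1086000 was no longer called without M1 replicate 1, 2 or 3 (log2FC -6.05, -5.77 and -5.70), and MD13G1208400 was not called without M1 replicate 2 (-5.14).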

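In T2vs.T1 the largest rises were in MD02G1005800 (Heat shock 70 kDa protein, chromosome 2 from 400695 to 402656), MD16G1124100 (BAG family molecular chaperone regulator 5, chromosome 16 from 8961740 to 8962447) and MD01G1144300. MD02G1005800 had an FPKM of 15.2 ± 5.89 (SD, n = 3) in T1 and 614 ± 256 in T2, with a log2FC of 5.24 (SE 0.50, adjusted p = 0.000261) by limma with BH adjustment. MD16G1124100 rose from 7.66 ± 4.82 to 284 ± 137, with a log2FC of 5.10 (SE 1.41, adjusted p = 0.0111) by limma with BH adjustment. It was not called without T2 replicate 3 (log2FC 5.16). The log2FC of MD01G1144300 was 4.96 (SE 0.41, adjusted p = 0.000261) by limma with BH adjustment. MD13G1208400, MD15G1086000 and MD04G1087300 (Lipid transfer protein EARLI 1, chromosome 4 from 12905035 to 12905603) fell most. Their log2FC values were -5.17, -4.09 and -3.94, with adjusted p of 0.000273, 0.00118 and 0.00124 by limma with BH adjustment, and each was lower in every T2 library than in every T1 library. MD04G1087300 was not called without T1 replicate 1 (log2FC -3.78).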

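The log2FC was larger in M2vs.M1 than in T2vs.T1 in 360 of the 520 genes, in 314 with the pairs of Table S2 and in 219 with median ratio scaling. Across genes, which are not independent replicates, the log2FC values of both rootstocks had a Pearson's r of 0.893. The number of DEGs called in each rootstock is not itself a test of a difference. The interaction (M2vs.M1 minus T2vs.T1), fitted by limma over the 12 libraries, had a median of 0.28. It was called in 13 genes, each with the larger log2FC in M.26, and 121 genes had an unadjusted p under 0.05. With median ratio scaling 14 genes were called, 2 of them larger in M9T337 (85.7% larger in M.26), and the median moved by -0.48. With Table S2, 30 were called, 1 of them larger in M9T337, and the median moved by -0.11. limma voom on the recovered fragments called 2. The count depended on single libraries. It was 79 without M2 replicate 2, 22 without T1 replicate 2 and 20 without T2 replicate 1. It was 4 without M1 replicate 2, 3 without T2 replicate 3, and 2 without M1 replicate 3, M2 replicate 3, T1 replicate 1, T1 replicate 3 or T2 replicate 2. Of the 13 genes, all were DEGs in M2vs.M1 and 7 in T2vs.T1. All were lower in M1 than in T1, a comparison that shares its libraries with the interaction and is part of it.

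**Figure D3:**
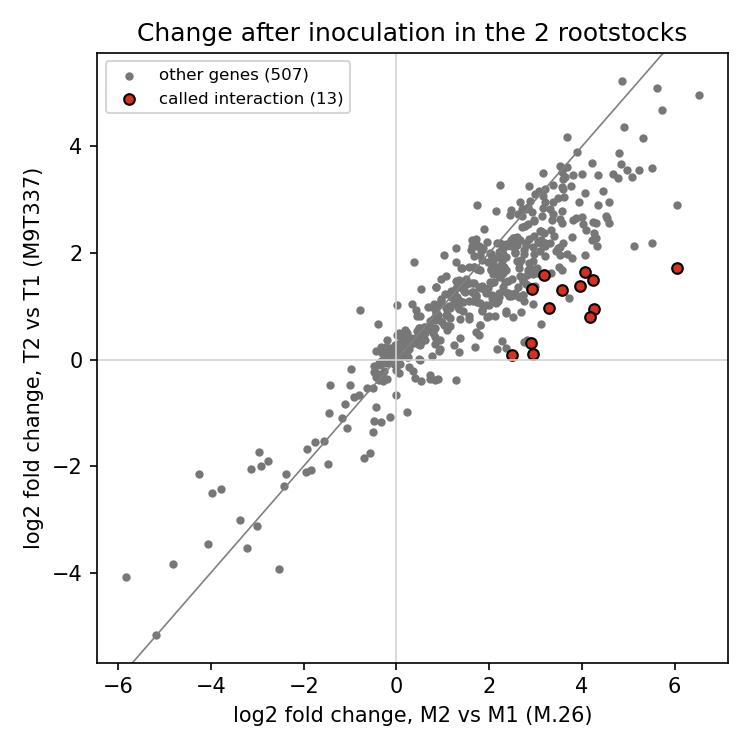
Log2FC in T2vs.T1 (y axis) against log2FC in M2vs.M1 (x axis) for 520 genes on the log2(FPKM + 1) scale, with the line of equal change. Red points are the 13 genes with a called interaction, all below the line, and grey points the other 507 genes.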

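MD15G1397400 (ERF019) had the largest called interaction, 4.33 (SE 1.00, adjusted p = 0.0387 by limma with BH adjustment). Its FPKM was 117 ± 62.8 (SD, n = 3) in T1 and 374 ± 165 in T2, a log2FC of 1.72 (SE 0.44, adjusted p = 0.00759) by limma with BH adjustment. Its mean in M2 was close to that in T2, while M1 was below T1 (log2FC of M1vs.T1 -4.52). Most of the interaction thus lay between the mock groups. The interaction was called without M1 replicate 1, M2 replicate 1 or M2 replicate 2. It was not called without any of the other 9 libraries, with values from 3.81 to 5.01 over all 12, nor by limma voom (4.67).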

Physiological perturbation by the inoculation, the rootstock variety, and seedling repotting may have caused a larger number of identified DEGs in the mock-inoculated groups (T1 and M1). Therefore, we excluded the DEGs identified in the mock-inoculated groups and conducted a follow-up study using only the DEGs identified in the *Fpmd* MR5 infected group (Fig. S3B). 

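Between the mock-inoculated groups, 4 of the 126 DEGs of M1vs.T1 were higher in M1 and 122 lower (3.17% higher), and the median log2FC over the 520 genes was -0.46. With median ratio scaling 27 genes were higher and 45 lower (37.5%), and the median moved by 0.59. With the pairs of Table S2, 6 were higher and 100 lower, and the median moved by 0.15. The number higher in M1 was 2 without M1 replicate 3 and 2 with the 12 libraries in one fit. Between the inoculated groups, the median log2FC of M2vs.T2 was -0.12, and it moved by 0.11 with median ratio scaling. Its 1 DEG, MD13G1208300 (Proteinase inhibitor, chromosome 13 from 19144829 to 19145041), had an FPKM of 105 ± 70.3 (SD, n = 3) in M2 and 597 ± 217 in T2, a log2FC of -2.63 (SE 0.43, adjusted p = 0.0223) by limma with BH adjustment, and was lower in every M2 library. It was not called without M2 replicate 2 (-2.28), without T2 replicate 2 (-2.38) or by limma voom (-2.72), which called 0 genes and gave 38 an unadjusted p under 0.05. The number of DEGs in M2vs.T2 was 17 without T2 replicate 1 and 4 without M2 replicate 1. It was 1, another gene that was higher in M2, without M2 replicate 2. Without T2 replicate 2 limma called 0, with 22 genes at an unadjusted p under 0.05.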

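The genes higher in M1 than in T1 by the largest amount were MD17G1130000 and MD09G1143800 (both proline-rich proteins) and MD09G1143700 (no annotated match). MD09G1143800 and MD09G1143700 lie on chromosome 9 from 11193794 to 11194846 and from 11193247 to 11193679. The log2FC values of M1vs.T1 were 1.67, 1.42 and 1.302, with SE of 0.45, 0.22 and 0.26 and adjusted p of 0.0239, 0.00602 and 0.0106 by limma with BH adjustment. MD17G1130000 was not called without M1 replicate 1, 2 or 3 (1.40, 1.84 and 1.78), and neither it nor MD09G1143700 was called in one fit of the 12 libraries. The fourth DEG higher in M1, MD08G1180200 (Ethylene-responsive transcription factor RAP2-4), was picked out after its values were seen (445 ± 123 FPKM in M1 and 203 ± 23.8 in T1). MD15G1397400, MD02G1207900 (Pectinesterase 2) and MD05G1350300 (no annotated match, chromosome 5 from 46790064 to 46790411) were lower in M1 by the largest amount. Their log2FC values were -4.52, -3.24 and -3.03, with adjusted p of 0.0021, 0.0021 and 0.00249 by limma with BH adjustment. Each of these 6 genes had no overlap between the M1 and T1 libraries.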

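In the 520 genes, 383 were DEGs in M2vs.M1 or T2vs.T1. Of these, 312 were DEGs in both rootstocks, 287 up-regulated and 25 down-regulated in both. A further 54 genes, 50 of them up-regulated, were DEGs in M2vs.M1 alone, and 17 genes, 11 of them up-regulated, in T2vs.T1 alone. Median ratio scaling reduced the genes called in both to 186, of which 96 were up-regulated, 89 down-regulated and 1 opposite, and Table S2 reduced them to 207. Of the 126 DEGs between the mock-inoculated groups, 124 were also DEGs in M2vs.M1 or T2vs.T1. Leaving out the DEGs of M1vs.T1 kept 259 of the 383 genes, 245 of those in M2vs.M1 and 226 of those in T2vs.T1. Of the genes lower in M1 than in T1, 115 were up-regulated in M2vs.M1. These comparisons share the M1 or T1 libraries, so some overlap arises by construction, and no value for the overlap without a change was computed.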

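The mean Pearson's r between libraries over the 520 genes was 0.829 between M2 and T2 and 0.795 between M1 and T1. It was 0.0433 between M1 and M2, 0.279 between T1 and T2, 0.0548 between M1 and T2 and 0.217 between M2 and T1. The 520 genes are those of highest mean over mock and inoculated libraries together. That choice can by itself lower r between mock and inoculated libraries, so these r do not describe all genes. The mean r of M2 with T2 was within the range of r among the 3 M2 libraries.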

The heatmap showed that the gene expression patterns were similar for T2, M2, and T1, M1 (Fig. S3C). K-means clustering was performed to obtain 4 groups of DEGs. The genes in the same cluster had similar trends of expression levels for different treatment conditions (Fig. S3D).

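K-means with 4 clusters, added after the values were seen, was run on log2(FPKM + 1) of the 386 genes called in at least 1 of the 4 comparisons, centred per gene over the 12 libraries. The clusters held 146, 140, 65 and 35 genes. The mean centred value in the cluster of 146 genes was -0.92 in M1, 0.65 in M2, -0.48 in T1 and 0.76 in T2. In the cluster of 140 genes it was -1.71, 1.14, -0.67 and 1.24, and in that of 65 genes -2.40, 1.82, -1.31 and 1.90, in the same order of groups. The 35 genes of the last cluster had means of 1.05, -1.27, 1.17 and -0.95. On the FPKM scale the first 3 clusters were higher in both inoculated groups. With the pairs of Table S2 the mean rise of the 146 genes was 0.76 in M2vs.M1 and 0.54 in T2vs.T1. With median ratio scaling it was -0.09 and 0.06, while the clusters of 140 and 65 genes kept rises of 1.21 and 2.59 in M2vs.M1 and of 0.73 and 2.04 in T2vs.T1. The largest cluster held 142 to 175 genes when each library was left out in turn. It held 146 with the other pseudocount, with Table S2 scaling and with median ratio scaling. Rescaling a library moves all its genes nearly alike and could hardly change the clusters, so the scalings do not test them.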

**Fig. 2:**
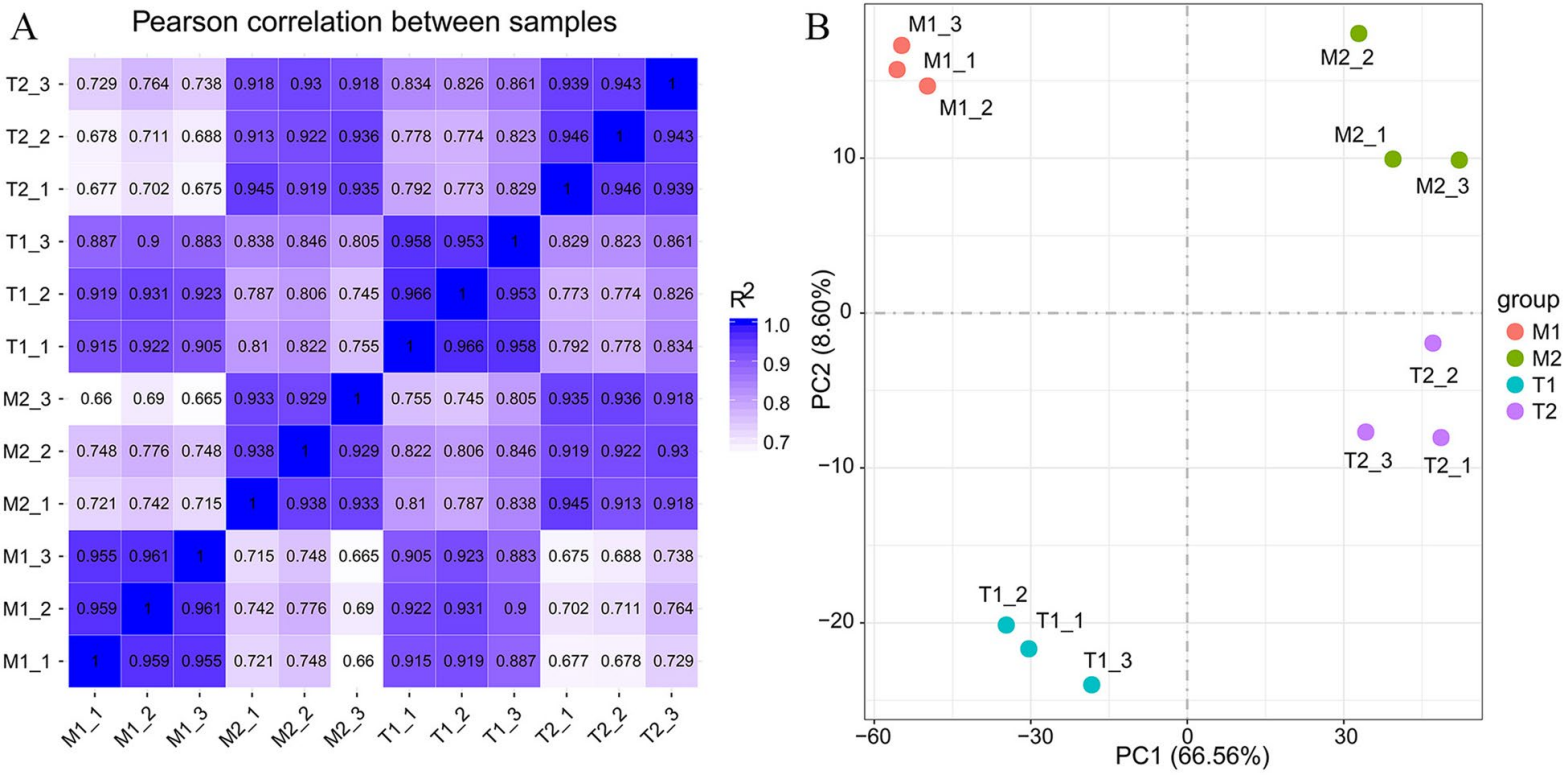
**A** The inter-sample correlation heatmap is based on pearson correlation. **B** Principal Component Analysis of different samples. M1 and T1: M9T337 (T1) and M.26 (M1) plants with mock inoculated. M2 and T2: M9T337 (T2) and M.26 (M2) plants with *Fpmd* MR5 infected. Three biological replicates per treatment

### Gene ontology analysis: functional categorization of identified differentially expressed genes

We used clusterProfile software to perform GO functional enrichment analysis (Fig. 3). The cumulative numbers of the DEGs in the M2vs.M1 and T2vs.T1 datasets were grouped into three categories: biological processes, molecular functions, and cellular components. The most enriched sub-categories of the biological process were carbohydrate catabolic process, nucleotide catabolic process, intracellular signal transduction, and cell wall organization or biogenesis. Most of the mapped DEGs in the cellular component category were classified into a few sub-categories, including cell periphery, cell wall, anchored component of membrane, and external encapsulating structure. More than 30% of all DEGs were assigned to the cellular component of the membrane-related categories. This result highlights the increased cross-membrane activities in apple root tissues in response to *Fpmd* MR5 infection. The most enriched sub-categories in the molecular function category were DEGs with the annotated function of GTPase activity, hydrolase activity, pyrophosphatase activity, and nucleoside-triphosphatase activity. It is noteworthy that many of the up-regulated DEGs in the T2vs.T1 dataset were classified as biological processes, whereas many of the up-regulated DEGs in the M2vs.M1 dataset were classified as cellular components in the membrane-related categories (Fig. S4). Many down-regulated DEGs were assigned to the molecular function category, including nucleoside-triphosphatase activity, pyrophosphatase activity, GTPase activity, and hydrolase activity. Overall, we observed a considerable shift in the cellular functions related to metabolic pathways, energy production, transmembrane transport, and cell wall structure and function in the apple roots in response to the *Fpmd* MR5 infection.

**Fig. 3:**
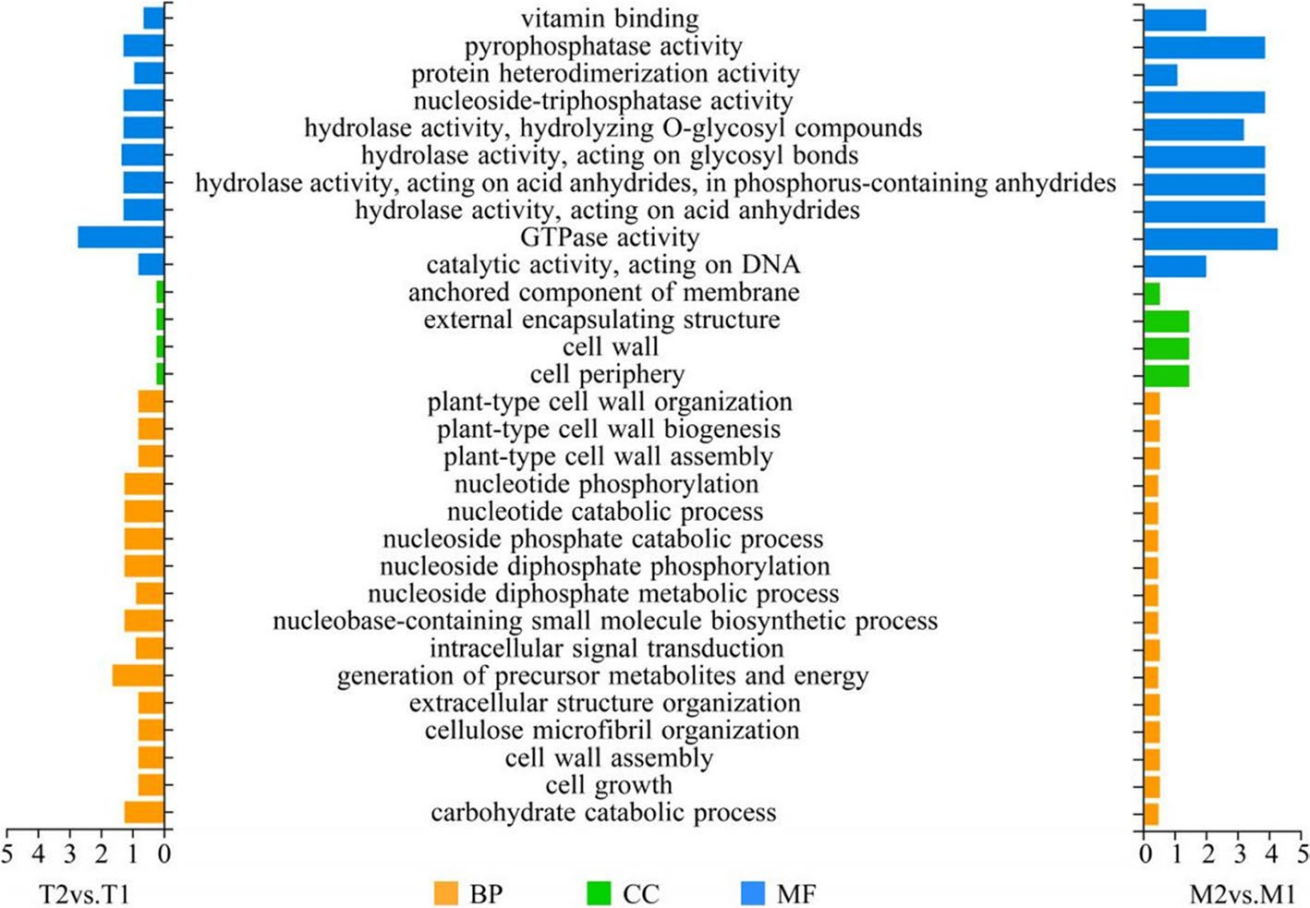
Gene Ontology (GO) categories of DEGs between mock inoculated and *Fpmd* MR5 infected (M2 and M1,T2 and T1). BP: biological process. CC: cellular component. MF: Molecular Function

### KEGG pathway analysis

KEGG pathway enrichment analysis was performed to categorize the biological functions of the DEGs (Table S4). The most noticeable change was an increased number of DEGs mapped to multiple pathways related to secondary metabolisms, such as starch and sucrose metabolism, carbon metabolism, and glycolysis/gluconeogenesis. Many up-regulated DEGs were assigned to endocytosis, protein processing in the endoplasmic reticulum, GSH metabolism, glycolysis/gluconeogenesis, mitogen-activated protein kinase (MAPK) signaling pathway, mRNA surveillance pathway, carbon metabolism, and plant-pathogen interaction (Fig. 4). The highest number of DEGs in the M2vs.T2 dataset were mapped to the nitrogen metabolism and phenylpropanoid biosynthesis (Table S4). These results suggest that the nitrogen metabolism, phenylpropanoid biosynthesis, carbon metabolism, plant hormone signal transduction, protein processing in the endoplasmic reticulum, and plant–pathogen interaction pathways were most affected in the plants infected with *Fpmd* MR5. These pathways are similar to the major pathways involved in plant and pathogen interactions in previous reports [3, 7, 14].

**Fig. 4:**
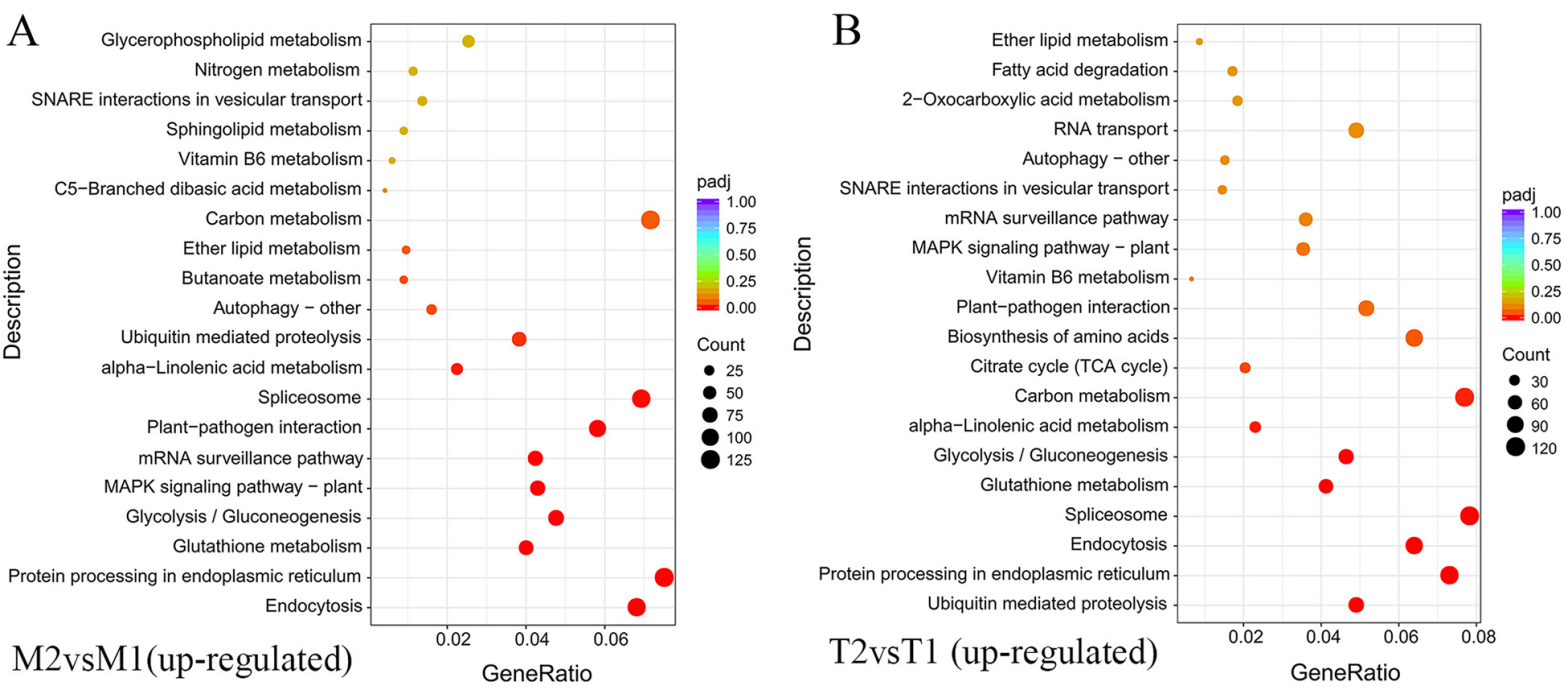
**A**-**B** KEGG terms enriched in up-regulated pathways between the mock inoculated and *Fpmd* MR5 infected. The abscissa is the enrichment factor (Ratio of differential genes enriched to this pathway to background genes of the pathway). The ordinate is the path description, the bubble size indicates the number of different genes, and the bubble color indicates the significance level of the *p*-value

### MapMan analysis

The MapMan analysis indicated that the defense response of *Fpmd* MR5 to apple root infection occurred primarily through the activation of phytohormone biosynthesis (auxin, brassinolide, ABA, ethylene, JA, and SA), transcription factors (WRKY, MYB, and ERF), and the MAPK signaling pathway, leading to the activation of a large number of defense genes related to PR proteins and antimicrobial secondary metabolism, thereby improving plant resistance to *Fpmd* MR5 infection. The R protein genes (MD16G1174700, MD12G1122800, and MD07G1002800) in the ETI pathway and cell wall-strengthening genes (MD05G1252000 and MD13G1126900) were also significantly up-regulated (Fig. 5).

**Fig. 5:**
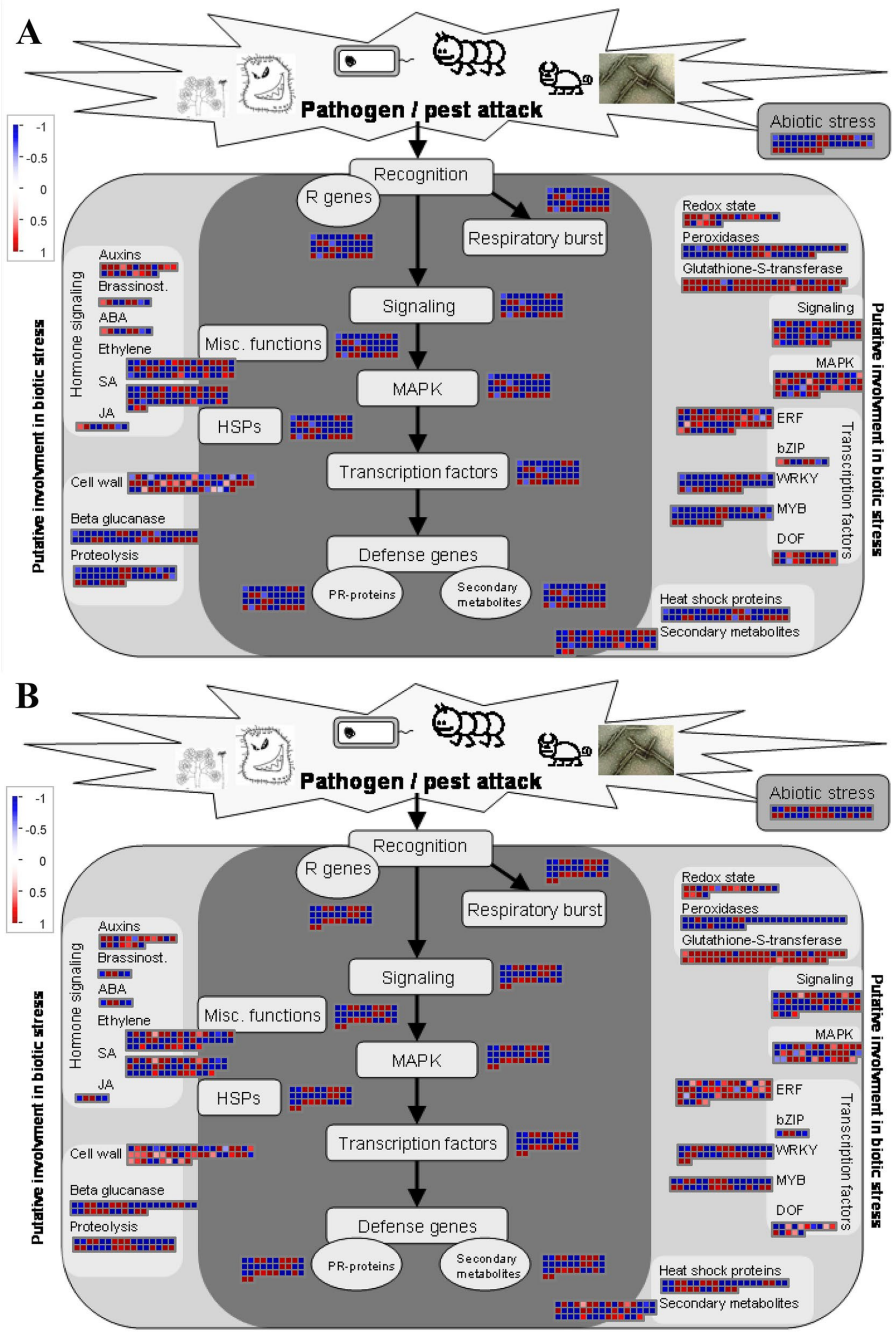
MapMan graphs of biotic stress in M2vs.M1 (**A**) and T2vs.T1 (**B**) datasets. The scale bar represents the log2FoldChange of the DEGs. Red and blue indicate upregulated and down regulated genes, respectively

Further analysis of the regulatory pathways revealed that a large number of DEGs were annotated as receptor kinases. Genes related to the calcium regulation and encoding proteins were also upregulated (Fig. S5). 

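In the table analysed here, 11 genes were annotated with an EF-hand, the calcium-binding fold of calmodulin and related proteins, and were chosen after their values were seen. Of these, 6 were up-regulated in M2vs.M1 and 6 in T2vs.T1, and with the pairs of Table S2 the numbers were 5 and 5. The log2FC ranged from 0.52 to 4.30 in M2vs.M1 and from 0.21 to 3.11 in T2vs.T1. With Table S2, 8 and 6 of the 11 genes had a log2FC above 0, and with median ratio scaling 6 and 5. Median ratio scaling called 5 up-regulated in each rootstock and 3 down-regulated in M2vs.M1. Among them, 4 genes annotated as calmodulin-7 were not DEGs, with log2FC values of 0.52 to 0.93 in M2vs.M1 and 0.21 to 0.60 in T2vs.T1. Their direction depended on the scaling, since the medians were -0.13 and -0.33 with Table S2 and -0.98 and -0.82 with median ratio scaling.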

The biosynthesis of terpenoids, lignins, flavonoids, phenylpropanoids, and glucosinolates were the primary secondary metabolic pathways (Fig. S6). Interestingly, a large number of DEGs were up-regulated in the shikimate and antioxidant production (glutathione, flavonols, anthocyanidins) pathways (Fig. S7). We also observed significant up-regulation of a large number of DEGs involved in the synthesis of beta-glucosidase, peroxidase, UDP-glycosyltransferase, beta 1,3 glucan hydrolases, and nitrilases, which are crucial for improving plant resistance (Fig. S8).

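The table analysed here held 2 class III peroxidases, chosen after their values were seen. MD00G1112500 (Peroxidase 51) had a log2FC of 3.12 (SE 0.42, adjusted p = 7.91e-05) in M2vs.M1 by limma with BH adjustment and was higher in every M2 library. Its log2FC in T2vs.T1 was 0.67 and not called, and it changed sign with Table S2 (-0.03) and with median ratio scaling (-0.51). MD10G1321200 (Peroxidase 42) was down-regulated in both rootstocks, with log2FC values of -2.95 and -1.74 and adjusted p of 1.39e-05 and 0.00275 by limma with BH adjustment. It was lower in every inoculated library than in every mock library of its rootstock.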

### Transcription factors encoding DEGs induced by *Fpmd* MR5 infection

Many putative TFs encoding DEGs were identified (Fig. 6). 

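Among the 520 genes, genes of TF families were picked by their annotated domains after the values were seen. Of 11 genes with an AP2 domain, 7 were up-regulated and 1 down-regulated in M2vs.M1, and 8 were up-regulated in T2vs.T1. With the pairs of Table S2, 6 were up-regulated and 1 down-regulated in M2vs.M1, and 4 and 1 in T2vs.T1. With median ratio scaling the numbers were 5 and 3 in M2vs.M1, and 0 and 2 in T2vs.T1. The 3 NAC genes were up-regulated in both rootstocks, by 3.11 to 3.57 and 1.69 to 2.63 on the log2 scale, and stayed above 0 with either other scaling, with 2 of them called in T2vs.T1 under each. The 5 C2H2 zinc finger genes annotated as ZAT, which rose by 1.85 to 3.61 and 2.06 to 3.24, also stayed above 0, with 3 called in each rootstock with median ratio scaling. The 4 bZIP genes were up-regulated by 1.40 to 2.77 and 1.44 to 2.51, with 2 called in each rootstock with Table S2 and 1 with median ratio scaling, where only 2 stayed above 0 in M2vs.M1. The 1 WRKY gene, MD15G1106600, had log2FC values of 3.33 in M2vs.M1 and 1.63 in T2vs.T1, and the second was not called with Table S2 (0.94) or median ratio scaling (0.46). The 1 CCCH zinc finger gene, MD15G1062500, had 2.07 and 1.86, neither called with median ratio scaling (0.42 and 0.69). The 1 Myb gene, MD14G1094300, had 1.71 and 2.27, and the first was not called with Table S2 (0.90) or median ratio scaling (0.05). The 1 gene with a B3 domain, MD13G1046100, also among the AP2 genes, had 1.94 and 1.02. The latter was not called with Table S2 (0.33) and changed sign with median ratio scaling (-0.15), which also left the former uncalled (0.29). No gene with a basic helix-loop-helix domain was among the 520.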

The most enriched TF families included ethylene response factors (ERFs), NAC, MYB, AP2, C3H, B3, WRKY, and bHLH. More than 60 DEGs were identified, and they were similar in almost all treatments. Other TF encoding gene families were also considerably enriched, such as MYB-related, Nin-like, GRAS, ARF, bZIP, HD-ZIP, TCP, SBP, Dof, HSF, C2H2, and Trihelix. This result agreed with the findings of Xiang et al. [3], who found that many MYBs and ERFs showed higher transcription levels in the roots of *F. solani* infected M9T337 rootstock. Several of these TF gene families, such as WRKY, NAC, bHLH, and ERF, have also been identified as plant defense responses in multiple foliar pathosystems [28].

**Fig. 6:**
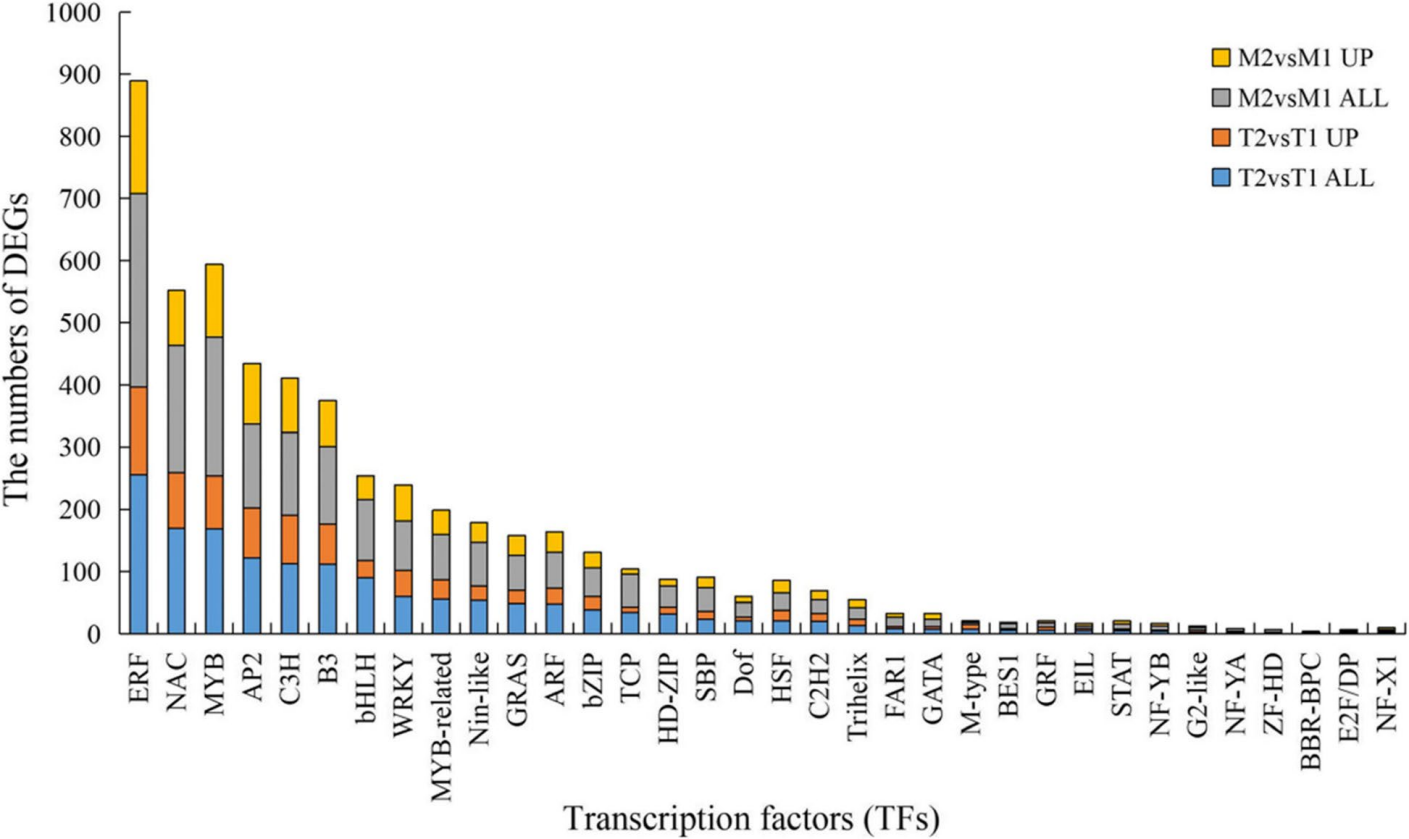
Identified DEGs which encode the transcription factors (TFs). X axis represents TFs, Y axis represents numbers of DEGs and up-regulated DEGs that specifically responded to *Fpmd* MR5 infection. Samples were represented by different colors

### Identification of DEGs involved in defense responses

DEGs encoding enzyme functioning in the carbon metabolism pathway were exclusively identified from *Fpmd* MR5 infected tissue and consistently showed up-regulation. Some showed double-digit fold increases in the expression level. 

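Of the 12 genes of Table 1, 4 were among the 520 analysed here, and each was up-regulated in both rootstocks and higher in every inoculated library than in every mock library of its rootstock. MD17G1154300 (Alanine aminotransferase 2, chromosome 17 from 14584849 to 14588781) rose from an FPKM of 22.6 ± 3.61 (SD, n = 3) in M1 to 507 ± 204 in M2, a log2FC of 4.35 (SE 0.43, adjusted p = 1.74e-05) by limma with BH adjustment. In T2vs.T1 it rose from 60.1 ± 28.2 to 462 ± 213, a log2FC of 2.90 (SE 0.44, adjusted p = 0.000718) by limma with BH adjustment. MD06G1023500 (Phosphoribulokinase, chromosome 6 from 2915108 to 2918615) had log2FC values of 3.78 and 3.26 in M2vs.M1 and T2vs.T1, with adjusted p of 1.32e-05 and 0.000436 by limma with BH adjustment. The neighbouring MD12G1018700 and MD12G1018800 (Fructose-bisphosphate aldolases 6 and 1, chromosome 12 from 1792377 to 1802619) had 3.12 and 2.22 in M2vs.M1 and 2.42 and 2.01 in T2vs.T1. Reads shared between these adjacent copies were not assessed. MD12G1018800 was not called with median ratio scaling (0.56 and 0.83). No interaction (0 of the 4 genes) was called by limma, over all genes and adjusted over the list alone. The paper chose the list on these libraries, so the second is not independent evidence.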

These enzymes included *Malate dehydrogenase (MDH)* (MD10G1115300 and MD02G1243100), *Phosphoribulokinase* (MD06G1023500), *Phosphoenolpyruvate carboxykinase* (MD15G1405400), *L-3-cyanoalanine synthase* (MD01G1065600), *Serine acetyltransferase* (MD11G1202100), *Fructose-bisphosphate aldolase* (MD12G1018700 and MD12G1018800), *GAPDH* (MD17G1017300), *Alanine aminotransferase* (MD17G1154300), and *ATP-dependent 6-phosphofructokinase* (MD08G1109700 and MD15G1089400) (Table 1)*.*

**Table 1:** Carbon metabolism (mdm01200)

GeneName	KEGG	Function	log2FoldChange	
			T2vsT1	M2vsM1
MD17G1154300	mdm:103443626	Alanine aminotransferase	2.95	4.50
MD11G1202100	mdm:114819605	Serine acetyltransferase	3.9	5.00
MD06G1023500	mdm:103436834	Phosphoribulokinase	3.26	3.91
MD12G1018700	mdm:103449400	Fructose-bisphosphate aldolase	2.46	3.15
MD12G1018800	mdm:103449399	Fructose-bisphosphate aldolase	2.05	2.25
MD01G1065600	mdm:103405317	L-3-cyanoalanine synthase	4.01	3.87
MD15G1089400	mdm:103400183	ATP-dependent 6-phosphofructokinase	2.53	2.36
MD08G1109700	mdm:114826515	ATP-dependent 6-phosphofructokinase	2.63	2.45
MD10G1115300	mdm:103436249	NAD-malate dehydrogenase	6.92	8.17
MD17G1017300	mdm:103404229	Glyceraldehyde-3-phosphate dehydrogenase	3.14	3.83
MD15G1405400	mdm:103417932	Phosphoenolpyruvate carboxykinase	2.51	2.85
MD02G1243100	mdm:103408309	NAD-malate dehydrogenase	4.84	2.95

Multiple DEGs with the annotated function phenylpropanoid biosynthesis pathways were also mostly up-regulated (Table 2). Examples include *POD* (MD15G1321200, MD05G1306500, and MD05G1069000), *coniferyl-aldehyde dehydrogenase* (MD15G1187300), *4-coumarate--CoA ligase* (MD07G1309000), *scopoletin glucosyltransferase* (MD07G1007400 and MD00G1046200), *trans-cinnamate 4-monooxygenase* (MD03G1050900 and MD00G1221400), *Beta-glucosidase* (MD02G1242200), and *Caffeoyl-CoA O-methyltransferase* (MD02G1073400). These pathways are similar to those involved in the apple root response to *P. ultimum* infection [12]. It is worth noting that MD17G1265200 (*POD*) and MD01G1229000 (*Caffeic acid 3-O-methyltransferase*) only showed high expression levels in the replant tolerant rootstocks M9T337. 

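Of the 16 genes of Table 2, MD15G1187300 and MD17G1224900 were among the 520 analysed here. MD15G1187300 is annotated in the table as Aldehyde dehydrogenase family 2 member C4 and lies on chromosome 15 from 14795676 to 14800000 of GDDH13 v1.1. Its FPKM was 241 ± 69.3 (SD, n = 3) in M1, 689.6 ± 303 in M2, 333 ± 56.7 in T1 and 920.3 ± 324 in T2. The log2FC was 1.44 (SE 0.39, adjusted p = 0.00664) in M2vs.M1 and 1.42 (SE 0.30, adjusted p = 0.00304) in T2vs.T1 by limma with BH adjustment, with no overlap between mock and inoculated libraries of a rootstock. It was not called with Table S2 (0.63 and 0.73), and with median ratio scaling it was -0.22 in M2vs.M1 and 0.25 in T2vs.T1, also not called.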

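MD17G1224900, annotated as Shikimate O-hydroxycinnamoyltransferase, lies on chromosome 17 from 27354659 to 27359805 of GDDH13 v1.1. Its FPKM was 74 ± 12.1 (SD, n = 3) in M1, 1149 ± 581 in M2, 383 ± 123 in T1 and 1416 ± 388 in T2. The log2FC was 3.78 (SE 0.40, adjusted p = 2.2e-05) in M2vs.M1 and 1.90 (SE 0.33, adjusted p = 0.0012) in T2vs.T1 by limma with BH adjustment, and every inoculated library lay above every mock library of its rootstock. Median ratio scaling left the T2vs.T1 change uncalled (0.73). The difference between both changes was 1.88 (SE 0.57, adjusted p = 0.0777 by limma with BH adjustment), which was not called. It was called without M2 replicate 2 (2.40) and with Table S2 (1.77). Adjusted over the list alone, the 2 genes of Table 2 analysed here gave 1 called interaction. M1 was lower than T1 in every library, with a log2FC of -2.31 (SE 0.26, adjusted p = 0.0021) by limma with BH adjustment. The log2FC of M2vs.T2 was -0.43 (SE 0.49, adjusted p = 0.858) by limma with BH adjustment, and the libraries overlapped.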

MD03G1110800 and MD17G1224900 (*Shikimate O-hydroxycinnamoyltransferase*) showed high expression levels in the replant susceptible rootstock M.26. It was interesting that members of the ABC transporter family in the *ABC transporters* pathway showed high expression levels in the M2vs.M1 dataset (Table S5). They may play an important role in delivering antimicrobial secondary metabolites to the extracellular location of host-pathogen interactions [29].

**Table 2:** Phenylpropanoid biosynthesis (mdm00940)

GeneName	KEGG	Function	log2FoldChange	
			T2vsT1	M2vsM1
MD17G1224900	K13065	Shikimate O-hydroxycinnamoyltransferase ([EC:2.3.1.133])	1.89	3.97
MD15G1321200	K00430	Peroxidase ([EC:1.11.1.7])	1.42	3.71
MD15G1187300	K12355	coniferyl-aldehyde dehydrogenase [EC:1.2.1.68]	1.47	1.53
MD07G1309000	K01904	4-coumarate--CoA ligase ([EC:6.2.1.12])	0.84	1.67
MD07G1007400	K23260	scopoletin glucosyltransferase [EC:2.4.1.128]	0.77	1.74
MD05G1306500	K00430	Peroxidase ([EC:1.11.1.7])	7.55	6.45
MD05G1085800	K23260	Scopoletin glucosyltransferase ([EC:2.4.1.128])	4.38	4.59
MD03G1050900	K00487	Trans-cinnamate 4-monooxygenase [EC:1.14.14.91]	0.48	0.84
MD02G1242200	K05349	Beta-glucosidase ([EC:3.2.1.21])	2.99	2.65
MD02G1073400	K00588	Caffeoyl-CoA O-methyltransferase [EC:2.1.1.104]	0.92	0.85
MD00G1221400	K00487	Trans-cinnamate 4-monooxygenase ([EC:1.14.14.91])	0.44	0.80
MD00G1046200	K23260	scopoletin glucosyltransferase [EC:2.4.1.128]	1.66	4.13
MD05G1069000	K00430	Peroxidase [EC:1.11.1.7]	1.66	1.52
MD17G1265200	K00430	Peroxidase ([EC:1.11.1.7])	5.00	0
MD01G1229000	K13066	Caffeic acid 3-O-methyltransferase ([EC:2.1.1.68 2.1.1.4])	5.23	0
MD03G1110800	K13065	Shikimate O-hydroxycinnamoyltransferase [EC:2.3.1.133]	0	3.64

The KEGG results showed many DEGs with the annotated functions of plant-pathogen recognition, protein processing in the endoplasmic reticulum, GSH metabolism, endocytosis, MAPK signaling pathway, plant hormone signal transduction, and glycolysis/gluconeogenesis (Table S2). Among them, many DEGs were assigned to endocytosis and protein processing in the endoplasmic reticulum pathway after *Fpmd* MR5 inoculation (Fig. S9). These results strongly suggest that endocytosis and endosomal trafficking regulate the proteins targeted to the plasma membrane in response to pathogen attacks [30]. A group of up-regulated DEGs was assigned to the GSH metabolism pathway, such as *glutamate--cysteine ligase* (MD06G1082300), *GSH reductase* (MD04G1004900), *GSH POD* (MD06G1081300), *L-ascorbate POD* (MD12G1125600), and *GSH S-transferase* (MD05G1210700 and MD10G1172400), which potentially prevent oxidative damage from accumulated ROS [12] (Table S6). 

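Of the 29 genes of Table S6, 6 were among the 520 analysed here. All 6 were up-regulated and higher in every inoculated library than in the mock libraries of its rootstock, with log2FC values of 2.16 to 4.84 in M2vs.M1 and 1.20 to 3.66 in T2vs.T1. With Table S2, 6 were called in M2vs.M1 and 3 in T2vs.T1, and with median ratio scaling 4 and 2. MD06G1081300 (Probable phospholipid hydroperoxide glutathione peroxidase 6, chromosome 6 from 19934610 to 19937046) had an FPKM of 143 ± 24.4 (SD, n = 3) in M1 and 1188 ± 558 in M2, a log2FC of 2.96 (SE 0.33, adjusted p = 2.41e-05) by limma with BH adjustment. In T2vs.T1 the log2FC was 1.84 (SE 0.23, adjusted p = 0.000411) by limma with BH adjustment, and it was not called with median ratio scaling (0.67). MD05G1210700 (Probable glutathione S-transferase, chromosome 5 from 34204834 to 34206719) rose from 19.1 ± 7.52 to 602 ± 284 and from 34.8 ± 10.6 in T1 to 467 ± 188 in T2. Its log2FC was 4.84 (SE 0.52, adjusted p = 2.31e-05) in M2vs.M1 and 3.66 (SE 0.41, adjusted p = 0.000273) in T2vs.T1 by limma with BH adjustment. The interaction was called in 0 of the 6 genes by limma over all genes and in 1 adjusted over the list alone, which the paper chose on these libraries.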

Multiple DEGs were up-regulated in the glycolysis/gluconeogenesis pathway (Table S7), such as *aldose 1-epimerase* (MD06G1189900), *6-phosphofructokinase 1* (MD08G1109700 and MD15G1089400), *fructose-bisphosphate aldolase, class I* (MD12G1018700), *glyceraldehyde 3-phosphate dehydrogenase* (MD17G1017300), *pyruvate kinase* (MD11G1001600), *pyruvate decarboxylase* (MD12G1173200, MD12G1172500, and MD12G1172400), *alcohol dehydrogenase* (NADP+) (MD00G1141700), and *alcohol dehydrogenase class-P* (MD05G1014600, MD05G1013200, and MD05G1013400).

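Of the 30 genes of Table S7, 14 were among the 520 analysed here, and all 14 were up-regulated and higher in every inoculated library than in the mock libraries of its rootstock. Their log2FC ranged from 2.01 to 4.31 in M2vs.M1 and from 1.37 to 3.51 in T2vs.T1. With Table S2, 14 and 9 of them were called, with median ratio scaling 9 and 7, and all 14 stayed above 0 with both. MD05G1013400 (Alcohol dehydrogenase 1, chromosome 5 from 2578589 to 2581759) had log2FC values of 3.60 (SE 0.26, adjusted p = 6.11e-06) and 3.39 (SE 0.38, adjusted p = 0.000273) in M2vs.M1 and T2vs.T1 by limma with BH adjustment. The adjacent MD12G1172400 and MD12G1172500 (Pyruvate decarboxylase 4 and 2, chromosome 12 from 25279484 to 25282957) had 3.16 and 3.20 in M2vs.M1 and 3.51 and 3.19 in T2vs.T1. MD11G1001600 (Pyruvate kinase, chromosome 11 from 172263 to 173842) had log2FC values of 2.85 (SE 0.34, adjusted p = 3.62e-05) and 1.68 (SE 0.35, adjusted p = 0.00276) by limma with BH adjustment. Its T2vs.T1 value was not called with Table S2 (0.98) or median ratio scaling (0.50). MD11G1001400 and MD11G1001500, beside it, rose by 2.85 and 2.72 in M2vs.M1, and how their reads were divided is uncertain. The log2FC was larger in M2vs.M1 in 12 of the 14 genes, in 11 with Table S2 and in 9 with median ratio scaling. The interaction was called in 0 by limma, over all genes and adjusted over the list alone.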

Multiple DEGs with annotation functions in the plant hormone signal transduction pathway were identified from the *Fpmd* MR5 infected tissues. 

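Of the 33 genes of Table S8, 4 were among the 520 analysed here. All 4 were up-regulated in both rootstocks, with log2FC values of 1.64 to 2.67 in M2vs.M1 and 1.21 to 2.71 in T2vs.T1, and were higher in every inoculated library of a rootstock than in its mock libraries. With the pairs of Table S2, 2 were called in each rootstock, and with median ratio scaling 1. The log2FC was larger in M2vs.M1 in 2 of the 4, under each scaling. The interaction was called in 0 by limma over all genes and in 1 adjusted over the list alone, which the paper drew from these libraries.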

The biological functions of the proteins encoded by these DEGs in the ET and JA biosynthesis and signaling may not be readily categorized or highlighted by the KEGG Pathway Analysis (Table S8). Examples include JAZ (*asmonate ZIM domain-containing protein*: MD13G1127100 and MD16G1127400) and ERF (*ethylene-responsive TF 1*: MD04G1228800). Four auxin-responsive proteins (MD10G1176400, MD00G1016500, MD15G1169100, and MD12G1241700) were primarily up-regulated in response to *Fpmd* MR5 infection. 

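MD10G1176400, annotated as Auxin-responsive protein IAA13, lies on chromosome 10 from 26870201 to 26873035 of GDDH13 v1.1. Its FPKM was 51.2 ± 8.98 (SD, n = 3) in M1, 335 ± 84.5 in M2, 142 ± 12.9 in T1 and 430.4 ± 98.6 in T2. The log2FC was 2.67 (SE 0.33, adjusted p = 4.48e-05) in M2vs.M1 and 1.57 (SE 0.22, adjusted p = 0.000567) in T2vs.T1 by limma with BH adjustment, with every inoculated library above every mock library of its rootstock. In T2vs.T1 it was not called with Table S2 (0.88) or median ratio scaling (0.40).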

Two DEG encoding *Gibberellin 2-beta-dioxygenase* (MD13G1148400 and MD10G1194100) showed up-regulated expression patterns.

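MD10G1194100, annotated as Gibberellin 2-beta-dioxygenase 1, lies on chromosome 10 from 29020103 to 29022348 of GDDH13 v1.1. The FPKM rose from 89.4 ± 17.7 (SD, n = 3) in M1 to 1098 ± 278 in M2 and from 214 ± 55.8 in T1 to 965 ± 189.6 in T2. No inoculated library overlapped a mock library of its rootstock, and the log2FC was 3.59 (SE 0.27, adjusted p = 6.11e-06) in M2vs.M1 and 2.18 (SE 0.28, adjusted p = 0.000427) in T2vs.T1 by limma with BH adjustment.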

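MD13G1151300, listed in Tables S9 and S10, lies on chromosome 13 from 11891185 to 11891688 of GDDH13 v1.1. The table analysed here names no protein match for it but annotates it with an EF-hand, and it is among the EF-hand genes given above. Its FPKM was 44.2 ± 6.9 (SD, n = 3) in M1, 512 ± 258 in M2, 76 ± 24.1 in T1 and 490.4 ± 237 in T2. The log2FC was 3.35 (SE 0.44, adjusted p = 6.27e-05) in M2vs.M1 and 2.63 (SE 0.39, adjusted p = 0.000646) in T2vs.T1 by limma with BH adjustment, and it was higher in every inoculated library than in the mock libraries of its rootstock. Of the 25 genes of Table S9, 2 were among the 520, and of the 18 of Table S10, 1. The other gene of Table S9, MD17G1014200, had log2FC values of 2.71 and 2.83. Both genes were also called with Table S2 and with median ratio scaling.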

Multiple DEGs with annotation were up-regulated in the plant-pathogen recognition and MAPK signaling pathways in the *Fpmd* MR5 infected group (Table S9-10), e.g., *calcium-dependent protein kinase* (MD03G1165100), *calcium-binding protein* (MD17G1257900, MD16G1152300, MD09G1013600, MD13G1151300, and MD10G1150400), *heat shock protein* (HSP) *90 kDa beta* (MD01G1208700, MD07G1279200, and MD07G1279100), *WRKY TF* (MD03G1057400, MD07G1280300, and MD07G1131400), *P-type Cu*^*+*^ *transporter* (MD14G1102600), *ethylene-responsive TF 1* (MD04G1228800), calmodulin (CaM) (MD16G1152300 and MD13G1151300), and *serine/threonine-protein kinase OXI1* (MD10G1154200). 

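The endochitinase gene MD04G1048000 (annotated as Endochitinase EP3) lies on chromosome 4 from 5630350 to 5631818 of GDDH13 v1.1. Its FPKM was 260.4 ± 41.7 (SD, n = 3) in M1, 2174 ± 1028 in M2, 735 ± 208 in T1 and 2206 ± 297 in T2. The log2FC was 2.95 (SE 0.36, adjusted p = 4.44e-05) in M2vs.M1 and 1.61 (SE 0.28, adjusted p = 0.0012) in T2vs.T1 by limma with BH adjustment, with no overlap between mock and inoculated libraries of a rootstock. For T2vs.T1 there was no call with Table S2 (0.92) or median ratio scaling (0.44). The table held 2 more chitinases, picked as a family after their values were seen, MD01G1213300 (log2FC 0.24 in M2vs.M1 and 0.04 in T2vs.T1) and MD02G1120200 (2.16 and 0.19). Of the 3 genes, 2 were up-regulated in M2vs.M1 and 1 in T2vs.T1, where the family median of 0.19 fell to -0.50 with Table S2 and -0.98 with median ratio scaling. MD13G1023000 (MLP-like protein 28, chromosome 13 from 1657247 to 1658331), listed in Table 3 as a PR protein, rose from 30 ± 10.5 to 552 ± 442 and from 20.7 ± 8.71 in T1 to 362 ± 211 in T2. Its log2FC was 3.89 (SE 0.57, adjusted p = 0.000132) and 3.89 (SE 0.73, adjusted p = 0.00176) in M2vs.M1 and T2vs.T1 by limma with BH adjustment. It belongs to 8 Bet v I genes in the table, a family chosen after its values were seen, of which 3 were up-regulated in each rootstock. The median log2FC of the 8 was 0.39 in M2vs.M1 and 0.46 in T2vs.T1, and it fell below 0 with Table S2 (-0.42 and -0.23) and median ratio scaling (-1.27 and -0.72). The gene of an osmotin-like thaumatin, MD11G1112000, also chosen after its values were seen, had log2FC values of 5.12 and 2.14, the second not called with median ratio scaling (0.96).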

Several DEGs associated with PR proteins showed up-regulation (Table 3), including *glucan endo-1,3-beta-glucosidase* (MD07G1198700 and MD15G1031700), *endochitinase* (MD04G1048000), four *thaumatin-like proteins*, six PR *proteins*, two *pectin methylesterase inhibitors*, and *polygalacturonase*. 

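MD02G1207900, listed in Table 3 as a pectin methylesterase inhibitor, is annotated as Pectinesterase 2 in the table analysed here and lies on chromosome 2 from 21040949 to 21043054 of GDDH13 v1.1. Its FPKM was 9.14 ± 3.13 (SD, n = 3) in M1, 484 ± 596 in M2, 92.6 ± 12.9 in T1 and 1495 ± 682 in T2. The log2FC was 4.80 (SE 1.22, adjusted p = 0.00449) in M2vs.M1 and 3.87 (SE 0.39, adjusted p = 0.000261) in T2vs.T1 by limma with BH adjustment, with every inoculated library above every mock library of its rootstock. The difference between both changes was 0.92 (SE 1.04, adjusted p = 0.672 by limma with BH adjustment), and it was -0.13 without M2 replicate 1. MD14G1062500, listed in Table 3 as a polygalacturonase, is annotated as Polygalacturonase inhibitor and lies on chromosome 14 from 6651829 to 6653036. It rose from 1179 ± 484 to 10734 ± 3881 in M.26 and from 1954 ± 334 to 7541 ± 1372 in M9T337, without overlap. Its log2FC was 3.20 (SE 0.39, adjusted p = 4.59e-05) in M2vs.M1 and 1.95 (SE 0.24, adjusted p = 0.000392) in T2vs.T1 by limma with BH adjustment, the second not called with median ratio scaling (0.77).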

*Pectin esterase inhibitor* and *polygalacturonase* encoding genes were more highly expressed in the *Fpmd* MR5 infected roots than the mock-inoculated roots. Xiang et al. [3] found that increases in plant secondary metabolism DEGs (UDP-glycosyltransferase and cytochromes P450) encode PRs in the defense response. We observed similar phenomenon results. 

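MD03G1281500 (CYP81E8, a cytochrome P450, chromosome 3 from 36239416 to 36241840 of GDDH13 v1.1), listed in Table 3, had an FPKM of 46.6 ± 13.8 (SD, n = 3) in M1, 1433 ± 431 in M2, 92.2 ± 37.3 in T1 and 1954 ± 916 in T2. The log2FC was 4.90 (SE 0.32, adjusted p = 6.11e-06) in M2vs.M1 and 4.37 (SE 0.39, adjusted p = 0.000261) in T2vs.T1 by limma with BH adjustment, and it was higher in every inoculated library than in the mock libraries of its rootstock. The table held 4 cytochrome P450 genes, 4 of them up-regulated in M2vs.M1 and 3 in T2vs.T1. With Table S2 the numbers were 4 and 1, and with median ratio scaling 1 and 1, with 1 of the 4 falling below 0 in T2vs.T1 (-0.30). The 1 UDP-glycosyltransferase, MD11G1076600 (UDP-glycosyltransferase 71K1), chosen like the P450 family after its values were seen, had log2FC values of 2.38 (SE 0.27, adjusted p = 2.76e-05) and 1.26 (SE 0.23, adjusted p = 0.00159) by limma with BH adjustment. In T2vs.T1 it was not called with Table S2 (0.57), and with median ratio scaling (0.73 and 0.08) it was called in neither rootstock.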

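The table analysed here held 13 genes annotated as GSH S-transferases, chosen as a family after their values were seen. Of these, 12 were up-regulated in M2vs.M1 and 11 in T2vs.T1, with median log2FC values of 3.19 and 2.18 and lowest values of 0.46 and 0.30. With the pairs of Table S2, 11 and 7 were up-regulated, and the lowest values were -0.34 and -0.40. With median ratio scaling 9 were up-regulated and 1 down-regulated in M2vs.M1, and 7 were up-regulated in T2vs.T1. Reads shared between members of this multigene family were not assessed.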

Some DEGs related to stress responses and oxidative metabolism were also detected in this study, such as seventeen *GSH S-transferases*, one *monodehydroascorbate reductase*, *L-ascorbate POD*, and five *“heat shock 70 kDa proteins”*, indicating that these genes may have been activated in the early infection stage to resist *Fpmd* MR5 infection. A similar result was observed by Shin et al. [14]. The results indicated that plant-pathogen recognition, hormone signaling, and biosynthesis and transportation of secondary metabolites and PR proteins were up-regulated in the apple roots in response to the *Fpmd* MR5 infection.

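Of the 119 genes named in the text or in Tables 1 to 3, 21 were among the 520 analysed here. All 21 were up-regulated and higher in every inoculated library than in the mock libraries of its rootstock, with log2FC values of 1.44 to 4.90 in M2vs.M1 and 1.38 to 4.37 in T2vs.T1. With the pairs of Table S2, 20 were called in M2vs.M1 and 16 in T2vs.T1, and with median ratio scaling 19 and 12. The log2FC was larger in M2vs.M1 in 20 of the 21, in 17 with Table S2 and in 15 with median ratio scaling. By limma, 1 of them had a called interaction over all genes and 4 adjusted over the list alone. The paper chose these genes on the same libraries, so the latter count is not independent evidence. Before this statement the paper lists up-regulated DEGs of M2vs.M1 and T2vs.T1, the comparisons with mock-inoculated roots of each rootstock.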

**Table 3:** Identified DEGs functioning in other aspects of defense response

GeneName	Function	log2FoldChange	
		T2vsT1	M2vsM1
MD06G1164400	Cytochrome P450	5.58	6.17
MD06G1164300	Cytochrome P450	6.73	6.22
MD15G1255700	Cytochrome P450	4.77	4.27
MD03G1281500	Cytochrome P450	4.41	4.95
MD13G1148400	Gibberellin 2-beta-dioxygenase	2.43	1.71
MD10G1194100	Gibberellin 2-beta-dioxygenase	2.18	3.63
MD09G1065000	UDP-glycosyltransferase	5.09	6.01
MD04G1019600	UDP-glycosyltransferase	4.12	3.77
MD09G1141500	UDP-glycosyltransferase	3.45	5.30
MD05G1246700	UDP-glycosyltransferase	4.39	7.01
MD07G1198700	Glucan endo-1,3-beta-glucosidase	1.55	2.16
MD15G1031700	Glucan endo-1,3-beta-glucosidase	3.48	3.52
MD16G1161400	Pathogenesis-related protein	3.51	3.21
MD16G1026200	Pathogenesis-related protein	4.90	2.60
MD08G1036400	Pathogenesis-related protein	4.54	4.41
MD13G1023000	Pathogenesis-related protein	4.14	4.21
MD16G1026000	Pathogenesis-related protein	5.09	2.50
MD09G1247200	Pathogenesis-related protein	7.22	2.44
MD04G1048000	endochitinase	1.59	3.07
MD08G1011900	thaumatin-like protein	2.48	4.20
MD02G1130400	thaumatin-like protein	2.01	3.09
MD08G1011700	thaumatin-like protein	2.52	2.89
MD08G1011600	thaumatin-like protein	2.20	2.57
MD02G1207900	pectin methylesterase inhibitors	5.74	4.02
MD07G1053300	pectin methylesterase inhibitors	4.25	4.22
MD14G1062500	Polygalacturonase	1.95	3.20
MD07G1011600	Polygalacturonase	1.48	4.88
MD12G1195100	Serine/threonine-protein phosphatase PP1	5.36	5.59
MD08G1072800	Endoglucanase	4.74	6.62
MD15G1031700	Endoglucanase	3.48	3.52
MD16G1192600	Heat shock 70 kDa protein	7.27	6.27
MD17G1226000	Heat shock 70 kDa protein	7.34	7.38
MD17G1226100	Heat shock 70 kDa protein	6.23	7.07
MD17G1225800	Heat shock 70 kDa protein	5.34	5.42
MD12G1125600	L-ascorbate peroxidase	6.52	7.95
MD17G1032700	Monodehydroascorbate reductase	2.00	2.84
MD17G1238500	Transcription factor bHLH36	5.58	7.50
MD13G1096700	MFS transporter, NNP family, nitrate/nitrite transporter	3.11	3.80
MD15G1357900	nitrate reductase (NAD(P)H)	1.54	4.09
MD03G1121900	alpha carbonic anhydrase 7-like	4.68	4.30
MD11G1140500	alpha carbonic anhydrase 7-like	3.40	3.72
MD03G1017300	receptor-like kinases	3.57	5.29
MD03G1272700	receptor-like kinases	1.19	2.76
MD06G1218800	wall-associated receptor kinase	5.72	4.73
MD07G1070400	wall-associated receptor kinase	3.23	2.89

### Selection of the core candidate genes related to apple root susceptibility to *Fpmd* MR5

Based on the results of the RNA-Seq transcriptome analysis, we screened the up-regulated genes of the M.26 and M9T337 rootstock roots in response to the *Fpmd* MR5 infection (Fig. S10A-C). We used the results of KEGG and GO to obtain the first set of candidates according to the FPKM ratio of M9T337 (replant tolerant rootstock)/M.26 (replant susceptible rootstock) > 1, including those involved in various plant defense responses, e.g., hormonal signaling, WRKY transcription factor, secondary metabolite biosynthesis (beta-glucosidase), and PR-related proteins (Table S11, Fig. 5). The second set of candidates was selected from the remaining DEGs based on the changes in expression levels (Table 3), such as the PR-related protein *endochitinase*. 

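Of the 33 candidates, the endochitinase gene MD04G1048000 was the 1 among the 520 genes analysed here. Its log2FC was larger in M2vs.M1 than in T2vs.T1, by 1.33 (SE 0.48, adjusted p = 0.122 by limma with BH adjustment). This difference was not called over all genes, and was called adjusted over the list alone, which holds this 1 gene. It was also called over all genes without M2 replicate 1 (1.73). In M1vs.T1 the log2FC was -1.47 (SE 0.22, adjusted p = 0.00576) by limma with BH adjustment, with every M1 library below every T1 library. In M2vs.T2 it was -0.13 (SE 0.44, adjusted p = 0.969) by limma with BH adjustment, with overlapping libraries. The number of candidates with a larger log2FC in T2vs.T1 was thus 0 of 1, by comparing the values themselves.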

A total of 33 core candidates were selected. We then verified if these candidate DEGs represented key genes involved in the apple root responses to *Fpmd* MR5 infection.

### qRT-PCR validation of DEG expression patterns

RNA-Seq and qRT-PCR were used to quantify the expression levels of the candidate genes, and the results were consistent (Table S11, Fig. 7). The expression levels of MD13G1077900 (WRKY61), MD13G1067600 (WRKY3), MD10G1191300 (ERF31), MD05G1204300 (ERF1B), MD09G1047600 (WRI1), MD16G1026200 (MLP328), MD09G1247200 (PR10), and MD16G1026000 (MLP34) varied more than 2-fold between the M2vs.M1 and T2vs.T1 datasets, indicating that these genes may play a decisive role in apple root resistance to *Fpmd* MR5 infection.

**Fig. 7:**
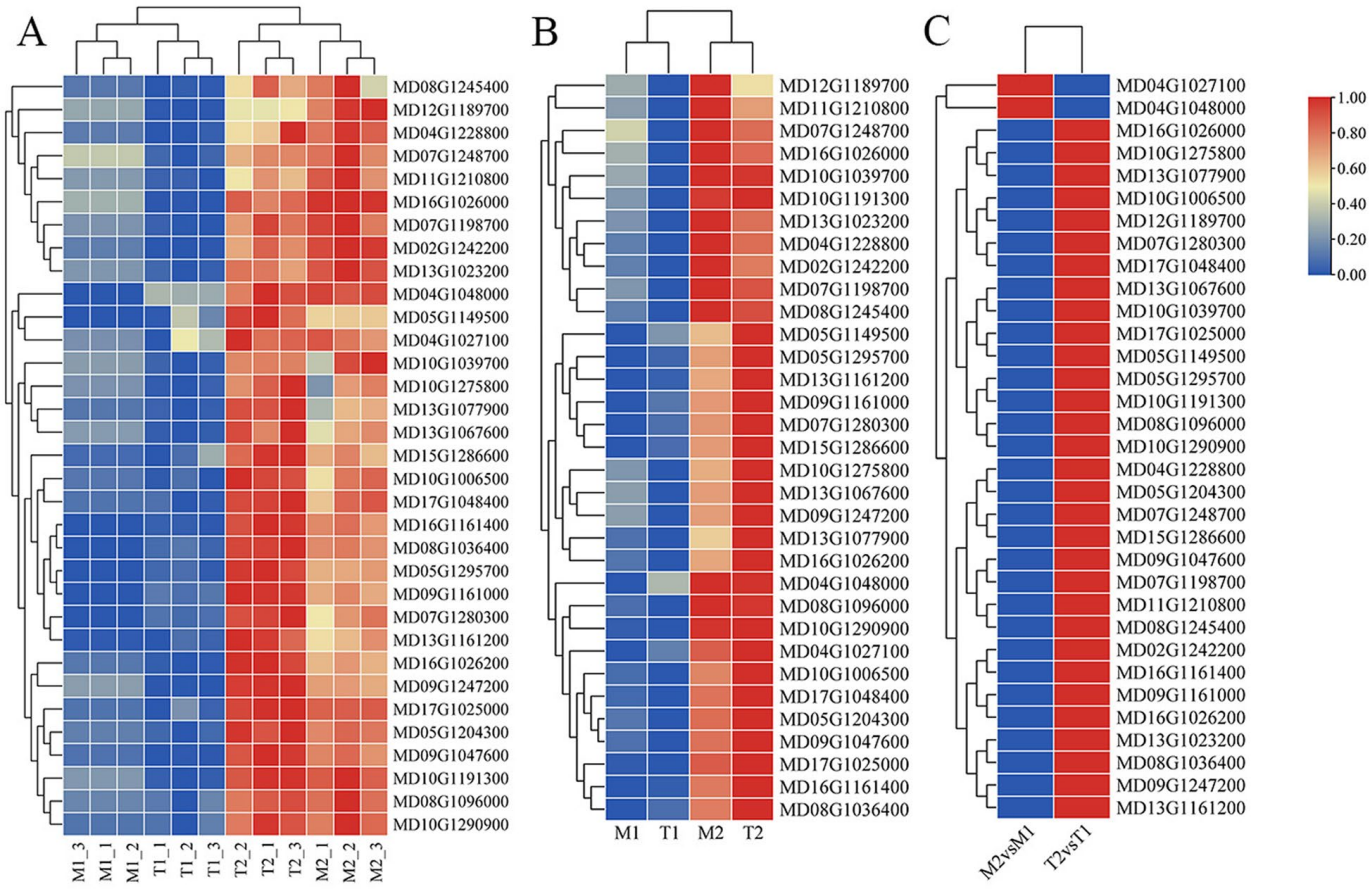
Validation of the expression patterns for genes selected from RNA-seq analysis by realtime qRT-PCR. Gene expression values were obtained by normalizing the values. GAPDH was used as aninternal control. **A** Differences in gene expression levels among different treatments. **B** Differences in mean gene expression levels among different treatments. **C** The qRT-PCR data ratio of up-regulated DEGs of M9T337 (T) or M.26 (M) dataset. The color intensity was proportional to the normalizing the values. Taxa relative abundances were log10-transformed, and the scale method (from zero to one) was used for the heatmap representation. Each treatment included three repetitions

## Discussion

Pathogenic fungi accumulate over time in the rhizosphere when apples are grown for many years in the same location [5]. The fungi adversely affect the growth and development of the root system and destroy root epidermal cells and cortical tissue, resulting in root tip necrosis, slow lateral root development, and a reduction or lack of functional root hairs [5, 4, 31]. The mechanism of the apple root response to ARD-related *P. ultimum* infection has been reported [1, 14]. However, the pathogens closely related to the occurrence of ARD in China are *Fusarium* spp. [3]. Thus, this study focused on *Fpmd* MR5 infection. The differential expression patterns of mock-inoculated/disease-inoculated and resistant/susceptible apple rootstocks were investigated to gain a better understanding of the molecular and physiological responses of the plant roots affected by ARD-related *Fpmd* MR5 and guide strategies to overcome the disease.

Many studies have found that the accumulation of ROS occurs in the early stage of plant-pathogen interaction. The strong antioxidant and radical scavengers ascorbate (AsA) and GSH can enhance the activity of the ROS scavenging system [14, 28]. 

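The table analysed here held 2 cytosolic L-ascorbate PODs, MD03G1108200 and MD11G1121400, chosen after their values were seen. Their log2FC values were 0.04 and 0.05 in M2vs.M1, with adjusted p of 0.892 and 0.853, and 0.26 and 0.50 in T2vs.T1, with adjusted p of 0.336 and 0.0358, by limma with BH adjustment. Neither was a DEG, and their direction reversed with Table S2 (medians -0.76 and -0.31) and with median ratio scaling (-1.61 and -0.80), where both were called lower in M2vs.M1.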

Many DEGs related to AsA and GSH were up-regulated in this study, indicating that these genes may play a critical role in protecting apple root tissues from high levels of ROS due to *Fpmd* MR5 infection. Chen et al. [4] found that transcripts encoding cell wall degradation (i.e., pectate lyases, pectin methylesterase inhibitors (PMEI), and polygalacturonases (PG)) were up-regulated during *F. oxysporum* infection in bean. We found 2 PMEI/PG and 80 DEGs encoding for LRR proteins (data not shown). They were highly expressed proteins in apple seedlings infected with *Fpmd* MR5, suggesting that the cell wall is the plant’s first line of defense to limit the entry of pathogens [32]. Several genes involved in phenylalanine ammonia-lyase (PAL) pathways were also highly expressed. They regulate lignin accumulation and the formation of defensive structures in resistant plants in response to *Fpmd* MR5 infection [7]. In addition, we also found that two genes related to laccase synthesis (MD04G1142900 and MD04G1142300) were also significantly up-regulated. These results show that plants can defend themselves against pathogenic fungi by perceiving endogenous signals originating from their cell walls.

Most over-expressions of pathogenesis-related proteins (thaumatin-like protein, beta-glucosidase, or chitinase) protect plants against fungal pathogens [2, 3, 33]. PR proteins and hydrolytic enzymes, such as endo-1, 3-beta-glucosidase, and endochitinase (PR-3, − 4, − 8, and − 11) can disintegrate the cell wall of the necrotrophic pathogen and limit pathogen activity, growth, and spread [34]. Zhou et al. [32] found that *MdPR4* is a chitin-binding protein in apple vegetative tissues that may play an important role in defense activation in response to ARD-related *Fusarium* spp. pathogens. Xiang et al. [3] found that chitinase, β-1,3-glucanase, and UDP-glycosyltransferase may be crucial in the defense against *F. solani* infection. A similar phenomenon was observed in this study. A large number of PRs were activated after apple root infection with *Fpmd* MR5, and PR5 exhibited a more than 20-fold difference between the M2vs.M1 andT2 vs.T1 datasets, suggesting pathogenesis-related protein 5 and glucan endo-1,3-beta-glucosidase may be crucial in defense responses against *Fpmd* MR5. In addition, CaM-related DEGs were also induced, suggesting the involvement of the CaM-dependent signaling pathway (Table S9). We need to validate the function of these genes in plant infection to elucidate the defense mechanism of apple root against soilborne fungal pathogen infection.

Plant defense response signals may be amplified by the generation of secondary signal molecules, such as SA, ET, and JA, which play an important role in defense signaling networks [35]. Our results confirmed that hormones were crucial in signaling pathways in apple roots defending against *Fpmd* MR5 infection. Many DEGs related to SA (regulatory protein NPR1), ET (8 ethylene-responsive TF and 4 ET-insensitive protein 3), and JA (four ZIM domain-containing proteins) biosynthesis and signal transduction were activated after the *Fpmd* MR5 infection of apple roots. A strong induction of auxin-responsive proteins and IAA-encoding genes was also observed (Table S8, 11). This result is consistent with a previous study that found *F. oxysporum* infection activated the transcription of auxin-related genes, enhancing auxin biosynthesis [4]. It is known that JA and ET regulate the defense against several necrotrophic pathogens [2, 35], and some ET responsive proteins such as ET-insensitive protein-2 genes, are involved in the response to *F. oxysporum* infection in banana [36]. Hence, their activation/expression suggests that these genes (ET-insensitive protein 3) might be involved in responses to *Fpmd* MR5 infection and should be investigated further. ET can also induce the activation and accumulation of PR proteins and antimicrobial peptides, including glucanase, chitinase, and osmotin [2, 37]. JA has also been shown to regulate plant resistance to necrotrophic pathogens, such as *F. oxysporum* and *Fusarium fujikuroi* [38, 39]. We also observed the activation of the MAPK cascade. This pathway was significantly enriched (Table S10). It is well known that the MAPK-mediated signal transduction cascade is essential during defense activation in response to pathogenic pressure [40]. Overall, our results suggest an efficient and coordinated activation of several molecular components is needed for a successful resistance response, including early signal transduction (MAPKs), biosynthesis of defense hormones (IAA, ET, and JA), and transporters (ABC transporter family protein), similar to what has been reported in rice and banana [13, 38].

TFs are crucial components of plant defense, the coordination of hormone signal interactions, the regulation of cell wall component remodeling, and many cell physiological processes [35]. Members of the WRKY, AP2/ERF, NAC, MYB, and MYC/bHLH families have been shown to regulate defense-related gene expressions [28]. Among them, ERFs are responsive to pathogen-induced and exogenously applied ET and JA and regulate downstream PR genes [2, 37]. WRKY (containing the WRKYQK protein domain) can regulate several signaling networks, including MAPKs, histone deacetylases, chitin, and phytohormones (ABA and ET) [35, 41], and are involved in the biosynthesis of secondary metabolites [42], suggesting that WRKY and ERF transcription factors are crucial in the interaction between plants and pathogens [4, 28, 38]. This phenomenon has been observed in many studies. For example, Wang et al. [43] found that the overexpression of *VqERF112*, *VqERF114*, and *VqERF072* in transgenic *Arabidopsis* enhanced the resistance to *Pseudomonas syringae* pv. *tomato* DC3000 and *Botrytis cinerea* and increased the expression of the SA/JA/ET signaling-related genes. Li et al. [44] found that the overexpression of *CsWRKY50* in cucumber (*Cucumis sativus*) enhanced plant resistance to the fungal pathogen *Psilocybe cubensis* and up-regulated the transcript levels of several phytohormone-related (SA- and JA-responsive genes and SA biosynthesis genes) defense genes. Davis et al., [45] reported SA and JA induction of chitinase (PR3) in pine seedlings inoculated with *F. subglutinans* f. sp. *pini*, suggesting a potential role of PR proteins in pine defense. Similarly, Carrasco et al. [46] found a synchronized increase between the induction of PR5 and ET in *Pinus radiata* seedlings inoculated with *Fusarium circinatum*. The above studies show that multiple transcription factors induce certain PR proteins involved in the immune response to pathogenic fungi. In the present study, we detected up-regulation of the WRKY/ERF TF and PRs genes (particular PR-10) by RT-qPCR after apple root infection with *Fpmd* MR5. Therefore, this study focused on exploring the regulation mechanism of the WRKY and ERF transcription factors in the PR protein in apple root. The production and transportation of secondary metabolites are crucial to infection resistance and repair of damaged plant tissues, and these secondary metabolites have direct antibacterial effects (pathogen membrane disruption and pathogen protein/enzyme alteration) or indirect effects on cell wall enhancement (e.g., lignification, callose deposition) or act as signaling molecules for defense responses [47]. For example, proteins of the cytochrome P450 family can control the biosynthesis of diverse signaling molecules, and secondary metabolites are involved in the stress response of plants [3, 33]. Zabala et al. [48] found that many secondary metabolites derived from multiple branches of the phenylpropanoid pathway, including lignins, isoflavonoid-phytoalexins, other phenolic compounds, and SA are instrumental in the plant’s ability to mount successful defenses to invading pathogens. Likewise, many DEGs associated with the cytochrome P450 family and phenylpropanoid biosynthesis pathway were activated in this study after the apple roots were infected with *Fpmd* MR5. The protein function genes included HSPs that are crucial for dealing with biotic stress [31]. 

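The table analysed here held 3 HSP70 genes and 1 HSP90 gene, chosen by domain after their values were seen. MD01G1126500, an HSP70 whose annotated match is a mediator subunit, had log2FC values of 5.07 (SE 0.47, adjusted p = 1.36e-05) in M2vs.M1 and 3.43 (SE 0.35, adjusted p = 0.000261) in T2vs.T1 by limma with BH adjustment, without overlap between mock and inoculated libraries of a rootstock. MD02G1005800 had 4.86 (SE 0.58, adjusted p = 3.68e-05) in M2vs.M1 by limma with BH adjustment. MD04G1125600 was not a DEG, with log2FC values of 0.97 and 0.71 that changed sign with median ratio scaling (-0.68 and -0.46). The HSP90 gene MD03G1036600 had 0.05 (SE 0.21, adjusted p = 0.849) and -0.25 (SE 0.29, adjusted p = 0.45) by limma with BH adjustment. It was lower with Table S2 (-0.75 and -0.94), and median ratio scaling called it down-regulated in both rootstocks (-1.61 and -1.43). The HSP90 genes of Table S9 were not analysed here.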

Here, the *HSP70* and *HSP90* genes were up-regulated after the apple root infection with *Fpmd* MR5, highlighting the importance of these genes in maintaining metabolism and growth.

It was previously reported that alterations in carbohydrate metabolism could occur during pathogen stress in plants [49]. Erayman et al. [50] observed a strong interaction between *Fusarium graminearum* and wheat, mainly involving the starch and sucrose metabolism, purine metabolism, and glycolysis/gluconeogenesis pathways. Glycolysis/gluconeogenesis is a catabolic anaerobic pathway that oxidizes hexoses to generate ATP, reducing agents and pyruvate and producing building blocks for anabolism [51]. 

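The table analysed here held 3 enolase genes, chosen as a family after their values were seen. MD01G1185500, which is in Table S7, was up-regulated in both rootstocks, with log2FC values of 2.62 (SE 0.30, adjusted p = 3.07e-05) in M2vs.M1 and 1.37 (SE 0.33, adjusted p = 0.00589) in T2vs.T1 by limma with BH adjustment. In T2vs.T1 it was not called with Table S2 (0.68) or median ratio scaling (0.19), and the latter left M2vs.M1 uncalled too (0.96). MD12G1016600 was not a DEG, and its log2FC values of 0.72 and 0.57 fell below 0 with Table S2 (-0.09 and -0.12) and median ratio scaling (-0.94 and -0.61). MD14G1014600 had -0.30 and -0.41, which were not called on the FPKM scale and were called down-regulated in both rootstocks with Table S2 (-1.10 and -1.10).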

In this study, aldose 1-epimerase, fructose-bisphosphate aldolase, glyceraldehyde 3-phosphate dehydrogenase (phosphorylating), enolase, pyruvate decarboxylase, phosphoenolpyruvate carboxykinase, and alcohol dehydrogenase were identified as significantly up-regulated genes (Table S7), providing evidence that the glycolysis/gluconeogenesis pathway is involved in the infection response. Similarly, glycolysis/gluconeogenesis metabolism has also been involved in the response to *Rhizoctonia solani* infection, and susceptible cultivars defend against *R. solani* infection by increasing the abundance of glycolysis-related proteins; thus, more ATP is required [52].

Nitrogen and carbon sources are necessary for living organisms and need to be obtained from the host plants by pathogens [53]. It is well known that phosphoenolpyruvate carboxylase (PEPC), NADP-malic enzyme (NADP-ME), and NAD-MDH form a metabolic cycle under stress in C3 plants [54]. The enhanced activities of PEPC and/or NADP-ME enable C3 plants to cope with environmental stress. Similarly, Miyao and Fukayama [55] found that the overexpression of PEPC in plants increased the activities of NADP-ME and NADP isocitrate and the contents of pyruvate, glutamate, and aspartate. Pyruvate enters the citrate cycle (TCA cycle) due to the combined actions of PEPC, MDH, and NADP-ME, indicating that the TCA cycle and the subsequent amino acid synthesis were enhanced in these plants. In addition, NADPH produced by the TCA cycle contributes to redox homeostasis and plant defense against pathogens [56]. Under stress conditions, PEPC improves the whole-plant carbon gain by refixing the internally released CO_2_, which is crucial for plant defense [57]. In this study, many DEGs were enriched in the carbon metabolism, the alanine, aspartate, and glutamate metabolism, pyruvate metabolism, and the TCA cycle pathways in the root transcriptome of the resistant M9T337. 

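MD15G1357900, annotated as Nitrate reductase [NADH] and listed in Table 3, lies on chromosome 15 from 43153160 to 43158286 of GDDH13 v1.1. Its FPKM was 35.8 ± 6.84 (SD, n = 3) in M1, 604 ± 245 in M2, 85.9 ± 15.3 in T1 and 249 ± 143 in T2. The log2FC was 3.96 (SE 0.38, adjusted p = 1.59e-05) in M2vs.M1 and 1.38 (SE 0.43, adjusted p = 0.0187) in T2vs.T1 by limma with BH adjustment, and every inoculated library lay above every mock library of its rootstock. In T2vs.T1 it was not called with Table S2 (0.69), with median ratio scaling (0.21), or without T1 replicate 2 (1.27), T2 replicate 1 (0.95) or T2 replicate 2 (1.42). The interaction was 2.57 (SE 0.61, adjusted p = 0.0456 by limma with BH adjustment). It was called without M2 replicate 2, T1 replicate 2 or T2 replicate 1, but not without any of the other 9 libraries nor by limma voom (2.59). Its values over the 12 omissions ranged from 2.18 to 3.00.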

The upregulation of the major facilitator superfamily (MFS) transporter, nitrate/nitrite transporter (NNP), nitrate reductase (NAD(P)H), and alpha carbonic anhydrase 7-like indicate the role of nitrogen mobilization. These genes are closely related to the synthesis of metabolites (glutamate and glutamine) (Table 3). Glutamate is required for the synthesis of GSH and is required in the carbon metabolism and signaling pathways in plants. Exogenous glutamate (10 mM) has been shown to induce systemic disease resistance in rice [58]. These results suggest that apple roots might rapidly reprogram their carbon and nitrogen metabolisms to provide energy and metabolic sources for defense after infection with *Fpmd* MR5.

## Conclusions

We performed root xylem transcriptome analysis of resistant M9T337 and susceptible M.26 rootstocks using RNA-Seq, revealing for the first time the dynamics of genome-wide defense responses in apple root tissues to *Fpmd* MR5 infection (Fig. 8). The biosynthesis and signaling of several plant hormones including ethylene, jasmonate and salicylic acid, lignin biosynthesis, ROS regulation by glutathiones participated in defense response to *Fpmd* MR5 infection. The production and accumulation of secondary metabolites was the main defense response in apple root. Additionally, genes encoding the biosynthesis of PRs such as beta-glucosidase or chitinase and several ERFs (ERF3, ERF1B, WRI1) and WRKYs (WRKY61 and WRKY3) involved in the synthesis of phytohormones and secondary metabolites were strongly induced genes by *Fpmd* MR5, and the expression of these genes played an important role in the apple defense against pathogenic infection. Future work should characterize the functions of the selected candidate DEGs involved in apple-*Fpmd* MR5 interactions (Table S11) and clarify their specific roles in plant defense mechanisms. The results could provide insights into the detailed regulatory mechanisms of plant diseases and guide the development of new strategies for controlling ARD-related pathogens.

**Fig. 8:**
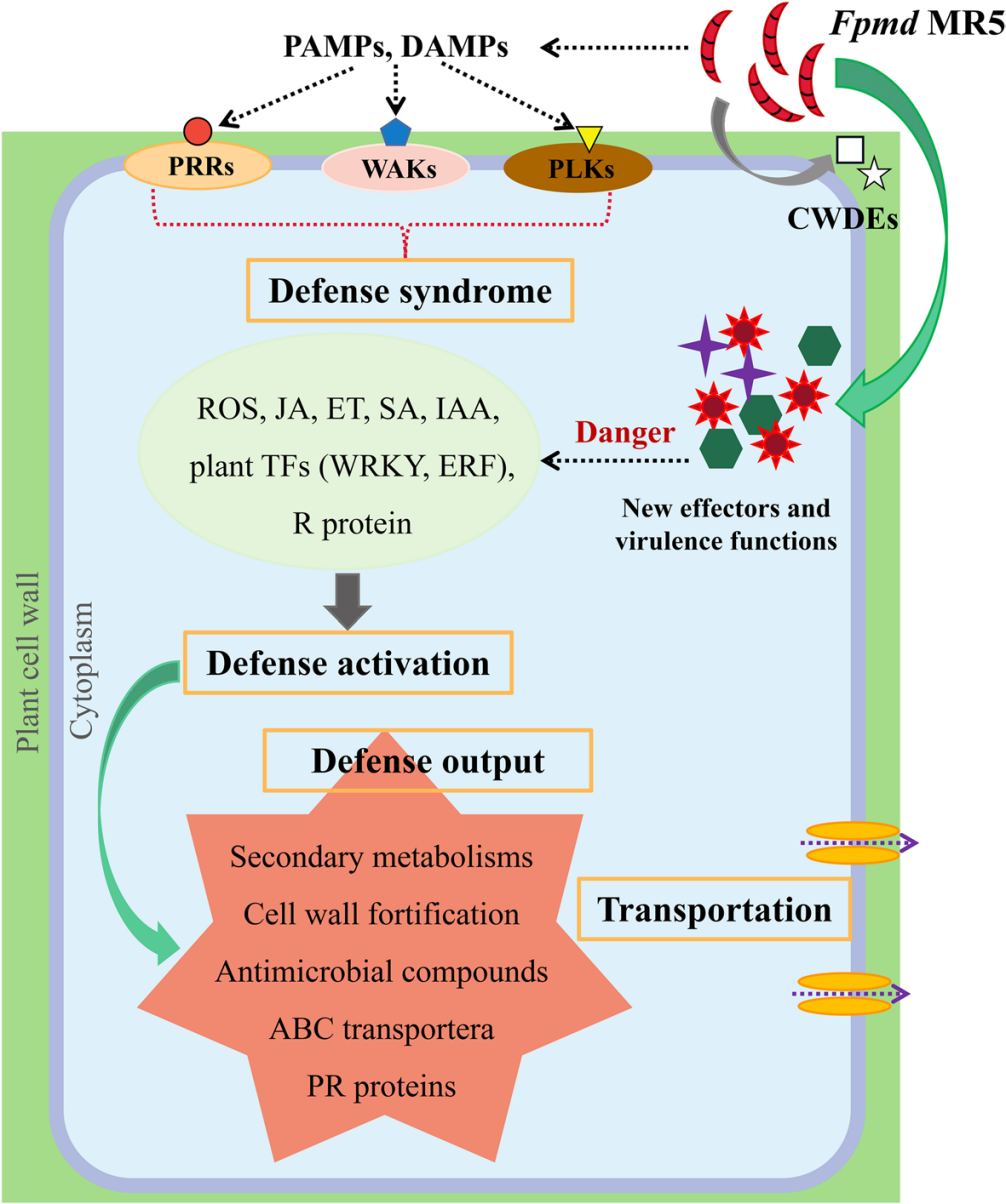
The illustration of molecular network underlying the defense response in apple root in response to the infection by *Fpmd* MR5. PRRs, RLKs, and WAKs located in the cell membrane of apple roots can recognize PAMPs/DAMPs to detect the presence of *Fpmd* MR5 and initiate the plant immune system (PTI) to activate defense responses, including phytohormone biosynthesis and/or ROS generation, as well as induction or repression of TFs (WRKY and ERF). Resistant R proteins in plants can also interact directly/indirectly with effector proteins secreted by *Fpmd* MR5 to initiate ETI responses. As a result of defense activation (biphenyl, spermidine), numerous antimicrobial compounds, antioxidant production (glutathione, flavonols, dihydroflavonols, anthocyanins), and pathogenesis-related proteins (endochitinasem, thaumatin-like protein, Glucan endo-1,3-beta-glucosidase) are produced, and cell walls are strengthened (laccase, lignin). These antimicrobial components are delivered to infection sites by various transporters to limit the adverse effects of the pathogen

## Supplementary Information

**Additional file 1.** Supplement

**Additional file 2:** **Supplementary Figures.**

## Data Availability

*Fpmd* MR5 was deposited at China General Microbiological Culture Collection Center (CGMCC) under the accession number CGMCC No. 22426. The *Fpmd* MR5 whole genome data presented in this paper have been deposited in GenBank under the accession number JAFHKW000000000.1 (https://www.ncbi.nlm.nih.gov/Traces/wgs/ ?val = JAFHKW01) (BioProject: PRJNA698749, BioSample: SAMN17735672). The raw sequence data are available in the NCBI Gene Expression Omnibus (GEO) repository. The accession number is GSE171688 (BioProject: PRJNA720576, SRA: SRP313987 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE171688)). *Malus* × *robusta* (CarriŠre) Rehder has been deposited in National Specimen information infrastructure (NSII) (http://www.nsii.org.cn/2017/home-en.php). The deposition number is SDF1003092. All data supporting the conclusions of this article are included in the article and its additional files.

## Abbreviations

*Fpmd* MR5: *Fusarium proliferatum* f. sp. *malus domestica*
PRRs: Pattern recognition receptors
PAMPs: Pathogen-associated molecular patterns
DAMPs: Damage-associated molecular patterns
PTI: PAMP-Triggered immunity
ETI: Effector-Triggered immunity
RLKs: Receptor-like kinases
WAKs: Wall-associated receptor kinases
ROS: Reactive oxygen species
ABC Transporter: ATP-binding cassette transporter
CWDEs: Cell wall degrading enzymes
ABA: Abscisic acid

## References

[1] Shin S, Lv J, Fazio G, Mazzola M, Zhu Y (2014). Transcriptional regulation of ethylene and jasmonate mediated defense response in apple (*Malus domestica*) root during *Pythium ultimum* infection. Hortic Res.

[2] Zhu Y, Fazio G, Mazzola M (2014). Elucidating the molecular responses of apple rootstock resistant to ARD pathogens: challenges and opportunities for development of genomics-assisted breeding tools. Hortic Res..

[3] Xiang L, Wang M, Pan F (2021). Transcriptome analysis *Malus domestica* ‘M9T337’root molecular responses to *fusarium solani* infection. Physiol Mol Plant Pathol.

[4] Chen L, Wu Q, He W, He T, Wu Q, Miao Y (2019). Combined de novo transcriptome and metabolome analysis of common bean response to *Fusarium oxysporum* f sp *phaseoli* infection. Int J Mol Sci.

[5] Mazzola M, Brown J, Zhao X, Izzo AD, Fazio G (2019). Interaction of brassicaceous seed meal and apple rootstock on recovery of *Pythium* spp. and *Pratylenchus penetrans* from roots grown in replant soils. Plant Dis.

[6] Johnson WC (2000). Methods and results of screening for disease-and insect-resistant apple rootstocks. Compact Fruit Tree.

[7] Tan G, Liu K, Kang J (2015). Transcriptome analysis of the compatible interaction of tomato with *Verticillium dahliae* using RNA-sequencing. Front Plant Sci.

[8] Erktan A, McCormack ML, Roumet C. Frontiers in root ecology: recent advances and future challenges. Plant and Soil. 2018;424(1):1–9.

[9] De Coninck B, Timmermans P, Vos C, Cammue BP, Kazan K (2015). What lies beneath: belowground defense strategies in plants. Trends Plant Sci.

[10] Glazebrook J (2005). Contrasting mechanisms of defense against biotrophic and necrotrophic pathogens. Annu Rev Phytopathol.

[11] Guo S, Zuo Y, Zhang Y (2017). Large-scale transcriptome comparison of sunflower genes responsive to *Verticillium dahliae*. BMC Genomics.

[12] Li C, Shao J, Wang Y (2013). Analysis of banana transcriptome and global gene expression profiles in banana roots in response to infection by race 1 and tropical race 4 of *fusarium oxysporum* f. sp. *cubense*. Bmc. Genomics..

[13] Xiang L, Wang M, Huang J, Jiang W, Yan Z, Chen X, et al. *MdWRKY74* is involved in resistance response to apple replant disease. Plant Growth Regul. 2022;96(1):145–56.

[14] Shin S, Zheng P, Fazio G, Mazzola M, Main D, Zhu Y (2016). Transcriptome changes specifically associated with apple (*Malus domestica*) root defense response during *Pythium ultimum* infection. Physiol Mol Plant Pathol.

[15] Duan Y, Jiang W, Zhang R, Chen R, Chen X, Yin C, et al. Discovery of *fusarium proliferatum* f. sp. *malus domestica* causing apple replant disease in China. Plant Dis. 2022. 10.1094/PDIS-12-21-2802-RE.10.1094/PDIS-12-21-2802-RE35306841

[16] Rehder A (1920). New species, varieties and combinations from the herbarium and the collections of the arnold arboretum (continued). J Arnold Arbor.

[17] Phipps JB, Robertson KR, Smith PG, Rohrer JR (1990). A checklist of the subfamily Maloideae (Rosaceae). Can J Bot.

[18] Parker ML, Hoyt T, Clark B. Evaluating apple replant strategies in the southeastern united states. Acta Horticulturae. 2014;1058(1058):645–50.

[19] Balbín-Suárez A, Lucas M, Vetterlein D (2020). Exploring microbial determinants of apple replant disease (ARD): a microhabitat approach under split-root design. FEMS Microbiol Ecol.

[20] Fradin EF, Zhang Z, Juarez Ayala JC (2009). Genetic dissection of *Verticillium* wilt resistance mediated by tomato Ve1. Plant Physiol.

[21] Bian X, Zhao Y, Xiao S, Yang H, Han Y, Zhang L (2021). Metabolome and transcriptome analysis reveals the molecular profiles underlying the ginseng response to rusty root symptoms. BMC Plant Biol.

[22] Sun P, Mao Y, Li G, Cao M, Kong F, Wang L, et al. Comparative transcriptome profiling of *Pyropia yezoensis* (Ueda) MS Hwang & HG Choi in response to temperature stresses. BMC Genomics. 2015;16(1):1–16.10.1186/s12864-015-1586-1PMC447034226081586

[23] Zhou F, Wang J, Chi X, Zhou X, Wang Z (2020). lncRNA TM4SF1-AS1 activates the PI3K/AKT signaling pathway and promotes the migration and invasion of lung cancer cells. Cancer Manag Res.

[24] Guo AY, Chen X, Gao G (2007). PlantTFDB: a comprehensive plant transcription factor database. Nucleic Acids Res.

[25] Kanehisa M, Furumichi M, Sato Y, Ishiguro-Watanabe M, Tanabe M (2022). KEGG: integrating viruses and cellular organisms. Nucleic Acids Res.

[26] Soltani R, Amini M, Mazaheri Moghaddam M, et al. LncRNA DLGAP1-AS2 overexpression associates with gastric tumorigenesis: a promising diagnostic and therapeutic target. Mol Biol Rep. 2022. 10.1007/s11033-021-07038-w.10.1007/s11033-021-07038-w34981339

[27] Xi L, Xu K, Qiao Y, Qu S, Zhang Z, Dai W (2011). Differential expression of ferritin genes in response to abiotic stresses and hormones in pear (*Pyrus pyrifolia*). Mol Biol Rep.

[28] Buscaill P, Rivas S (2014). Transcriptional control of plant defence responses. Curr Opin Plant Biol.

[29] Yazaki K (2006). ABC transporters involved in the transport of plant secondary metabolites. FEBS Lett.

[30] Wu G, Cui X, Chen H (2018). Dynamin-like proteins of endocytosis in plants are coopted by potyviruses to enhance virus infection. J Virol.

[31] Weiß S, Bartsch M, Winkelmann T (2017). Transcriptomic analysis of molecular responses in *Malus domestica* ‘M26’roots affected by apple replant disease. Plant Mol Biol.

[32] Houston K, Tucker MR, Chowdhury J, Shirley N, Little A (2016). The plant cell wall: a complex and dynamic structure as revealed by the responses of genes under stress conditions. Front Plant Sci.

[33] Zhou Z, Zhu Y, Tian Y (2021). *MdPR4*, a pathogenesis-related protein in apple, is involved in chitin recognition and resistance response to apple replant disease pathogens. J Plant Physiol.

[34] Broekaert W, Terras F, Cammue B. Induced and Preformed Antimicrobial Proteins. In: Slusarenko, A.J., Fraser, R.S.S., van Loon, L.C. (eds) Mechanisms of Resistance to Plant Diseases. Dordrecht: Springer; 2000. 10.1007/978-94-011-3937-3_11.

[35] Birkenbihl RP, Somssich IE (2011). Transcriptional plant responses critical for resistance towards necrotrophic pathogens. Front Plant Sci.

[36] Li CY, Deng GM, Yang J (2012). Transcriptome profiling of resistant and susceptible Cavendish banana roots following inoculation with *fusarium oxysporum* f. sp. *cubense* tropical race 4. BMC Genomics.

[37] Lorenzo O, Piqueras R, Sánchez-Serrano JJ, Solano R (2003). ETHYLENE RESPONSE FACTOR1 integrates signals from ethylene and jasmonate pathways in plant defense. Plant Cell.

[38] Matić S, Bagnaresi P, Biselli C (2016). Comparative transcriptome profiling of resistant and susceptible rice genotypes in response to the seedborne pathogen *fusarium fujikuroi*. BMC Genomics.

[39] Sun J, Zhang J, Fang H (2019). Comparative transcriptome analysis reveals resistance-related genes and pathways in *Musa acuminata* banana'Guijiao 9'in response to fusarium wilt. Plant Physiol Biochem.

[40] Pitzschke A, Schikora A, Hirt H (2009). MAPK cascade signalling networks in plant defence. Curr Opin Plant Biol.

[41] Phukan UJ, Jeena GS, Shukla RK (2016). WRKY transcription factors: molecular regulation and stress responses in plants. Front Plant Sci.

[42] Amato A, Cavallini E, Zenoni S (2017). A grapevine TTG2-like WRKY transcription factor is involved in regulating vacuolar transport and flavonoid biosynthesis. Front Plant Sci.

[43] Wang L, Liu W, Wang Y (2020). Heterologous expression of Chinese wild grapevine *VqERFs* in Arabidopsis thaliana enhance resistance to *pseudomonas syringae* pv. Tomato DC3000 and to *Botrytis cinerea*. Plant Sci.

[44] Li P, Song A, Gao C (2015). Chrysanthemum WRKY gene CmWRKY17 negatively regulates salt stress tolerance in transgenic chrysanthemum and Arabidopsis plants. Plant Cell Rep.

[45] Davis JM, Wu H, Cooke JE, Reed JM, Luce KS, Michler CH (2002). Pathogen challenge, salicylic acid, and jasmonic acid regulate expression of chitinase gene homologs in pine. Mol Plant-Microbe Interact.

[46] Carrasco A, Wegrzyn JL, Durán R (2017). Expression profiling in Pinus radiata infected with *fusarium circinatum*. Tree Genet Genomes.

[47] Pusztahelyi T, Holb IJ, Pócsi I (2015). Secondary metabolites in fungus-plant interactions. Front Plant Sci.

[48] Zabala G, Zou J, Tuteja J, Gonzalez DO, Clough SJ, Vodkin LO (2006). Transcriptome changes in the phenylpropanoid pathway of Glycine max in response to *pseudomonas syringae* infection. BMC Plant Biol.

[49] Gurkok T, Turktas M, Parmaksiz I, Unver T (2015). Transcriptome profiling of alkaloid biosynthesis in elicitor induced opium poppy. Plant Mol Biol Report.

[50] Erayman M, Turktas M, Akdogan G (2015). Transcriptome analysis of wheat inoculated with *fusarium graminearum*. Frontiers. Plant Sci.

[51] Plaxton WC (1996). The organization and regulation of plant glycolysis. Annu Rev Plant Biol.

[52] Ma H, Sheng C, Qiao L, Zhao H, Niu D (2020). A comparative proteomic approach to identify defence-related proteins between resistant and susceptible rice cultivars challenged with the fungal pathogen *Rhizoctonia solani*. Plant Growth Regul.

[53] De Yuan P, Xu XF, Hong WJ, et al. Transcriptome analysis of rice leaves in response to *Rhizoctonia solani* infection and reveals a novel regulatory mechanism. Plant Biotechnology Reports. 2020;14(5):559–73.

[54] Chojak-Koźniewska J, Kuźniak E, Linkiewicz A, Sowa S (2018). Primary carbon metabolism-related changes in cucumber exposed to single and sequential treatments with salt stress and bacterial infection. Plant Physiol Biochem.

[55] Miyao M, Fukayama H (2003). Metabolic consequences of overproduction of phosphoenolpyruvate carboxylase in C3 plants. Arch Biochem Biophys.

[56] Mhamdi A, Mauve C, Gouia H, Saindrenan P, Hodges M, Noctor G (2010). Cytosolic NADP-dependent isocitrate dehydrogenase contributes to redox homeostasis and the regulation of pathogen responses in Arabidopsis leaves. Plant Cell Environ.

[57] Kuźniak E, Kornas A, Kaźmierczak A (2016). Photosynthesis-related characteristics of the midrib and the interveinal lamina in leaves of the C3–CAM intermediate plant *Mesembryanthemum crystallinum*. Ann Bot.

[58] Kan CC, Chung TY, Wu HY, Juo YA, Hsieh MH (2017). Exogenous glutamate rapidly induces the expression of genes involved in metabolism and defense responses in rice roots. BMC Genomics.

# Supplementary material for: Transcriptome changes associated with apple (Malus domestica) root defense response after Fusarium proliferatum f. sp. malus domestica infection
**Source:** BMC Genomics. 2022 Jul 2;23:484. doi: 10.1186/s12864-022-08721-3

**Transcriptome changes associated with apple (*Malus domestica*) root defense response after *Fusarium proliferatum* f. sp. *malus domestica* infection**

Yanan Duan, Shurui Ma, Xuesen Chen, Xiang Shen, Chengmiao Yin*, and Zhiquan Mao*

Supplementary material

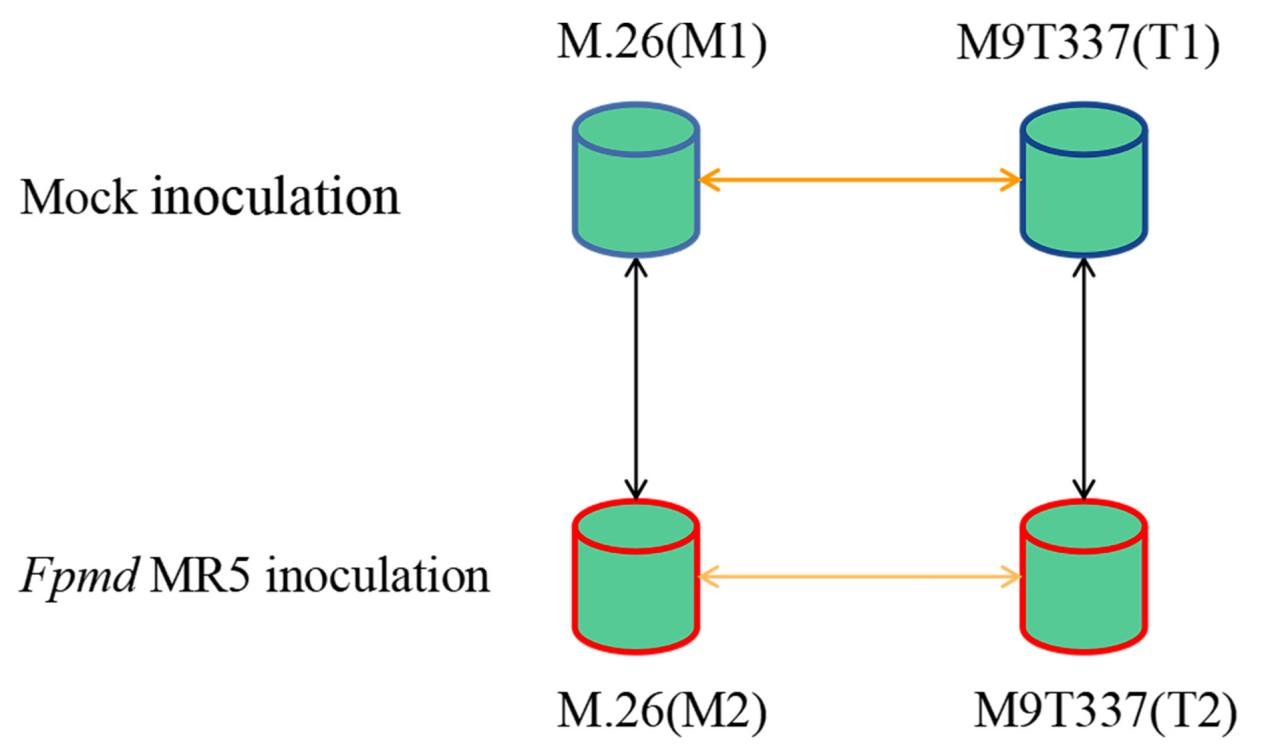
Figure S1. The illustrated experimental design and data analysis methods. Plant root tissues were collected for both mock inoculation and *Fpmd* MR5 inoculation at the designated time points. Two-way data analyses, as indicated by black and yellow lines, were performed for cross-examination on the specific transcriptomic changes associated with *Fpmd* MR5 infection in apple root tissue.

Figure S2. A: Sample gene expression distribution box plot. B: Violin plot of sample gene expression distribution. C: Sample gene expression distribution probability density distribution map.

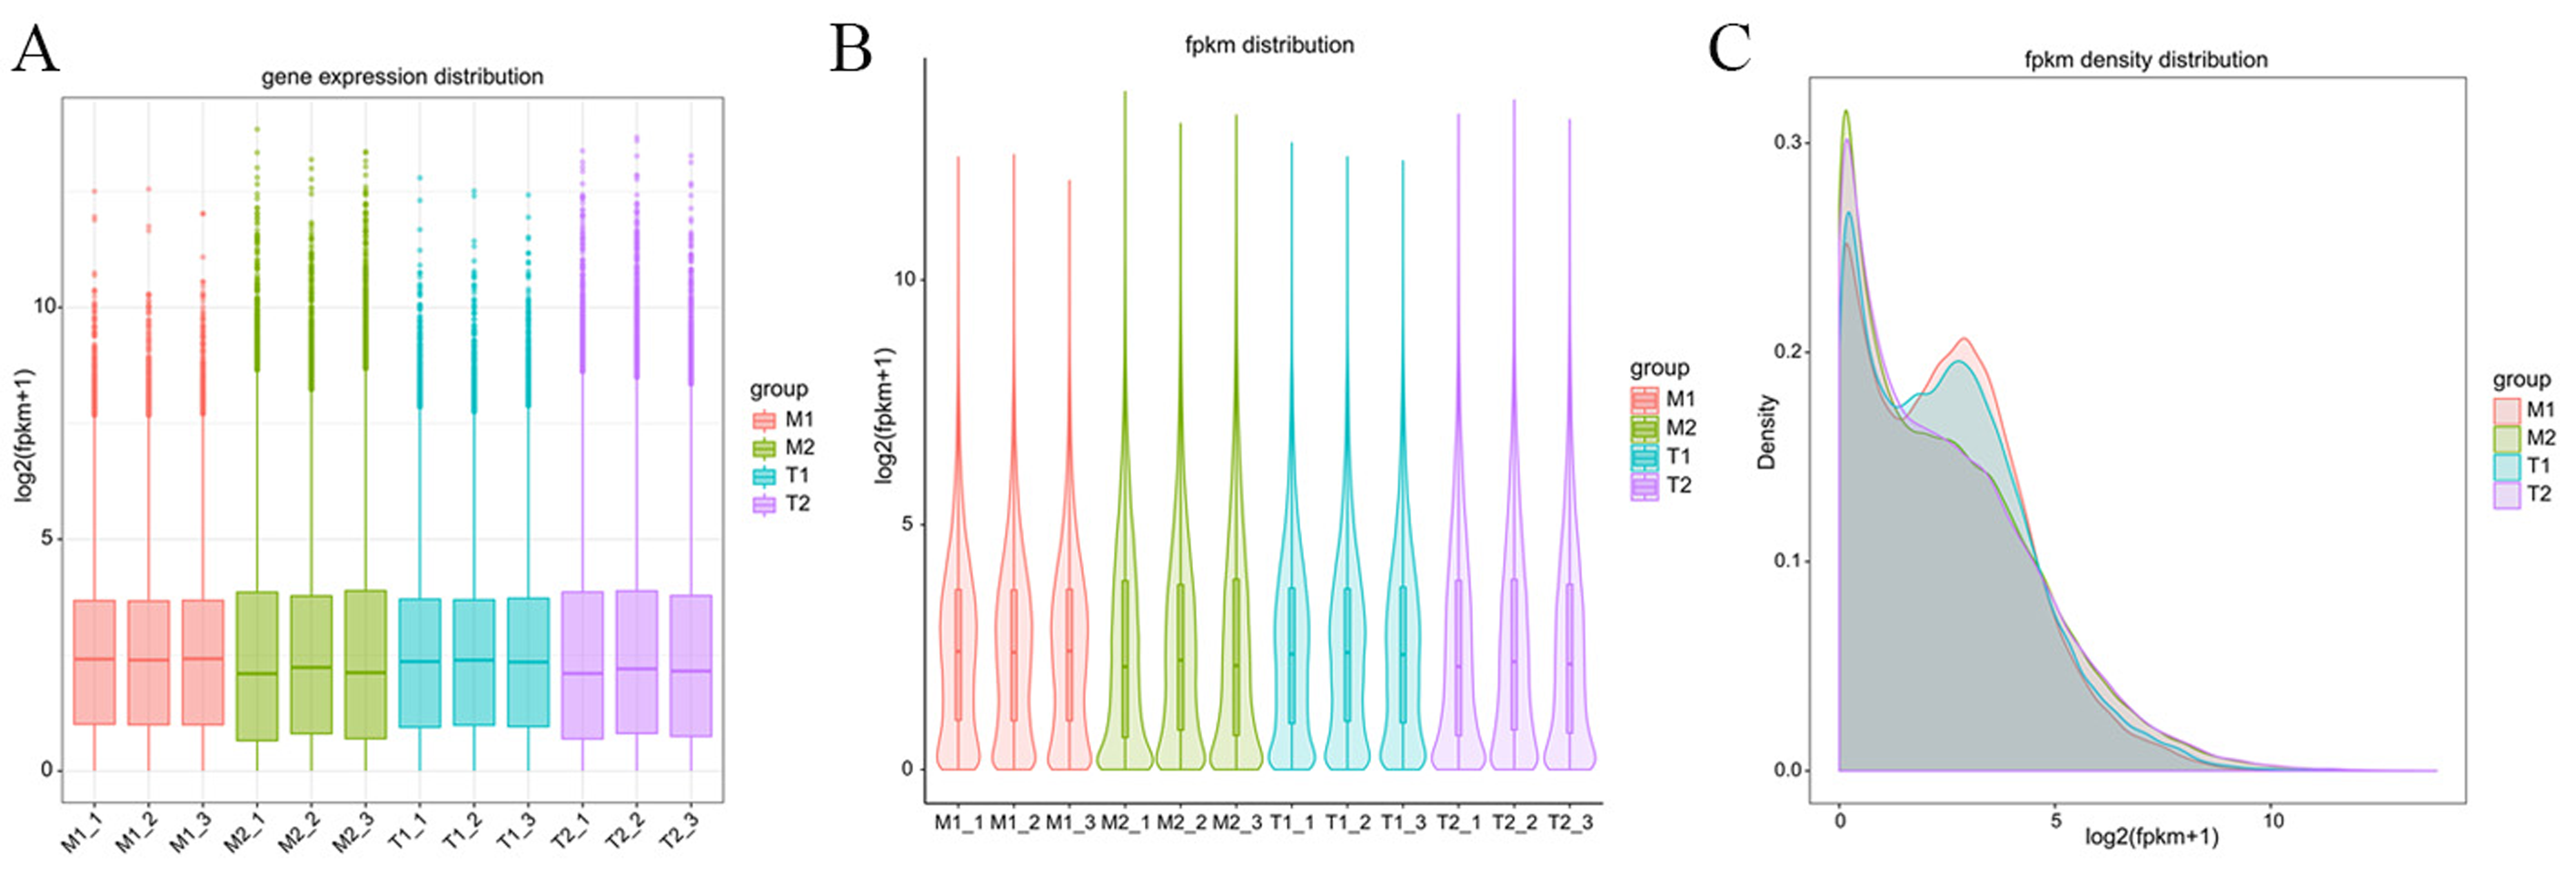

Figure S3. Analysis of differentially expressed genes (DEGs). A: DEGs Histogram. Blue and grey represent up-regulated and down-regulated differential genes, respectively, and the numbers on the bars represent the number of differential genes. B:DEGs Venn diagram. Different colors indicate different comparison combinations. C: DEGs Clustering heatmap. The abscissa is the sample name, and the ordinate is the normalized value of the differential gene FPKM. The redder the color, the higher the expression level, and the greener the expression level, the lower the expression level. D: DEGs Cluster Line Chart. The abscissa is the sample name, and the ordinate is the log2(fpkm+1) of the differential gene expression using the H-cluster method and the value after centering and correction. The gray line represents the relative correction of the genes in a cluster under the condition of no treatment. After gene expression level, the blue line represents the average value of the relative corrected gene expression level of all genes in this cluster under different treatment conditions.

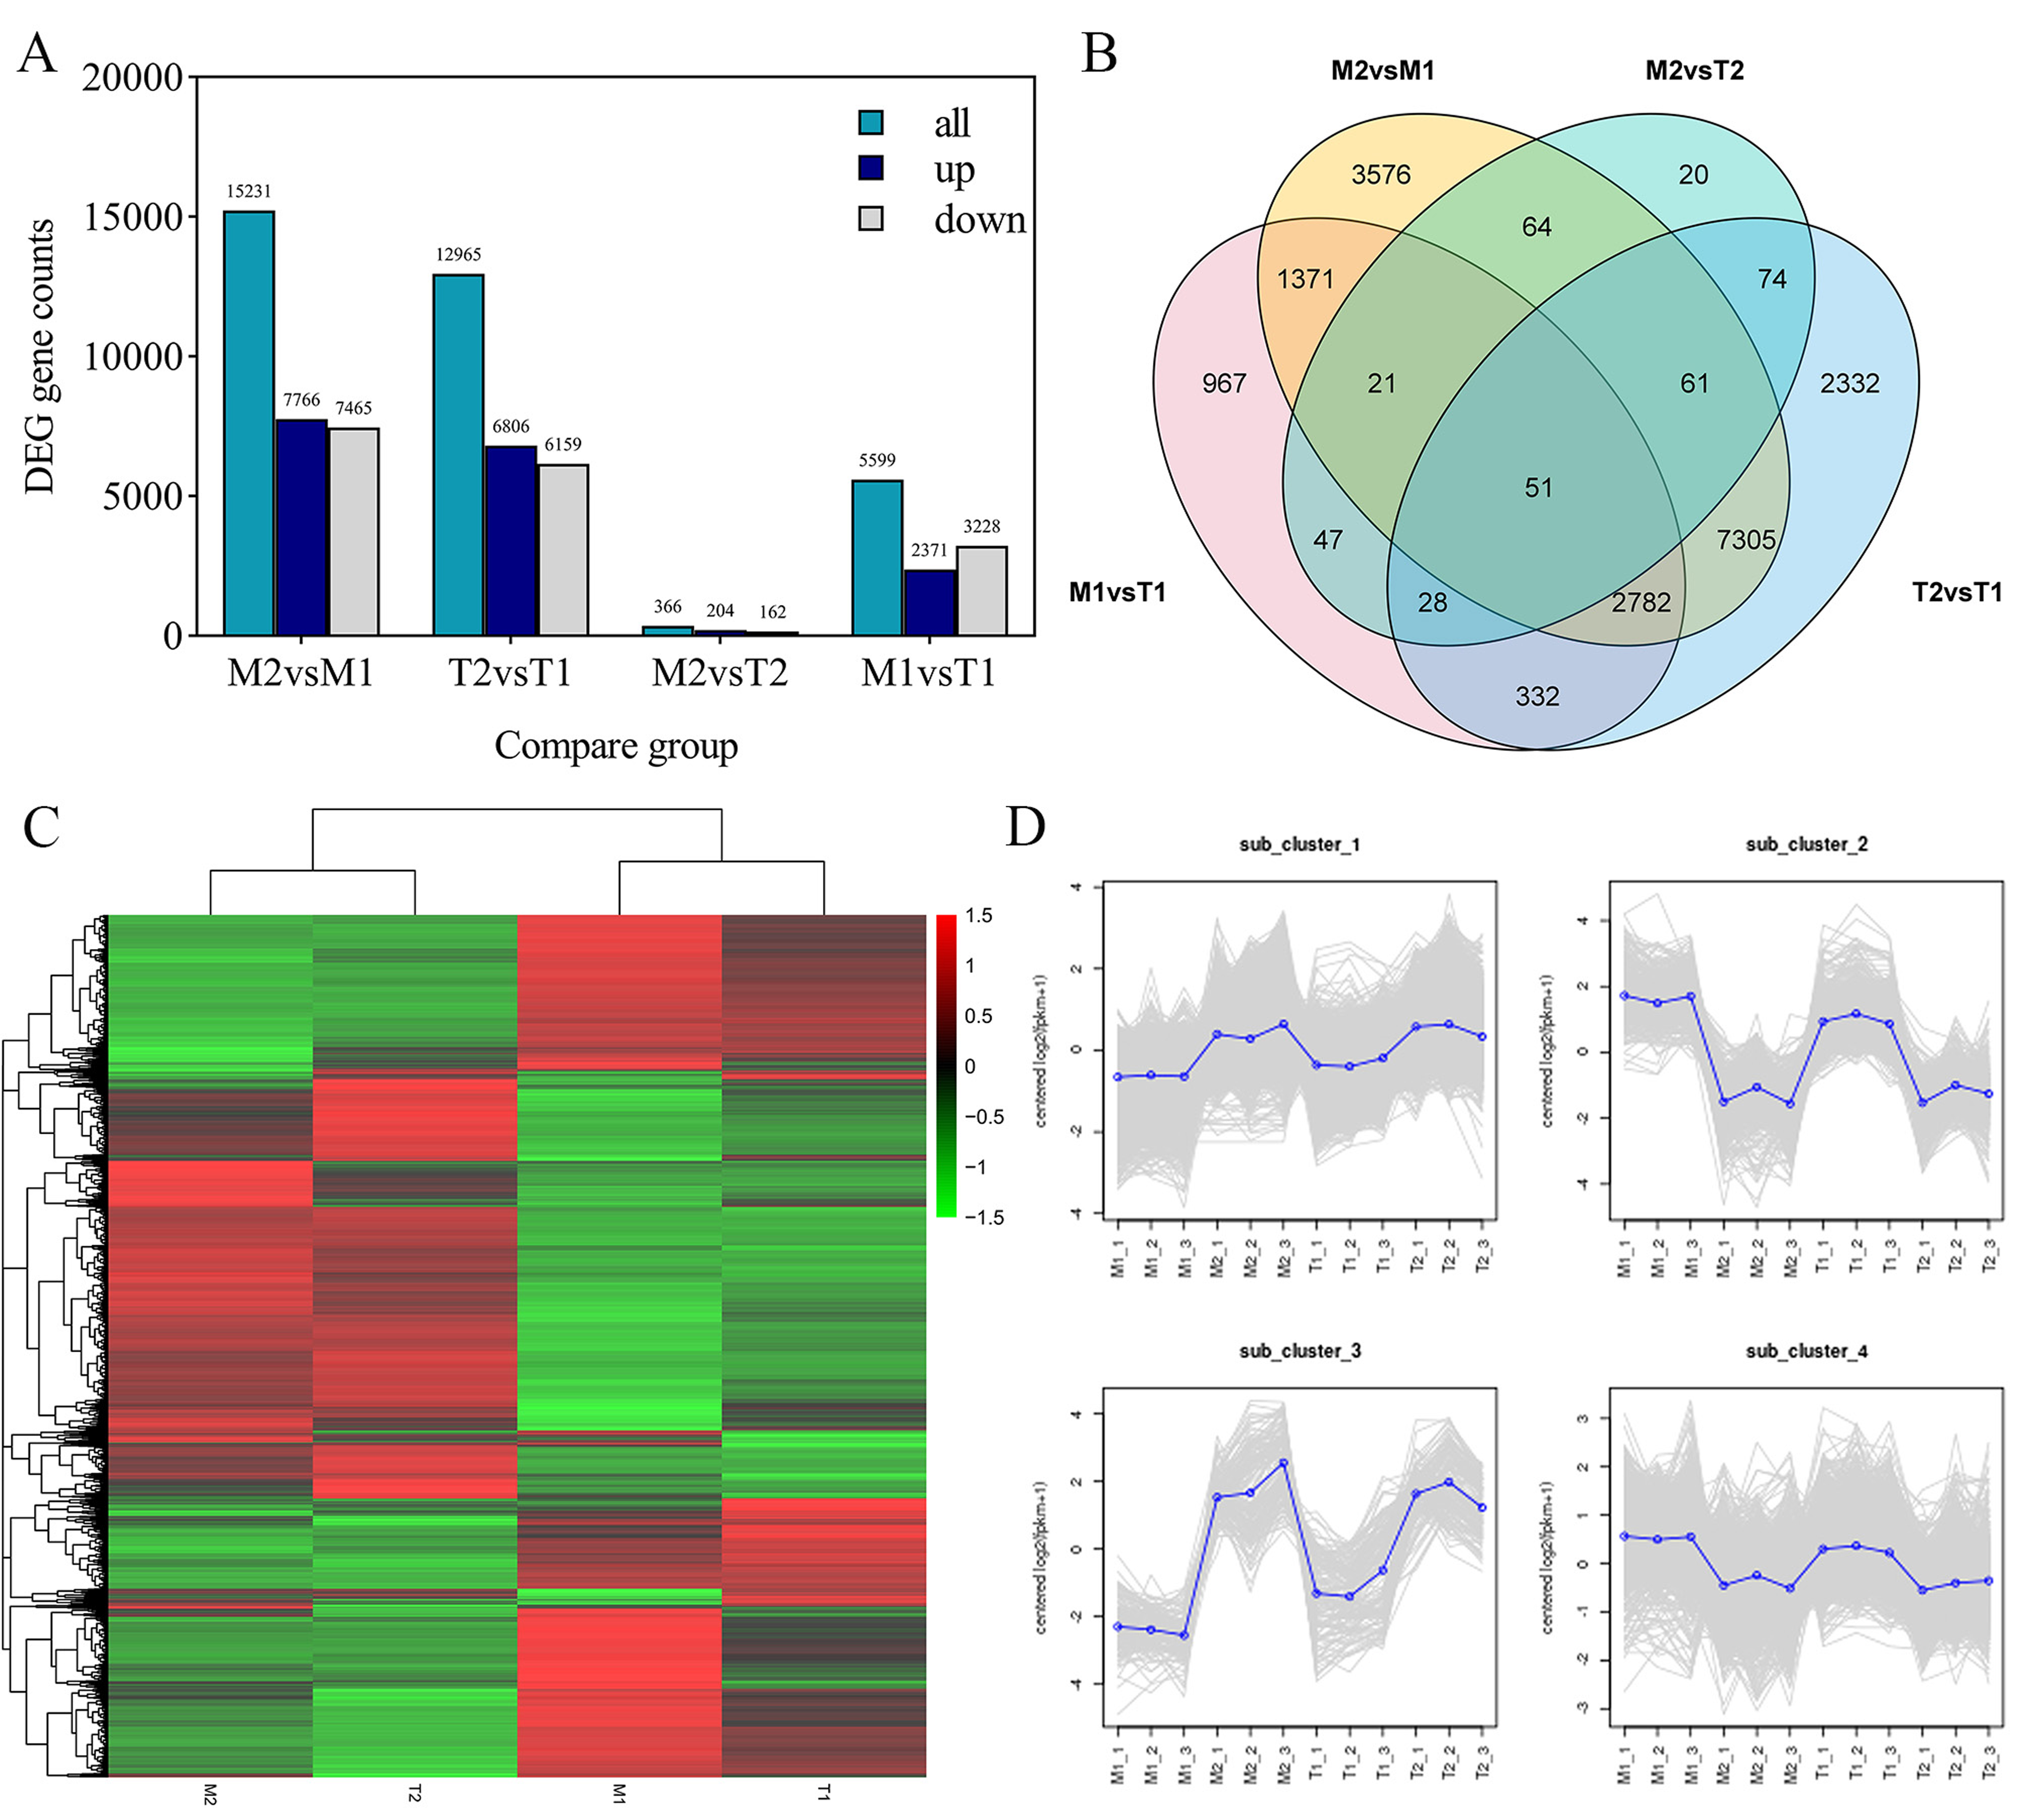

Figure S4. GO terms enriched in differentially expressed genes between mock inoculated and *Fpmd* MR5 infected (M2 and M1,T2 and T1). BP: biological process. CC: cellular component. MF: Molecular Function. Up-regulated genes are indicated by red, and down-regulated genes are indicated by green.

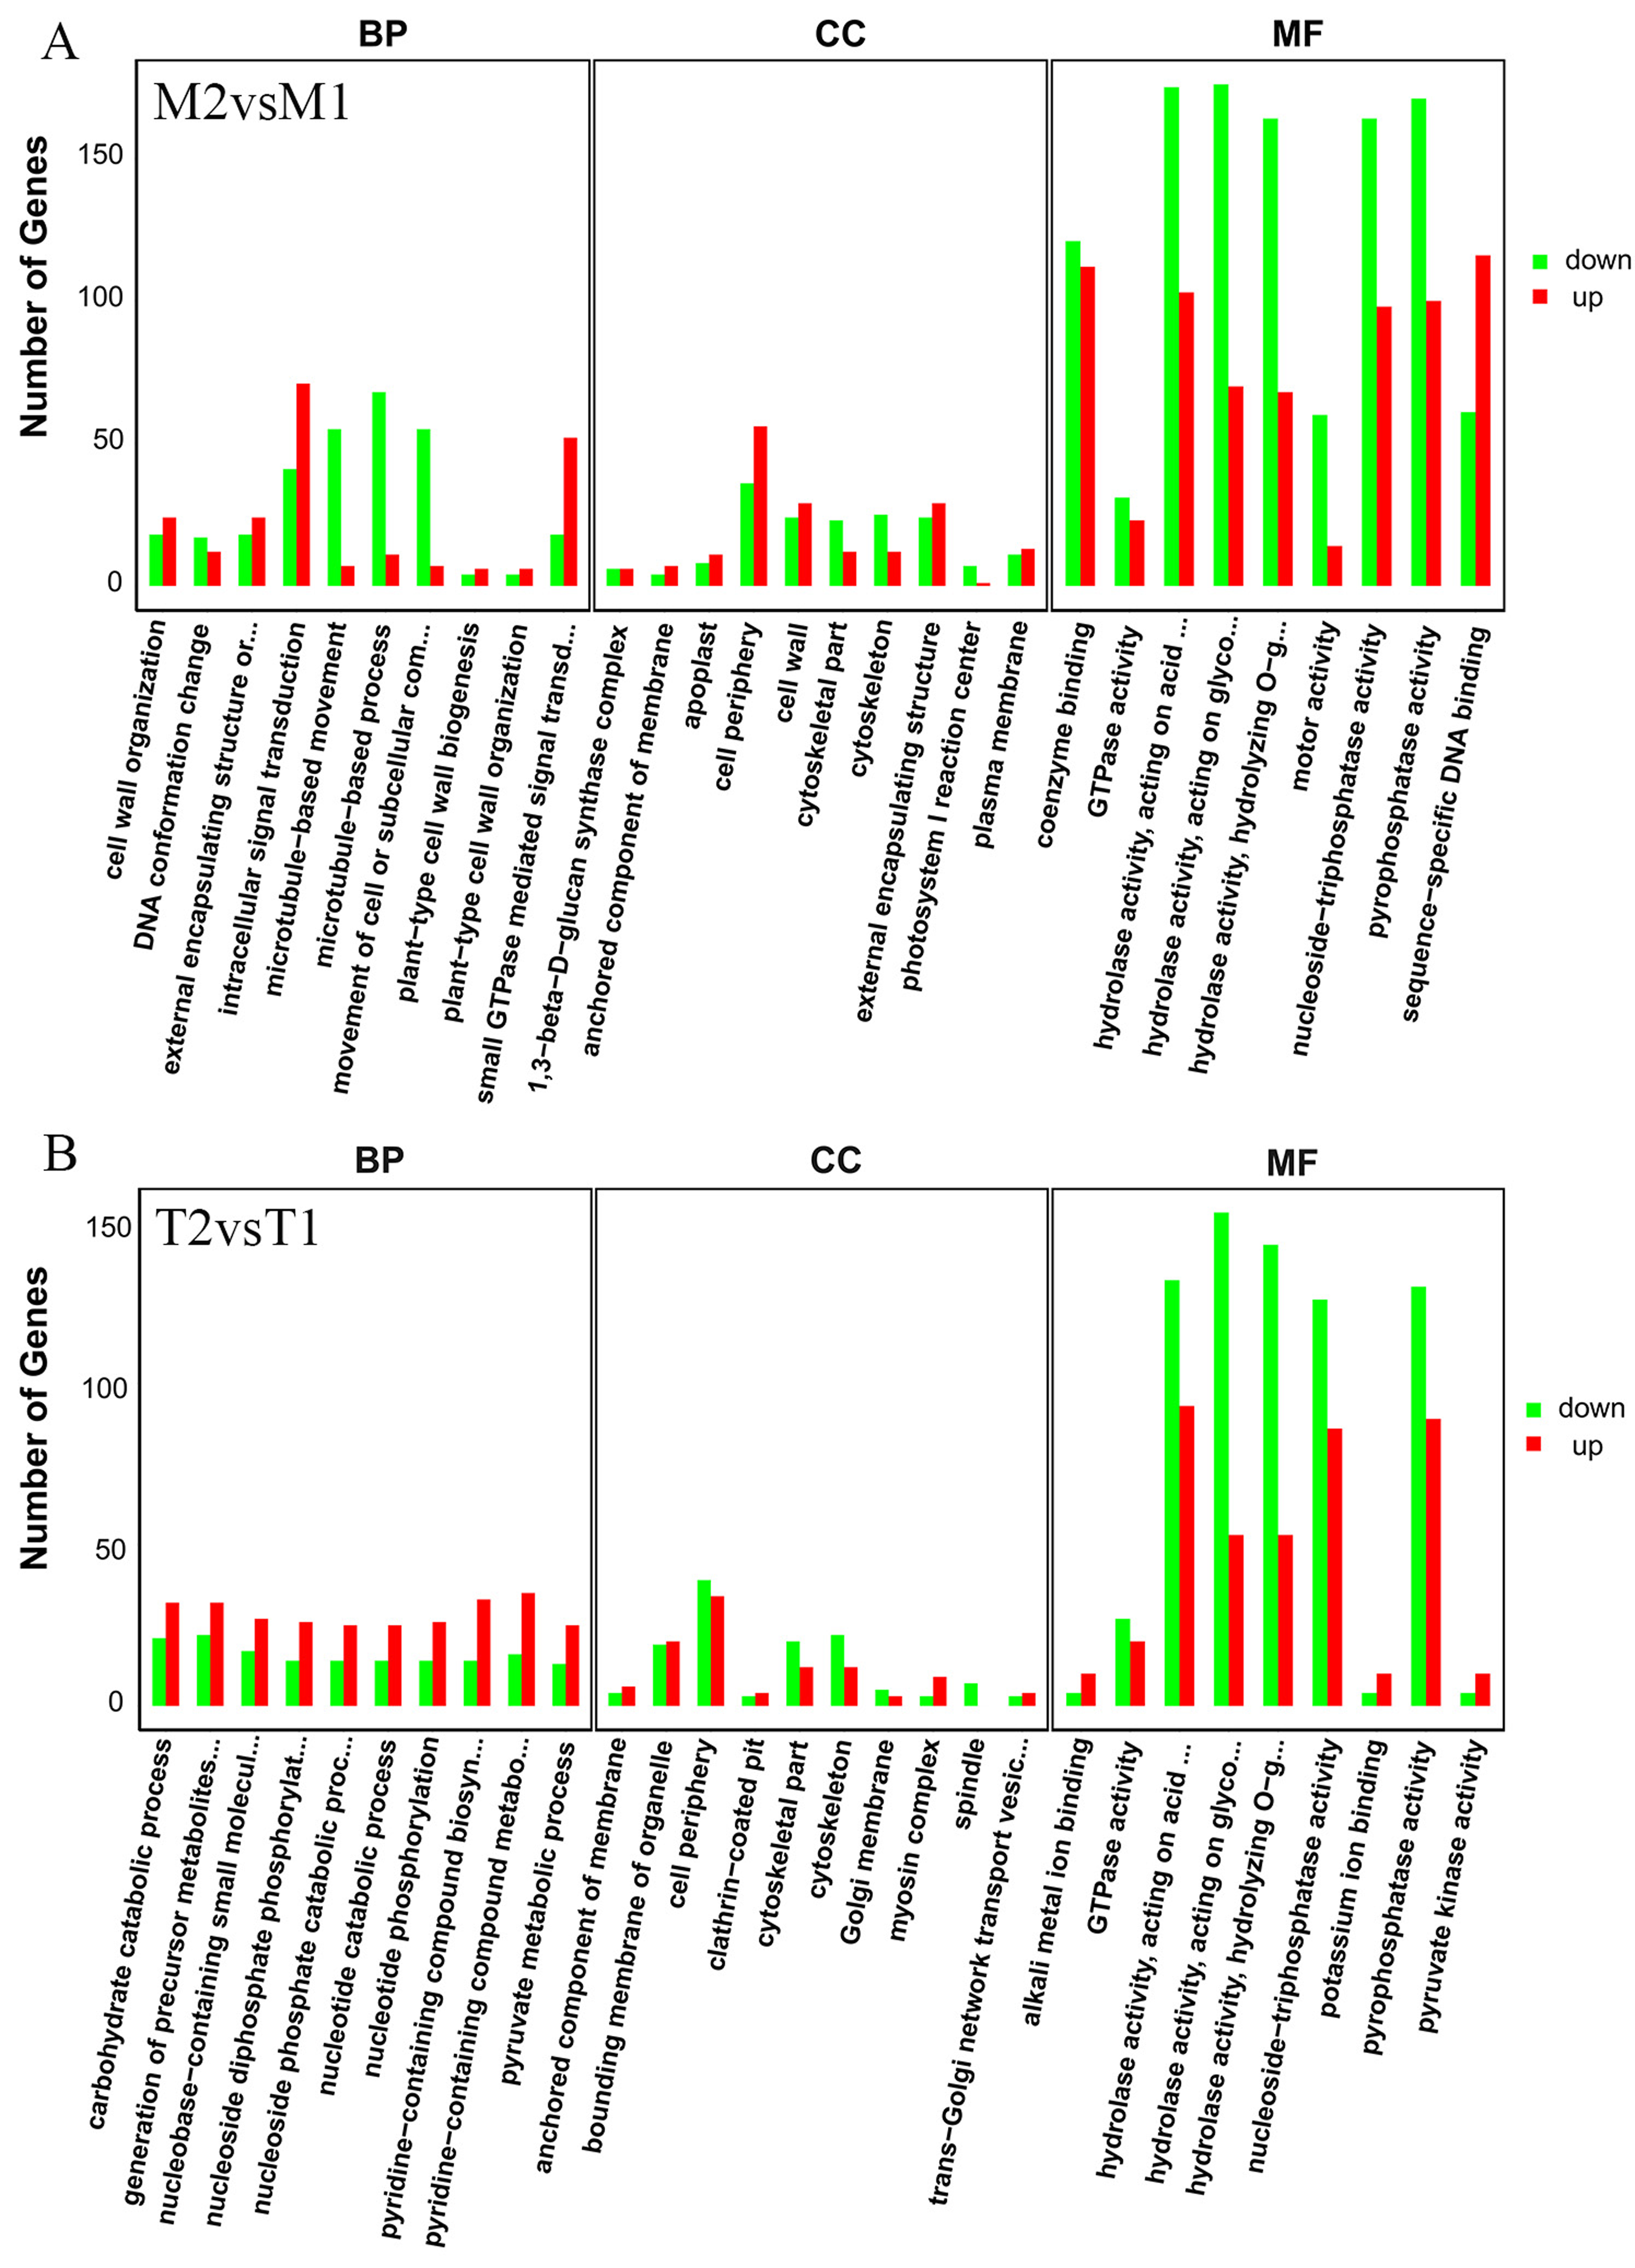

Figure S5. MapMan graphs of regulation in M2vs.M1 and T2vs.T1 datasets. The scale bar represents the log2FoldChange of the DEGs. Red and blue indicate upregulated and down regulated genes, respectively.

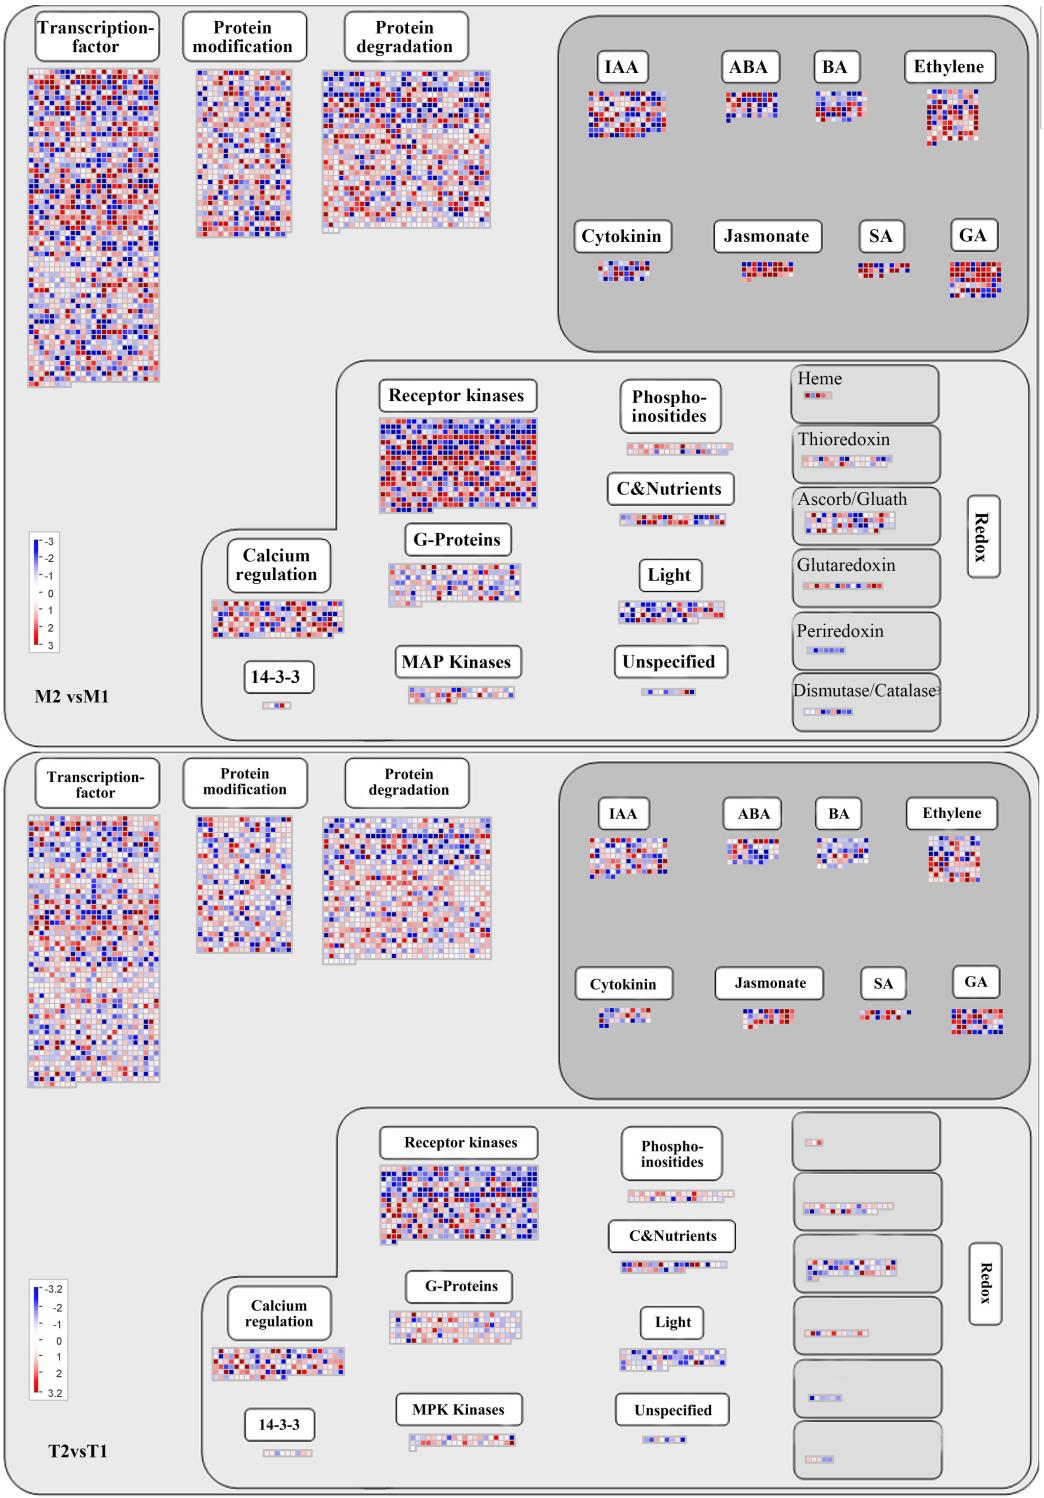

Figure S6. MapMan graphs of metabolism in M2vs.M1 and T2vs.T1 datasets. The scale bar represents the log2FoldChange of the DEGs. Red and blue indicate upregulated and down regulated genes, respectively.

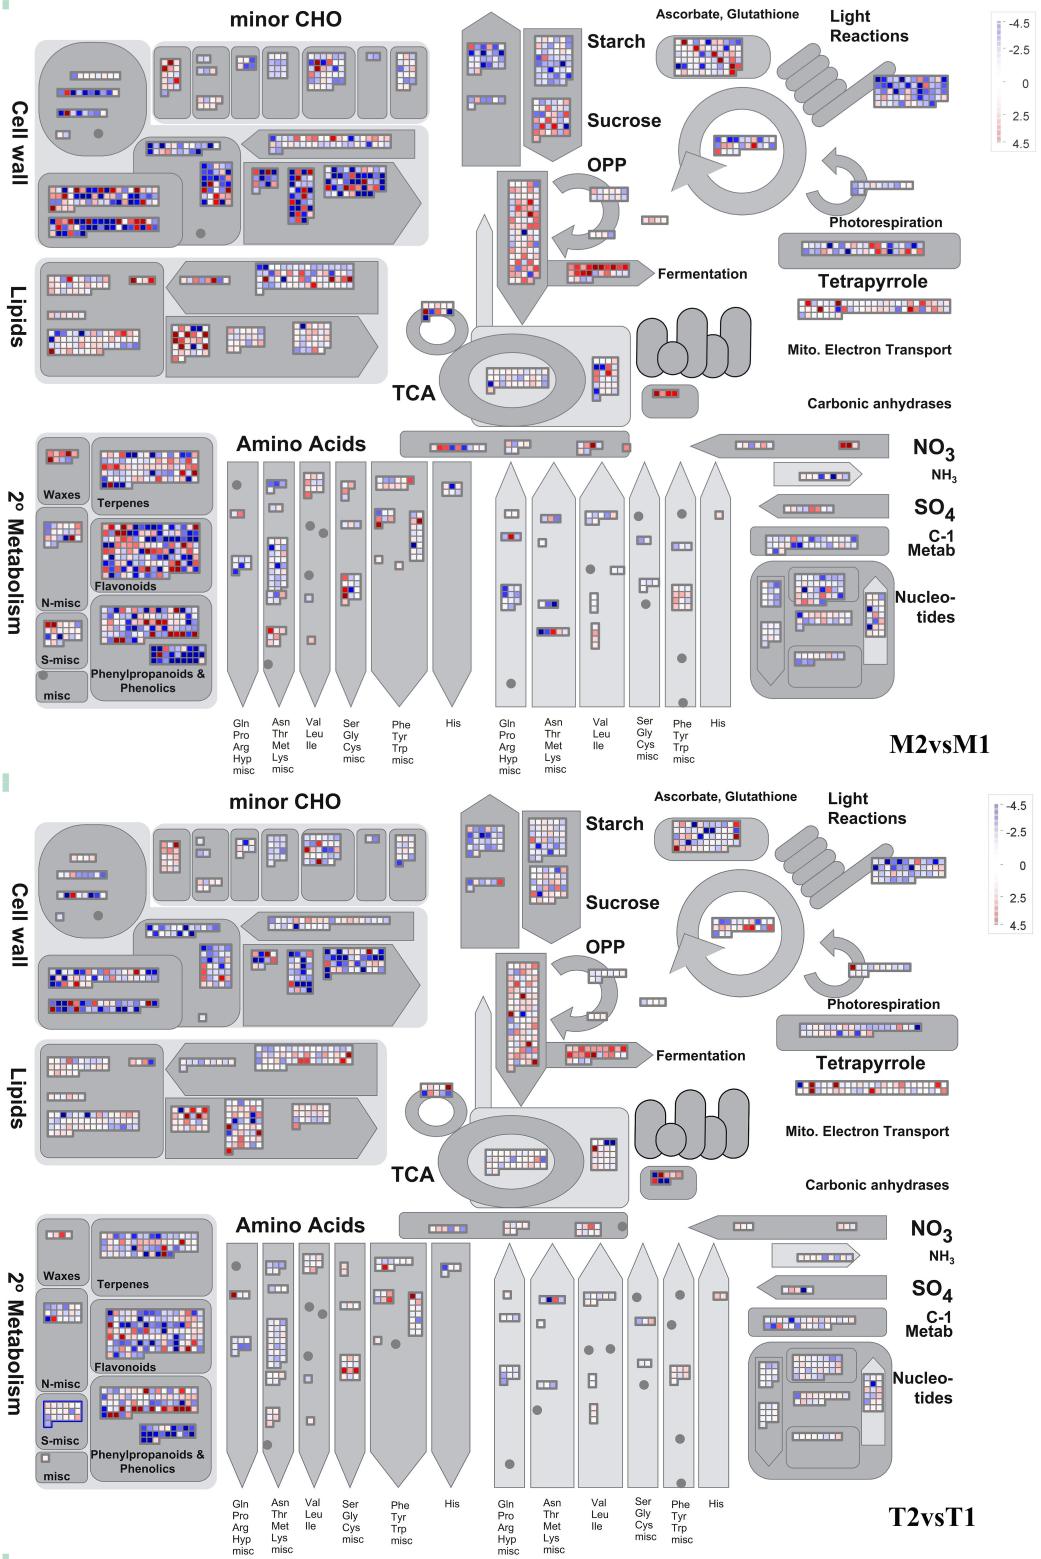

Figure S7. MapMan graphs of secondary metabolism in M2vs.M1 and T2vs.T1 datasets. The scale bar represents the log2FoldChange of the DEGs. Red and blue indicate upregulated and down regulated genes, respectively.

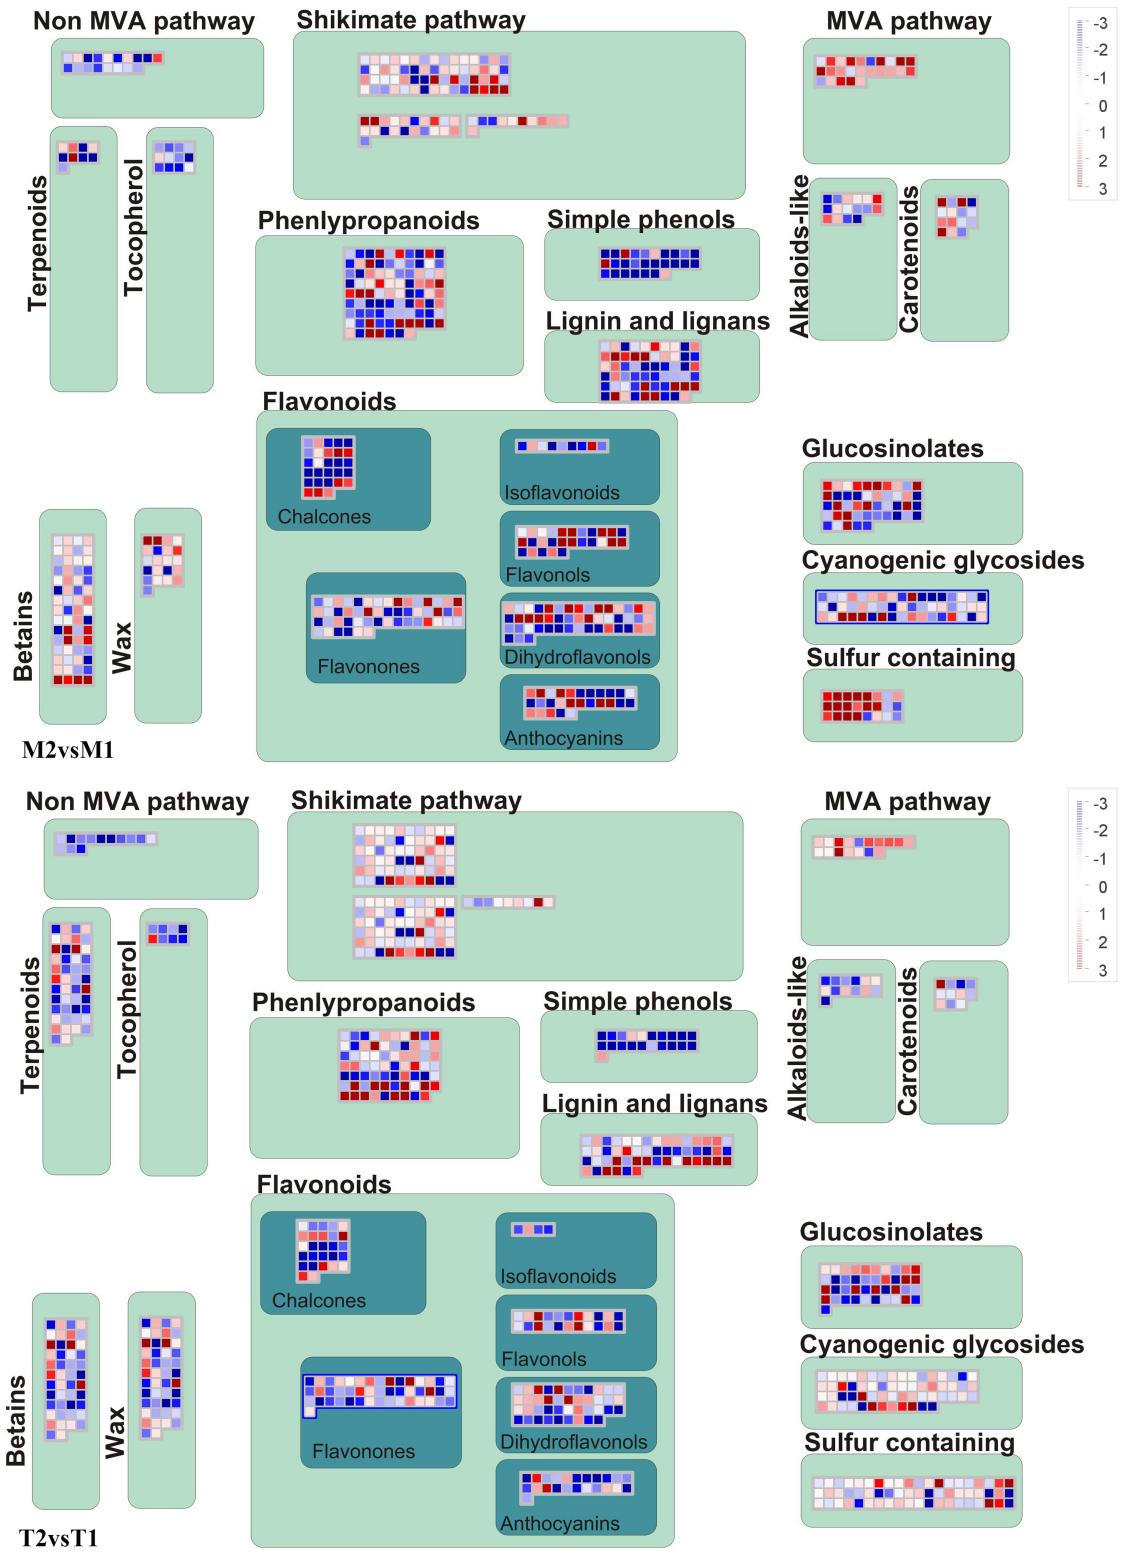

Figure S8. MapMan graphs of enzyme families in M2vs.M1 and T2vs.T1 datasets. The scale bar represents the log2FoldChange of the DEGs. Red and blue indicate upregulated and down regulated genes, respectively.

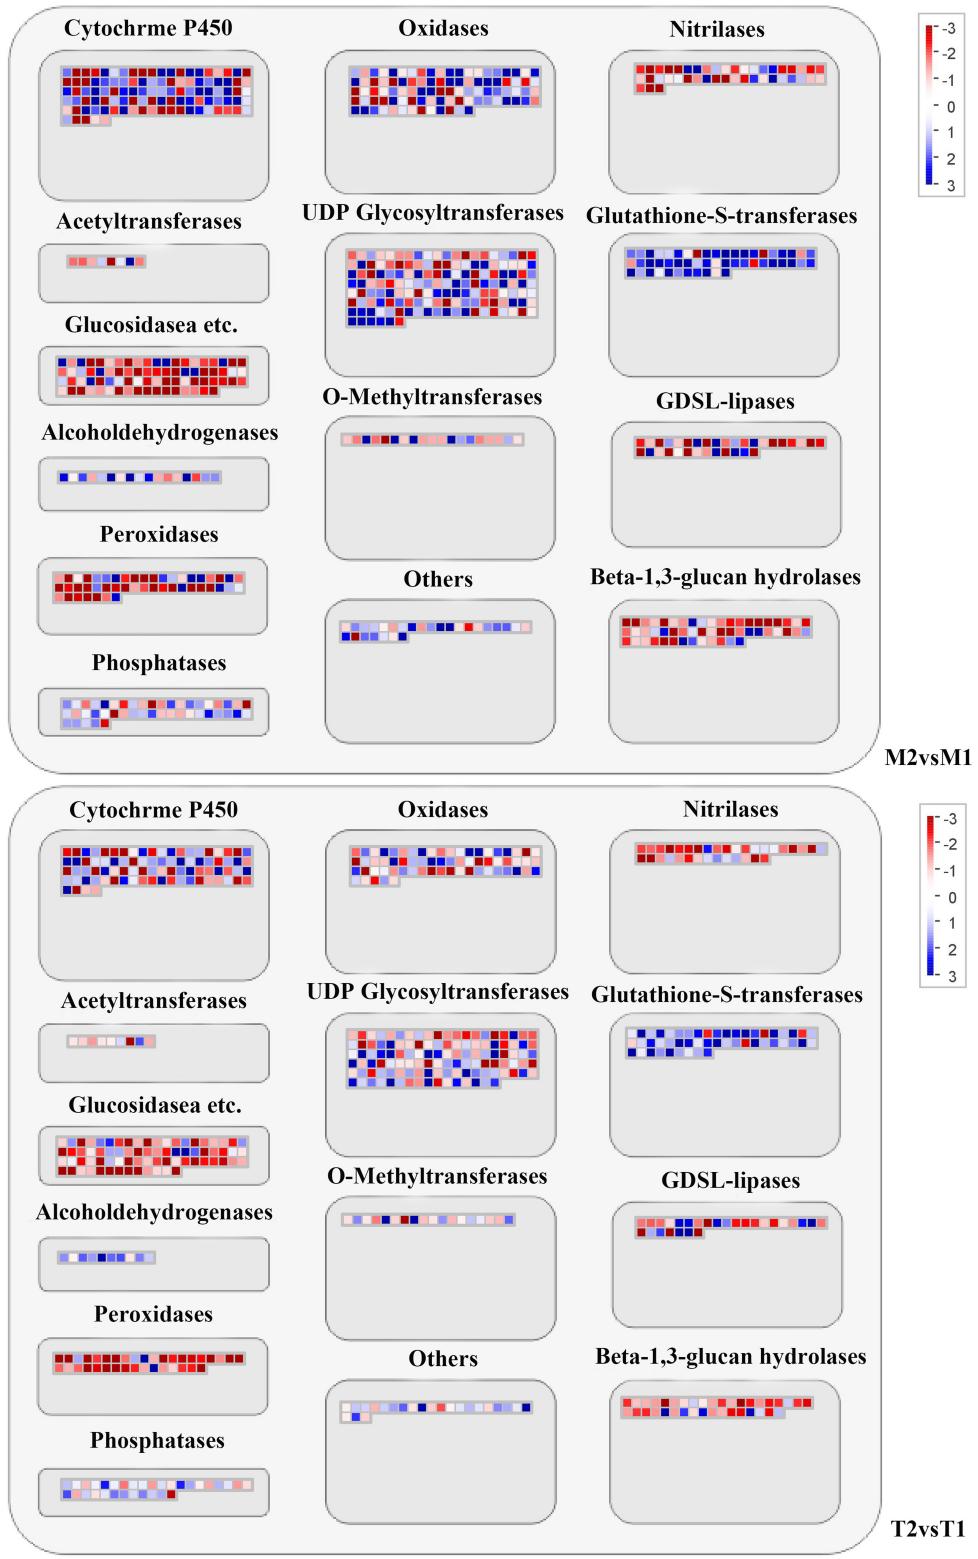

Figure S9. Endocytosis (mdm04144) and protein processing in endoplasmic reticulum (mdm04141) pathway. Based on pathway analysis, DEGs encoding specific proteins and mapped to Endocytosis (A) and protein processing in endoplasmic reticulum (B) pathway were highlighted in red.

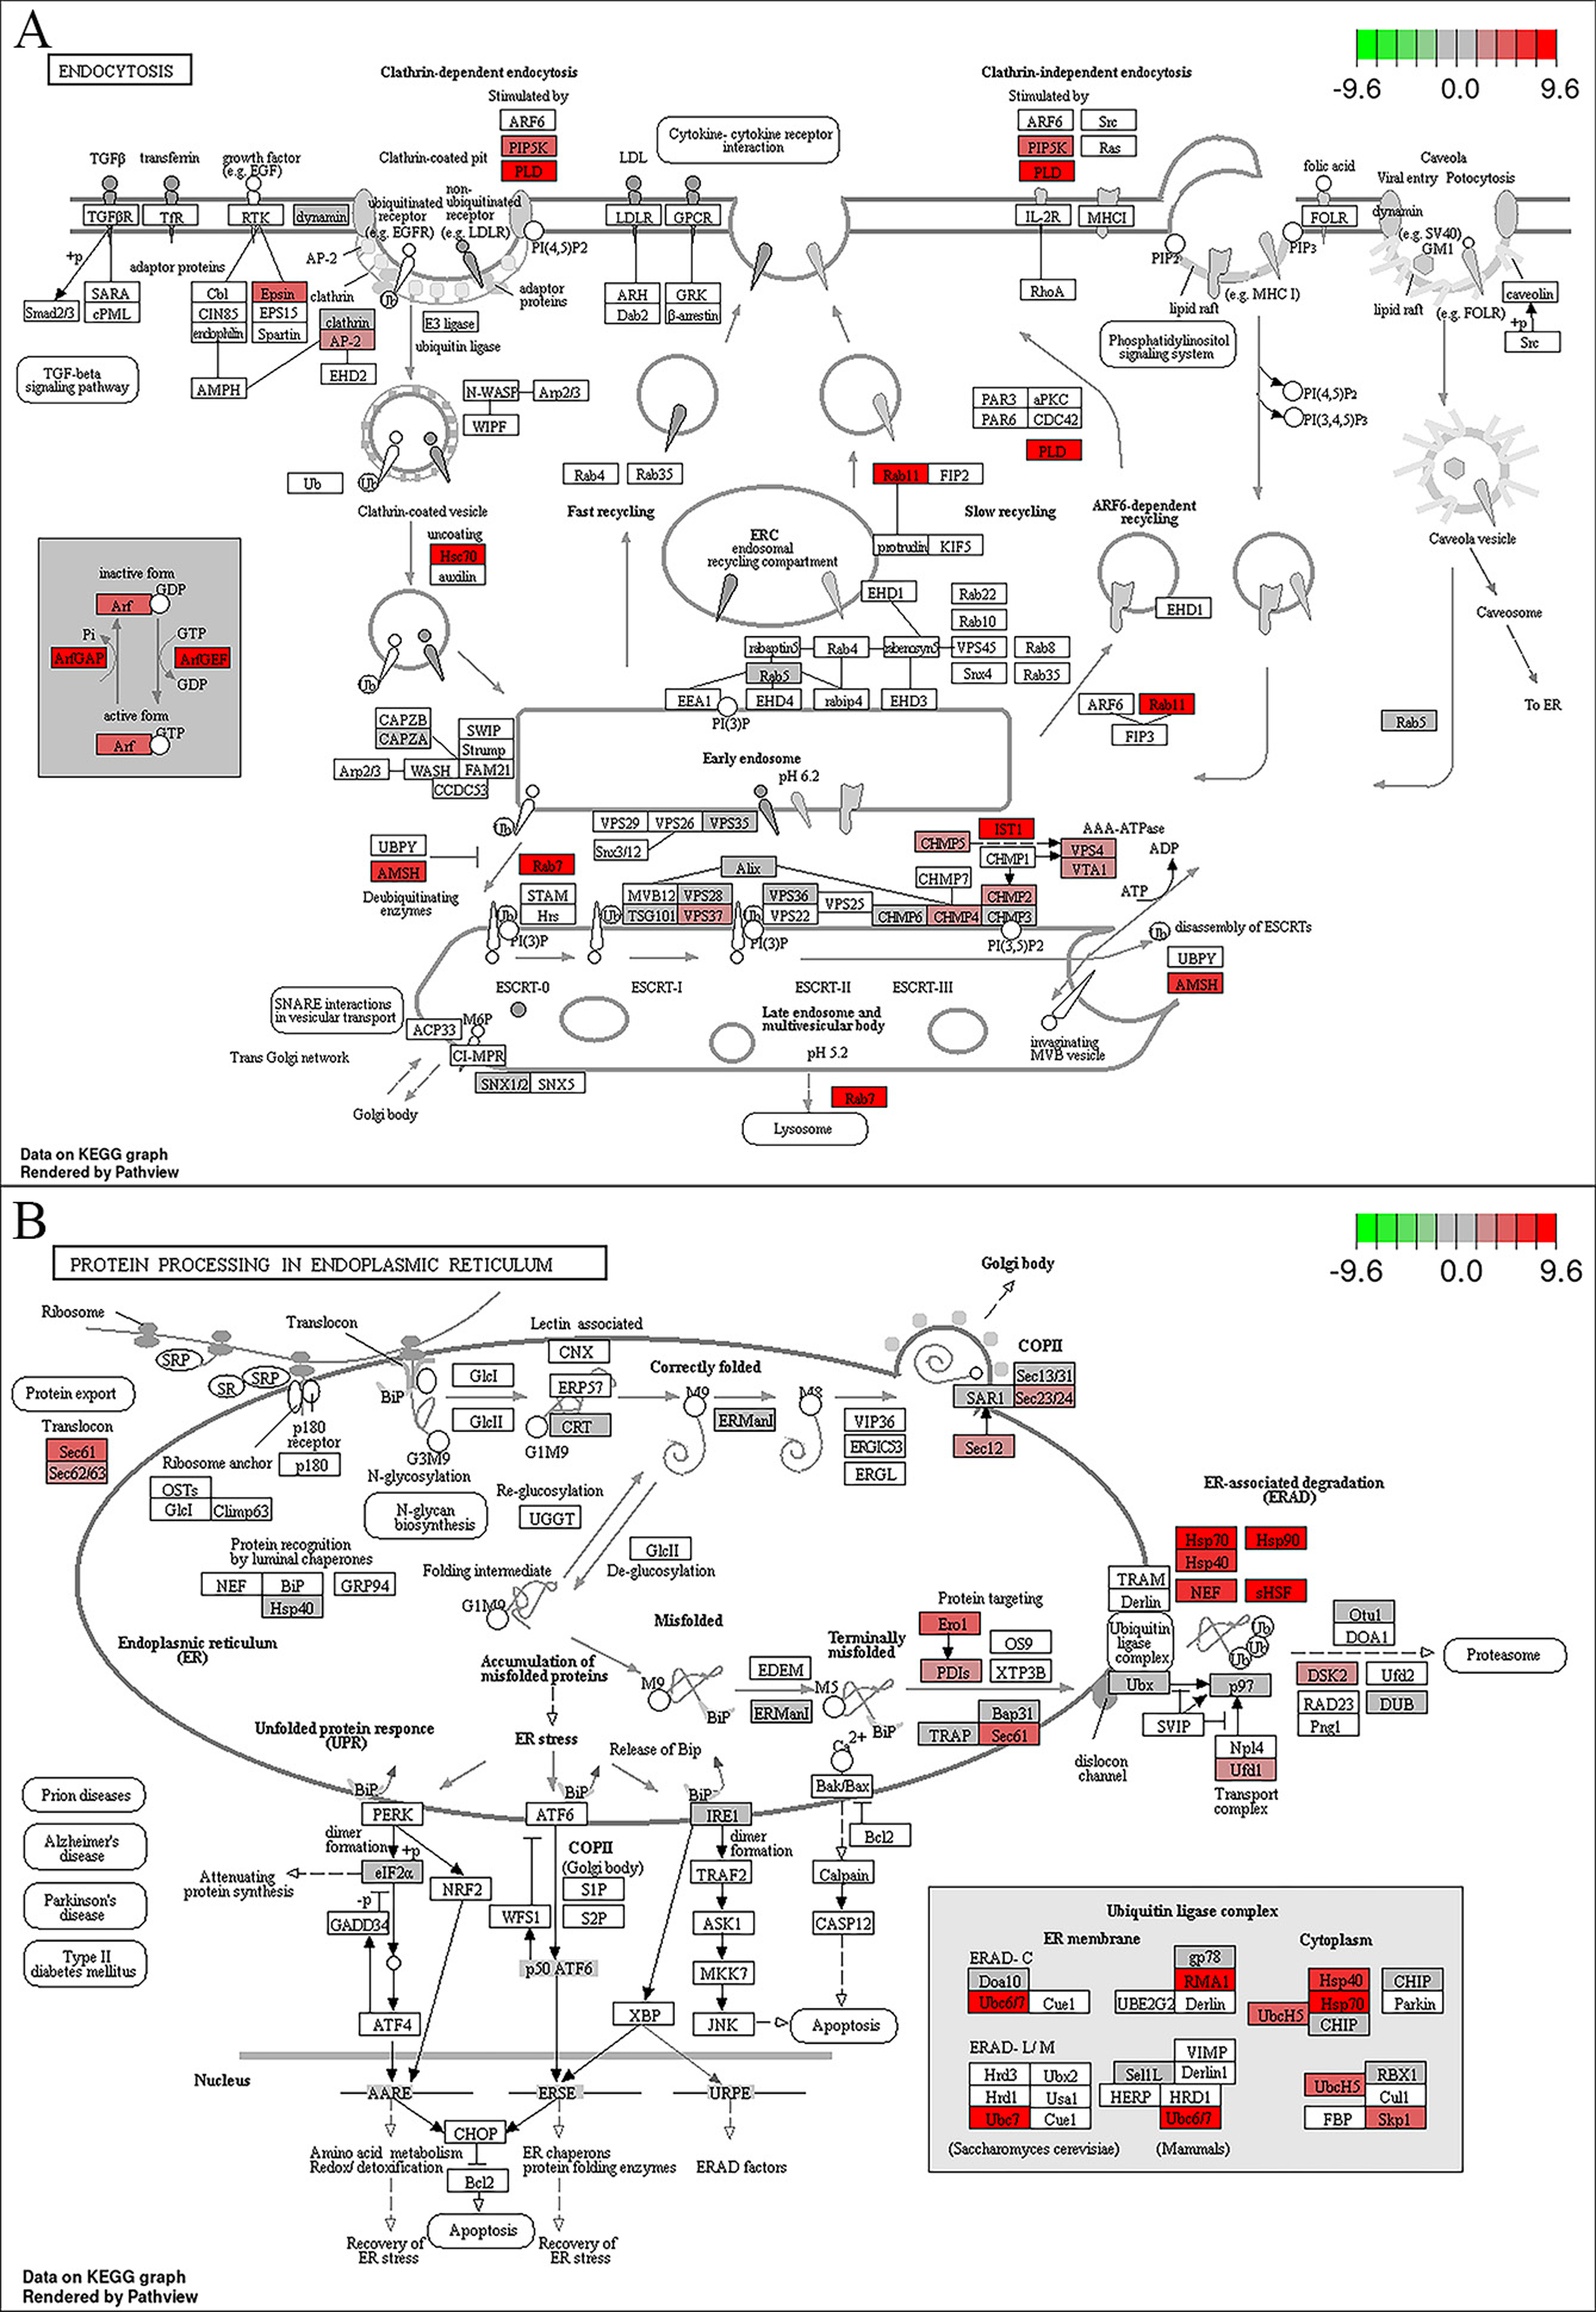

Figure S10. A: FPKM values of the core candidate DEGs. B: Average FPKM value of the core candidate DEGs. C: The FPKM ratio of up-regulated DEGs of M9T337 (T) or M.26 (M) dataset. The color intensity was proportional to the FPKM value. Taxa relative abundances were log10-transformed, and the scale method (from zero to one) was used for the heatmap representation. Each treatment included three repetitions.

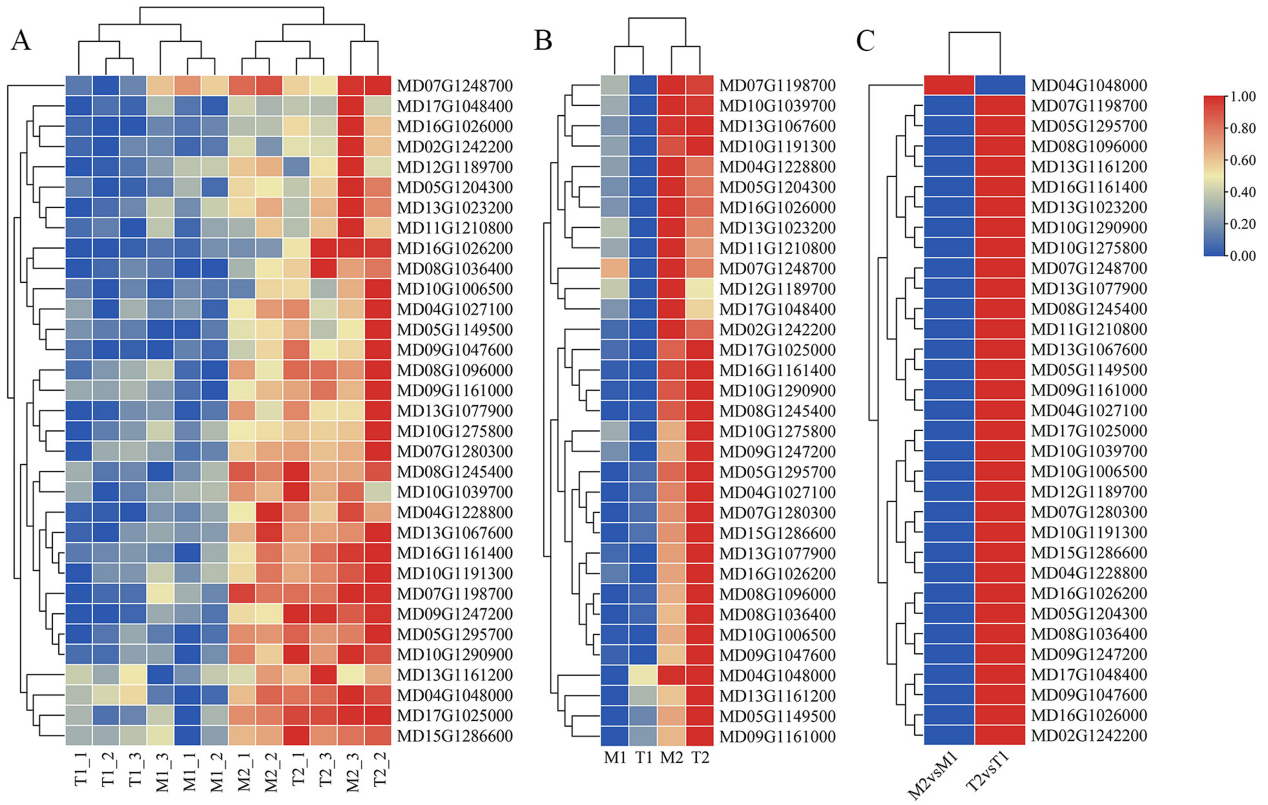

**Supplement:** Supplementary file 2 — Additional file 2: Supplementary Figures.

How the deposited data were processed for this re-analysis (not part of the article)

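The values analysed are FPKM as deposited by the authors. According to the paper, the authors mapped paired reads to GDDH13 v1.1 with Hisat2 2.0.5, assembled them with StringTie 1.3.3b, counted them with featureCounts 1.5.0-p3 and computed FPKM from gene length and mapped reads, and the authors tested counts with DESeq2. No reads were mapped here. The table held 520 genes in falling order of mean FPKM, 519 of them with complete lines, and the last line stopped inside its description. All 520 had values in the 12 libraries. 107 genes had no named best match, here called no annotated match, though their lines can still give a domain. Of the gene IDs, 0 were in the gene list supplied as reference, so the names are those of the table.

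Depth was recovered from the values. FPKM times gene length gave whole fragments for 100% of values (tolerance 0.001) at a library size that differed from the uniquely mapped pairs of Table S2. The median gene had between 3063 and 6380 fragments in a library. The authors' adjustment of library sizes is not stated in the text or the supplementary tables.

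Differential expression was tested with limma 3.58.1 (eBayes, trend) in R 4.3.3 on log2(FPKM + 1), with Benjamini-Hochberg adjustment over the 520 genes, an adjusted p of at most 0.05 and an absolute log2 fold change over 1. Each comparison used its 2 groups, and the interaction used the 12 libraries. The filter (at least 1 in at least 3 libraries) removed 0 genes. Other steps used Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9, with the seed 20220. K-means used 4 clusters and 50 starts, and 10000 random lists were drawn for the low-oxygen genes. All 10 splits of the 6 libraries of a comparison were fitted, and 100 of the 200 splits for the interaction.

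Genes were given in full by a rule fixed before the data were examined, but after the paper's table values had been read. It covers genes the paper names, at the sentence that names them and summarised where a sentence or table names more than 5, and in each comparison the 3 called genes with the largest rise and the 3 with the largest fall among those without overlap. The interaction is given for 5 named genes, which were chosen after it was seen that 10 of the 32 uncalled genes change sign under some alternative (46 values, the largest interaction among them being 0.92).

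The alternatives fixed in advance were no fold change cutoff, all 12 libraries in one fit, no filter, median ratio scaling, a pseudocount of 0.1, the replicate number as a block, leaving out each library, and untransformed values for the correlation and PCA. After the values were seen, the following were added: scaling to the pairs of Table S2, limma voom on the recovered fragments, k-means, the gene families, the low-oxygen list, and the prediction and label of every test of an explanation. The plan had named no further scaling for FPKM, so Table S2 scaling departs from it. The Hsp20 family was widened by annotation after its values were seen. The explanation about the lowest mean was narrowed and its label changed after its values were seen, and the limit of 60% behind the labels on shares was also set then.

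In simulated data with 200 of 520 genes changed by a log2 of 2, 100% of changed genes were recovered in each comparison and 99% in the interaction. Of the 320 unchanged genes, 1 was called in M2vs.M1, 0 in the other comparisons of 2 groups and 4 in the interaction. Every gene and group was simulated at 1 dispersion, 0.056, with as many rises as falls. The inoculated libraries varied more (median SE 0.38 in M2vs.T2 against 0.21 in M1vs.T1). The recovery therefore does not measure the power of M2vs.T2 or of the interaction. The qRT-PCR, enzyme and enrichment results were not analysed here, nor were genes below the lowest mean of the table.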

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

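Every test of an explanation in this part was chosen after the results were seen, whereas the interaction test, median ratio scaling and the leaving out of libraries were fixed earlier.

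The interaction was called in 13 genes, and was picked out because it is a difference between the 2 rootstocks that the paper did not test. All 13 had the larger log2FC in M.26. In 6 of 100 splits of the libraries, the true one included, at least as many genes were called. All 6 were among the 11 splits that kept the mock groups apart, and 0 of the 89 that mixed them called as many. The first kind carries the difference between M1 and T1, so this test is no measure of chance for the interaction, and chance was left open. Table S2 scaling moved the median interaction by only -0.11, against a cutoff of 1. That is too little to account for the direction of the called genes, so the 96.7% larger in M.26 with it adds nothing. Median ratio scaling moved the median by -0.48. With it 12 of 14 called genes were larger in M.26, but only 219 of the 520 genes were. The median log2FC of M1vs.T1 was -0.455 and M2vs.T2 had 1 called gene. The interaction is M2vs.T2 minus M1vs.T1 on the same libraries, so genes chosen for it tend to be lower in M1 by construction. All 13 were called in M1vs.T1, and the 1 gene called in M2vs.T2 is not among them. For these genes a called difference was thus found between the mock groups only. A gene not called in M2vs.T2 is not shown to be equal there, so whether the mock groups account for the whole interaction cannot be told. Of biological explanations, the rootstock cannot be told apart from the day of collection, and the 126 genes called in M1vs.T1 could stem from either. GC content was not tested.

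The interaction of MD15G1357900 (Nitrate reductase) was 2.57 and that of MD15G1397400 (ERF019) was 4.33, and both were picked out as differences between the rootstocks. Both lost the call when most single libraries were left out and with voom (2.59 and 4.67). Both kept the call with Table S2 scaling and with median ratio scaling (2.46 and 2.11 for MD15G1357900), so the choice among these scalings does not remove them. No other technical explanation was tested for either gene alone.

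The 7 genes of the Hsp20 family were picked out as a signal the paper did not analyse. Their median log2FC was 5.24 in M2vs.M1 (4.00 to 6.52) and 3.56 in T2vs.T1 (3.40 to 4.96), and all 7 were called higher in both rootstocks and under both scalings. Library sizes are not the whole cause, since the medians with Table S2 scaling were 4.46 and 2.87. Reads shared between near-identical copies are not either, since the summed family rose by 4.35 and 3.14 with Table S2 scaling. Inoculation is the biological explanation that the design offers, and a stress from handling the inoculated roots was not tested.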

How the results depend on the processing

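Median ratio scaling, the single fit of 12 libraries, the cutoff, the filter, the pseudocount, the block and the leaving out of libraries were fixed earlier, and Table S2 scaling and voom were chosen after the results were seen. Of the values for counts, correlations, shares and medians, 214 stayed within a set limit and 71 moved beyond it. Those that stayed include values that could not move by construction. Such were all values without the filter, which removed 0 genes, and the medians in one fit or with the block. The limit was a ratio of 1.5 for counts, so a count of 303 against 366 is within it, the SD among groups for correlations, the SD on leaving out 1 library for shares of variance, and the median SE for medians. Of the values for named genes, 825 kept their direction and call, 53 lost the call, 3 gained it and 2 reversed. This tally holds the interaction of 5 genes only, chosen after sign changes had been seen. Over the 34 named genes, 46 interaction values had the other sign under some alternative, in 10 of the 32 uncalled genes. The 825 also include the values without the filter, which could not move. The size of the largest k-means cluster, chosen after the results were seen, ranged from 142 to 175 against 146, within the ratio of 1.5 in all 15 values. Table S2 scaling and median ratio scaling are among these values but could hardly change the size, since rescaling a library moves all its genes nearly alike.

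Median ratio scaling gave 154 genes higher and 149 lower in M2vs.M1, 115 higher and 100 lower (215 in all) in T2vs.T1, 27 higher and 45 lower (72 in all) in M1vs.T1, and 2 genes larger in M9T337 in the interaction. Genes called in both rootstocks fell to 186. The median log2FC was 0.10 in M2vs.M1 and 0.0637 in T2vs.T1. MD15G1187300 reversed to -0.22 in M2vs.M1. This scaling centres each library on the 520 genes, so it removes a shift shared by most of them by construction.

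Table S2 scaling gave 62 genes lower in M2vs.M1, 186 higher and 53 lower in T2vs.T1, 2 genes (2 lower) in M2vs.T2, and 30 in the interaction, 29 larger in M.26 and 1 larger in M9T337. Genes called in both rootstocks were 207. The median log2FC was 0.94 in M2vs.M1 and 0.55 in T2vs.T1, and PC1 held 80.0% of the variance. Of the 80 log2 fold changes of the paper, 77 were within 0.02 of the log2 ratio of group means on the FPKM scale. The paper's values therefore go with the library sizes behind the FPKM and not with Table S2. Which of the 2 library sizes is the better one cannot be decided from these data.

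Untransformed values gave PC1 80.4%. One fit of all 12 libraries gave 2 genes (2 lower) in M2vs.T2 and 2 genes higher in M1vs.T1. Without the fold change cutoff M1vs.T1 had 225 genes, 14 higher and 211 lower, as the cutoff removes small changes by construction. limma voom called 0 genes (0 lower) in M2vs.T2, with 38 at an unadjusted p under 0.05, and 2 in the interaction, both larger in M.26. The cause was not tested for the other values.

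With the replicate number as a block, M2vs.T2 had 15 genes, 6 higher and 9 lower, and the interaction had 27, all 27 larger in M.26. Libraries of the same number did not pair, with r of residuals from -0.515 to 0.509, so the block has no basis in the data. The filter removed 0 genes, so its alternative tests nothing.

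Leaving out 1 library gave 0 to 17 genes in M2vs.T2 (0 to 8 higher, 0 to 9 lower), 2 to 6 genes higher in M1vs.T1, and 2 to 79 in the interaction (2 to 78 larger in M.26, 0 to 1 larger in M9T337). The interaction of MD02G1207900 reversed to -0.13 without M2 replicate 1, and ranged up to 1.73 without M2 replicate 2. With 2 libraries left in a group the test has less power, and beyond that the cause was not tested.

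The gene with the fewest fragments in any library had 15, so depth limits few of the 520 genes. What depth limits among genes of lower mean was not analysed here.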

Differences from the paper's values

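The comparisons with the paper's values in this part follow the tests and alternatives set before the data were examined, and the ratio of group means was computed after the results were seen. Of 80 log2 fold changes of 37 genes that the paper lists, 2 differ from those given here by more than the SE of limma, which stands in for an error the paper does not state. The median absolute difference was 0.05.

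For MD02G1207900 in T2vs.T1, the paper's value in Table 3 is 5.74 and the value here was 3.87. It differed under every alternative set before the data were examined. The log2 ratio of group means was 4.01 in T2vs.T1 and 5.73 in M2vs.M1, where the paper lists 5.74 and 4.02, so the pair matches with the columns exchanged. The M2vs.M1 value here was 4.80 (SE 1.22).

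For MD11G1001400 in M2vs.M1, the paper's value in Table S7 is 2.3 and the value here was 2.85. Of the alternatives set before the data were examined, only leaving out M2 replicate 3 (2.50) did not differ. Table S2 scaling, chosen after seeing the values, gave 2.05, within the SE of the paper's value, and dropped the call of 1 of 21 genes named by the paper in M2vs.M1 and of 5 in T2vs.T1. Of the 80 values of the paper, 77 were within 0.02 of the log2 ratio of group means on the FPKM scale, and for MD11G1001400 that ratio was 2.98. Table S2 scaling shifts values by about -0.81 in M2vs.M1 and -0.69 in T2vs.T1, away from those 77, so its value for this gene is no evidence on the paper's method.

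The paper states an R2 above 0.88 between libraries of a group, over all its genes, and the lowest value here was 0.679, over 520 genes. It differed under every alternative set before the data were examined (0.677 with a pseudocount of 0.1, 0.653 untransformed, 0.679 with the filter). The 520 genes are those of highest mean, and their narrower range of values can lower R2.

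The paper's PC2 holds about 8.6% of the variance in Fig. 2B, read by eye and over all its genes, and the value here was 4.90%, over 520 genes. With a pseudocount of 0.1 (4.95%) and with the filter (4.90%) the paper's value was also more than 1.5 times the value here. On untransformed values (12.3%) the ratio was within 1.5, but the value was as far from the paper's in percentage points, on the other side. With Table S2 scaling, chosen after seeing the values, PC2 held 7.26%, within a ratio of 1.5 and nearer to the paper's value than any other setting.

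The paper lists MD02G1207900 as a pectin methylesterase inhibitor, and the table names it Pectinesterase 2. The paper lists MD14G1062500 as a polygalacturonase, and the table names it Polygalacturonase inhibitor.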

Other observations

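All tests of an explanation in this part, with their predictions, were chosen after the results were seen, whereas the limma comparisons of the groups were fixed earlier. 

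More genes were called higher than lower after inoculation in both rootstocks. Library sizes used by the authors are not the whole cause, since with Table S2 scaling 80.3% of called genes in M2vs.M1 and 77.8% in T2vs.T1 were higher. Genes entering the table just above its lowest mean are not the whole cause either, since the shares among the 25% of genes with the highest mean were 88.7% and 86.3% with that scaling. Whether choosing genes by their mean over all libraries favours genes that rose was not tested, because genes of lower mean were not analysed here. The paper's counts over all its genes are split far more evenly between up-regulated and down-regulated. The excess of rises therefore describes the 520 genes of highest mean and not the transcriptome. Reads of the fungus on conserved genes would raise those genes, but 63 genes of conserved proteins had medians of 0.0990 in M2vs.M1 and 0.225 in T2vs.T1. With Table S2 scaling these medians were -0.70 and -0.47, so the 2 library sizes disagree on whether conserved genes changed. The 10 most abundant genes held at most 21.3% of the fragments on the 520 genes in a library. The 520 genes held at most 35.8% of the uniquely mapped pairs and 58.2% of the library size behind the FPKM, both in M2 replicate 3. The share of a whole library held by these 10 genes was therefore below 21.3%. These values argue against a few of the 520 genes taking most of the fragments. Inoculation is the biological explanation in the design, and fungal reads on other genes could not be looked for without the reads.

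For each of the 4 comparisons of 2 groups, 1 of the 10 splits of its 6 libraries called at least as many genes, which was the true one (1 of 10 in M2vs.M1, 1 in T2vs.T1, 1 in M2vs.T2 and 1 in M1vs.T1). The other 9 splits of each comparison called 0 genes by limma, against 366 in M2vs.M1, 329 in T2vs.T1, 126 in M1vs.T1 and 1 in M2vs.T2. With 10 splits no smaller share than 1 of 10 was possible, so this test alone cannot exclude chance in any of them. The libraries did not overlap in 83.3% of genes in M2vs.M1, 80.2% in T2vs.T1, 57.9% in M1vs.T1 and 9.81% in M2vs.T2, where chance gives 10%.

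A hypothesis is that inoculated roots were short of oxygen. The table held 32 genes with 15 annotations like those of genes induced by low oxygen, 8 of them named by the paper, and 29 were called higher in each rootstock. Their median log2FC was 2.59 in M2vs.M1 and 2.24 in T2vs.T1, at percentile 96.3 and 100 of 10000 random lists matched on mean FPKM. The list was drawn up after its genes had been seen to rise, so the test cannot tell low oxygen from a general response to inoculation. No oxygen was measured.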
